# 7aaRGD - a novel SPP1/integrin signaling-blocking peptide reverses immunosuppression and improves anti-PD-1 immunotherapy outcomes in experimental gliomas

**DOI:** 10.1186/s13046-025-03393-9

**Published:** 2025-04-25

**Authors:** Aleksandra Ellert-Miklaszewska, Paulina Pilanc, Katarzyna Poleszak, Adria-Jaume Roura, Salwador Cyranowski, Mitrajit Ghosh, Szymon Baluszek, Maria Pasierbinska, Bartłomiej Gielniewski, Julian Swatler, Yuliana Hovorova, Kamil Wojnicki, Bozena Kaminska

**Keywords:** Glioma, Tumor microenvironment, Integrins, Immunotherapy, Blocking peptide, Glioma-associated macrophages

## Abstract

**Background:**

Immune checkpoint inhibitors (ICIs) present clinical benefits in many cancer patients but invariably fail in glioblastoma (GBM), the most common and deadly primary brain tumor. The lack of ICIs efficacy in GBM is attributed to the accumulation of tumor-reprogrammed glioma-associated myeloid cells (GAMs) that create a “cold” immunosuppressive tumor microenvironment (TME), impeding the infiltration and activation of effector T cells. GBM-derived αvβ3/αvβ5-integrin ligands, including SPP1, were shown to mediate the emergence of GAMs. We hypothesized that a combination strategy aiming to block the reprogramming of GAMs using a synthetic 7aaRGD peptide that targets SPP1/integrin signaling might overcome resistance to ICIs and reinvigorate anti-tumor immunity.

**Methods:**

Matrigel invasion assay was used to test the efficacy of 7aaRGD in glioma-microglia co-cultures. We determined the impact of 7aaRGD, administered as a monotherapy or combined with PD-1 blockade, on tumor growth, GAMs accumulation and phenotypes, arginase-1 levels and neovasculature in experimental gliomas. The effects of treatments on the tumor immune landscape were dissected using multiparameter flow cytometry, immunocytochemistry, cytokine profiling and RNA-seq analysis of sorted GAMs followed by CITE-seq based data deconvolution.

**Results:**

7aaRGD efficiently blocked microglia-dependent invasion of human and mouse glioma cells in vitro. Intratumorally delivered 7aaRGD alone did not reduce tumor growth in orthotopic gliomas but prevented the emergence of immunosuppressive GAMs and led to normalization of peritumoral blood vessels. Combining 7aaRGD with anti-PD-1 antibody resulted in reduced tumor growth, with an increase in the number of proliferating, interferon-ɣ producing CD8^+^T cells and depletion of regulatory T cells. Transcriptomic profiles of myeloid cells were altered by the combined treatment, reflecting the restored “hot” inflammatory TME and boosted immunotherapy responses. Intratumoral administration of 7aaRGD similarly modified the phenotypes of GAMs in human U87-MG gliomas in immunocompromised mice. Exploration of transcriptomic datasets revealed that high expression of integrin receptor coding genes in pre-treatment biopsies was associated with a poorer response to immune check-point blockade in patients with several types of cancers.

**Conclusions:**

We demonstrate that combining the blockade of SPP1/integrin signaling with ICIs modifies innate immunity and reinvigorates adaptive antitumor responses, which paves the way to improve immunotherapy outcomes in GBM.

**Graphical abstract:**

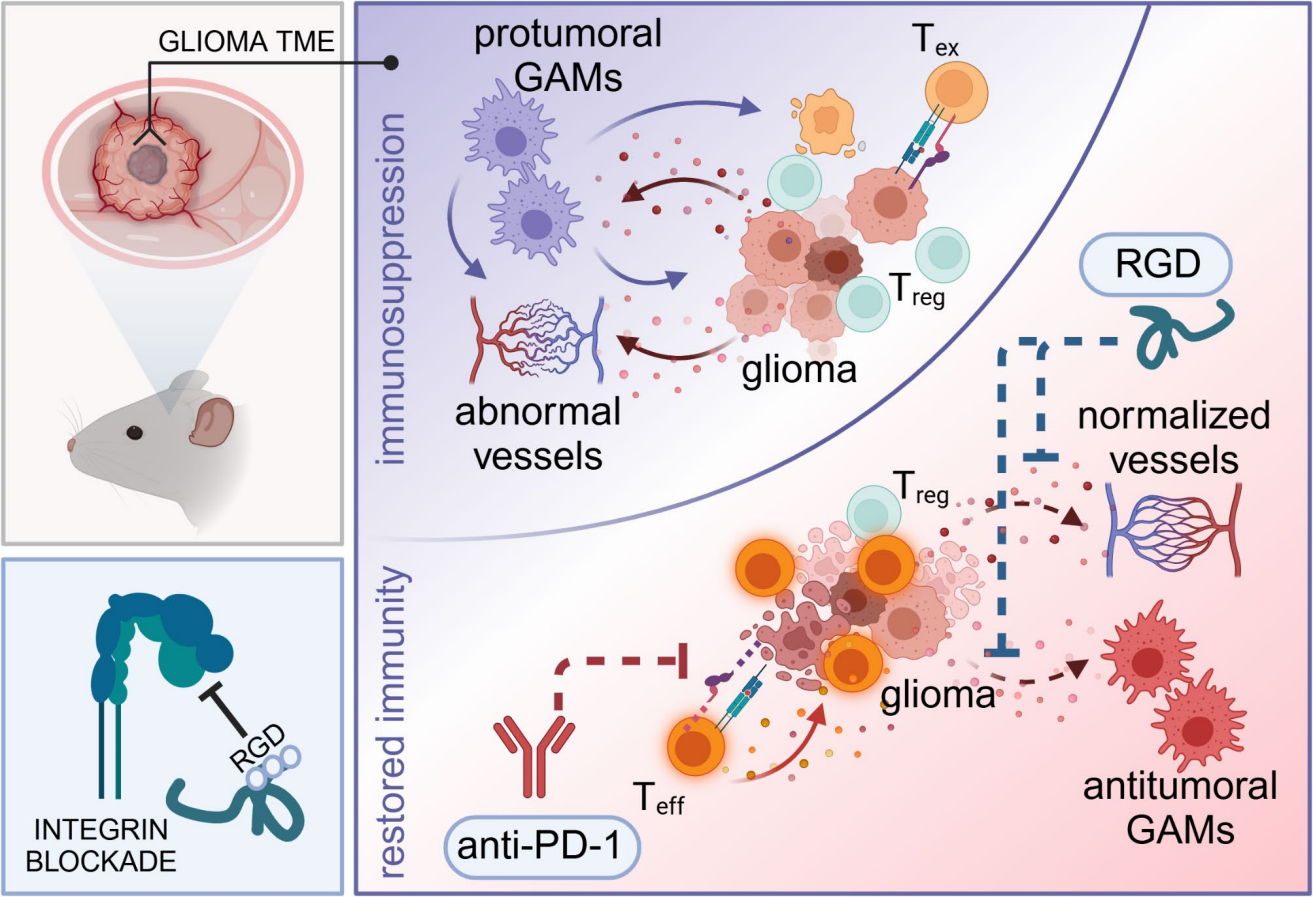

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13046-025-03393-9.

## Background

Immune checkpoint inhibitors (ICIs) have altered therapeutic outcomes in a wide range of cancers, providing unparalleled survival benefits in some patients. Blocking antibodies against programmed cell death 1 (PD-1, CD279) or programmed cell death-ligand 1 (PD-L1, CD274) (anti-PD-1 or anti-PD-L1, respectively) are employed in more than 20 different indications [1]. Unfortunately, only approximately 20% of cancer patients (mostly those with melanoma and lung cancer) achieve long-term, durable responses with ICIs, while resistance is common in most patients [2]. Glioblastoma (GBM) is the most frequent and lethal primary brain tumor among adult-type diffuse gliomas [3]. Despite some promising results from phase II/III trials, ICIs have failed in phase III randomized trials in both newly diagnosed and recurrent GBM patients [4, 5]. This limited efficacy of ICIs is attributed to the highly immunosuppressive tumor microenvironment (TME) of GBM [6, 7].

GBM is known as a “cold” tumor with a low mutation burden, poor infiltration of effector T and NK cells, and an abundance of suppressive myeloid cells that may constitute of up to 30% of the tumor mass [7]. Human GBM and murine gliomas attract brain-resident microglia and bone marrow-derived myeloid cells, jointly called glioma-associated microglia and macrophages (GAMs), and impose tumor-supportive programs in these cells. In turn, GAMs increase tumor cell invasion and angiogenesis, and contribute to local immunosuppression by inhibiting the cytotoxic activity of T cells and initiating signals for their anergy or exhaustion, while promoting the expansion of protumorigenic T regulatory cells (Treg) [8–11]. Defective neoangiogenic blood vessels drive metabolic reprogramming in hypoxic niches and impair trafficking of T cells to tumors, which aggravates functional deficits in antitumor immunity and eventually contributes to ICI therapy failure [12–14]. Expermental studies have shown that combination strategies aiming to reverse the protumor reprogramming of myeloid cells and to normalize the tumor neovasculature may overcome TME-instigated resistance to immunotherapy [15–19].

Multiple approaches, including targeting GAMs with an inhibitor of the colony-stimulating factor (CSF)-1 receptor [20] or CCR2/CCL2 axis blockade [16], have been proposed to modify the glioblastoma TME to improve therapeutic responses. We previously identified two glioma-derived αvβ3/αvβ5-integrin receptors ligands, osteopontin/secreted phosphoprotein 1 (SPP1) and lactadherin/milk fat globule-epidermal growth factor 8 (MFG-E8), as activators of myeloid cell reprogramming in gliomas [21]. Silencing of *Spp1* or *Mfge8* expression in glioma cells prevented GAMs accumulation and reduced tumor growth in orthotopic rat gliomas [21]. Congruently, SPP1 was shown to recruit GAMs to mouse gliomas via αvβ5 integrin, and systemic administration of osteopontin-eliminating aptamers increased the median survival time of tumor-bearing animals by 68% [22]. Interestingly, SPP1 and MFG-E8 share their RGD (arginine–glycine–aspartate) αvβ3/αvβ5-binding motif with another GBM-secreted integrin ligand, periostin (POSTN). POSTN drives the recruitment and maintains the immunosuppressive phenotype of GAMs, and its genetic depletion had anti-glioma effects [23, 24]. Despite the well-described role of integrins in cancer, their expoitation in theranostics and several clinical attempts to use integrin inhibitors as anti-angiogenic agents [25–27], the effects of integrin blockade on the functional regulation of tumor-infiltrating myeloid cells have been underexplored. As a strategy to prevent the reprogramming of myeloid cells into GAMs, we designed a synthetic 7-amino-acid peptide with the RGD motif (‘7aaRGD’), which competitively blocked the interactions of SPP1 and MFG-E8 with the integrins, abolished the activation of the focal adhesion kinase-dependent signaling pathway, decreased microglial phagocytosis and migration, and reduced the expression of proinvasive phenotype genes in glioma secretome-stimulated microglia [21].

In this study, we demonstrate that 7aaRGD reduces microglia-dependent invasion of murine and human glioma cells in vitro and has a bimodal antitumor action in vivo. Upon intratumoral administration to orthotopic gliomas, 7aaRGD shifts the glioma TME toward a “hot” phenotype by blocking the reprogramming of GAMs, increasing the percentage of CD8 + T cells among infiltrating lymphocytes, and normalizing the tumor vasculature. As a monotherapy, 7aaRGD does not reduce tumor growth, however, co-administration of the peptide with an anti-PD-1 antibody ultimately augments proinflammatory responses of myeloid cells and unleashes cytotoxic T cells activity, which leads to eradication of the tumors. We provide evidence that combining integrin blockade with ICIs reinvigorates antitumor immunity by boosting both innate and adaptive immune responses, thus indicating a novel strategy to increase the efficacy of immunotherapy. These results provide a new perspective for the treatment of GBM patients and pave the way for improving the responses to ICIs in GBM and other cancers.

## Methods

### Cell cultures

Murine glioma GL261 cells were obtained from Prof. Helmut Kettenman (MDC, Berlin, Germany) and modified to GL261 tdTomato + luc + glioma cells as described previously [11]. The murine and human glioma cell lines: U251-MG, U87-MG (ATCC, Manassas, VA) and U87-MG RFP+ (AntiCancer Inc., San Diego, CA, USA) were cultured in Dulbecco’s modified Eagle’s medium (DMEM) supplemented with 10% fetal bovine serum (FBS) (Gibco, MD, USA). After thawing, the GL261 tdTomato + luc + and U87-MG RFP + cells were supplemented with 400 µg/ml G418 (Roche, Manheim, Germany) for two passages. Stable transfection of U87-MG RFP + cells with pSilencer 2.1-U6hygro plasmid encoding a non-targeting shRNA or a specific SPP1-targeting hairpin shRNA generated shNeg and shSPP1 cells, respectively. Human SV40 immortalized microglia (HMSV40) were cultured in PriCoat T25 flasks in Prigrow III medium (Applied Biological Materials, Richmond, Canada) supplemented with 10% FBS (Gibco, MD, USA). Murine immortalized microglial BV2 cells (received from Prof. Klaus Reymann from the Leibniz Institute for Neurobiology) were cultured in DMEM GlutaMAX™ supplemented with 2% FBS (Gibco, MD, USA). Primary mouse microglia cultures were prepared as described [28]. All the cells were cultured with antibiotics (100 U/ml penicillin and 100 µg/ml streptomycin) in a humidified atmosphere of CO_2_/air (5%/95%) at 37 °C (Heraeus, Hanau, Germany). Mycoplasma contamination-free status was checked regularly.

### Cell viability and proliferation assays

Cell viability was evaluated using the MTT metabolism test. Cell proliferation was measured using a BrdU ELISA kit (Roche, Mannheim, Germany) according to the manufacturer’s protocol. Briefly, 5 × 10^3^ cells were seeded onto 96-well plates. The next day, the media was changed to DMEM GlutaMAX™ supplemented with 2% FBS (Gibco, MD, USA), and the 7aaRGD and 7aaRAE peptides were added at a final concentration of 100 µM for 18 h. Peptides with N-terminal acetylation and C-terminal amidation were purchased from GenScript (Rijswijk, Netherlands). The peptides were dissolved in DMSO, and 0.2% solvent was added as a control. MTT solution (0.5 mg/mL; Sigma‒Aldrich, Taufkirchen, Germany) or BrdU was added for 1.5 and 2 h, respectively. Optical densities were measured at 570 nm for the MTT assay and at 450 nm for the BrdU assay using a scanning multiwell spectrophotometer.

### Invasion assays

The invasion assay was performed as previously described [28]. BV2 and HMSV40 cells (4 × 10^4^) were plated onto a 24-well plate and co-cultured with GL261 cells (1 × 10^5^/insert), U87-MG and U251 cells (4 × 10^4^/insert) on Matrigel-covered inserts in 2% FBS-containing media. The cells were treated with 100 µM 7aaRGD and 7aaRAE (control) peptides or 0.2% DMSO. GL261 cells were co-cultured with BV2 cells for 24 h, and human glioma cells were cultured with BV2 or HMSV40 cells for 18 h. Invading cells fixed on the membranes were stained with DAPI.

### Peptide stability

The 7aaRGD peptide was dissolved in water at a concentration of 2 mg/ml and incubated in osmotic pumps for 1, 7 and 14 days at 37 °C. The peptide concentration was measured using Jupiter Proteo C12 2.1 × 250 mm, 4 μm column (Phenomenex, Torrance, USA) and HPLC Prominence coupled LCMS-IT-TOF (Shimadzu, Duisburg, Germany) under the following conditions: phase A: 0.1% HCOOH in Milli-Q water; phase B: 0.1% HCOOH in ACN; and gradient conditions: 0 min 2% B, 20 min 50% B, 25 min 95% B, 30 min 95% B, 35 min 5% B, and 55 min 5% B at a 0.2 ml/min flow rate. One milliliter of sample was injected. A Shimadzu IT-TOF ESI-MS system was used for mass analysis in automatic mode with a scan range of 150–2000 Da and an ion accumulation time of 10 ms. Electrospray ionization was performed in positive ionization mode with a spray capillary voltage of 5.0 kV. The interface temperature was maintained at 250 °C, and the heat block temperature was 520 °C. Nebulizing gas was introduced at 1.5 L/min, and the drying gas pressure was set to 100 kPa. Mass spectra were recorded in positive ion mode using the LCMSsolution software provided by Shimadzu. The analysis was performed at the Department of Chemistry of Warsaw University, Poland.

### Stereotactic implantation of glioma cells and treatments

Male C57BL/6 mice or Athymic Nude-Foxn1nu mice (Charles River Laboratories, USA) (10–12 weeks old) were housed with free access to food and water on a 12 h/12 h day/night cycle. All efforts were made to minimize the number of animals and animal suffering. The mice were anesthetized with isoflurane (4–5% induction, 1–2% maintenance) via an isoflurane vaporizer (Temsega, Tabletop Anesthesia Station). Before starting the surgical procedure and during the surgery, the depth of anesthesia was verified. The choice of anesthetics was recommended by a veterinarian and approved by the local Ethics Committee. GL261 tdTomato^+^luc^+^ glioma cells (80,000 in 1 µL of DMEM) in C57BL/6J or U87-MG RFP (50,000 in 1 µL of DMEM) in Athymic Nude-Fox1nu mice were stereotactically injected into the right striatum at the following coordinates: 1 mm anterior and 2 mm lateral from bregma, 3 mm deep from the surface of the brain. At the same time, Alzet osmotic micropumps (DURECT Corporation, Cupertino, CA, USA) were installed in a subcutaneous pocket on the back, slightly caudal to the scapulae. A small incision was made in the shaved skin, and a hemostat was used to create a subcutaneous pocket for the pump, which was then inserted into the pocket, and the wound was closed with tissue glue. Prior to implantation, the metal flow moderators were replaced with PEEK flow moderators to be MRI compatible. To ensure that the pumps were active when implanted, the filled pumps were placed in sterile saline at 37 °C for 24 h before implantation. Osmotic pumps were filled with H_2_O (vehicle), 7aaRGD or 7aaRAE peptides at a concentration of 2 mg/ml in H_2_O, and by means of a catheter, they continuously delivered the solutions intratumorally at a controlled rate of 0.11 µL/h for 21 or 28 days. All experiments in C57BL6 mice were conducted after implantation of GL261tdTomato + luc + cells, except for the experiment evaluating FITC-labelled peptide distribution, in which we used GL261 cells.

The mice were monitored until they completely recovered from anesthesia. The animals were weighed weekly and observed daily for clinical symptoms and evidence of toxicity by evaluating their eating, mobility, weight loss, hair loss, and hunched posture. Anti-PD-1 antibody (BioLegend, GoInVivo™ Purified anti-mouse CD279) was injected intraperitoneally (i.p.) at a dose of 10 mg/kg on days 8, 10, 12, and 14 post-implantation. The control groups received IgG antibody by i.p. injection. Animals were euthanized when they lost more than 20% of their body weight at day 0.

### Tumor size measurement using magnetic resonance imaging

The heads of the animals were scanned with a 7T BioSpec 70/30 MR system (Bruker, Ettlingen, Germany) equipped with Avance III console and an actively shielded gradient system B-GA 20 S (amplitude 200 mT/m) with an integrated shim set up to the 2nd order. A combination of a transmit cylindrical radiofrequency volume coil (8.6 cm inner diameter, Bruker) and a head-mounted mouse dedicated receive-only array coil (2 × 2 elements, Bruker) was used. The animals were anesthetized with 1.5–2% isoflurane (Baxter, Deerfield, IL, USA) in oxygen and positioned prone with the head placed in the MR-compatible bed integrated with an anesthesia mask. Respiration and rectal temperature were monitored throughout the experiment with an MR-compatible small animal monitoring system (SA Instruments, Stony Brook, NY, USA). All the imaging sessions started with a localizer protocol consisting of three orthogonal scout scans to accurately position the animal inside the magnet center. To evaluate the volumes of the brain structures, structural transverse MR images covering the whole brain were acquired with T2-weighted TurboRARE (TR/TEeff = 7000/30 ms, RARE factor = 4, spatial resolution = 86 μm × 86 μm × 350 μm, 42 slices, no gaps, number of averages (NA) = 4, scan time ~ 23 min). MRI scans were evaluated using OsiriX software (Pixmeo, Geneve, Switzerland), and manually delineated tumor regions in the image series were used for volumetric assessments.

### Cytokine analysis

Pro- and anti-inflammatory cytokines were measured in serum and brain homogenates from control and treated animals. Blood was collected before perfusion and allowed to clot for 30 min before centrifugation (1000 × g, 10 min at room temperature). The serum was collected and stored at -80 °C. Brain homogenates were prepared by adding an equal volume of Cell Lysis Buffer 2 (R&D Systems, Minneapolis, MN, USA) to dissociated brain tissues. The samples were then incubated at room temperature for 30 min with gentle agitation, and debris were removed via centrifugation. The levels of cytokines were measured using the Luminex Assay Mouse Premixed Multi-Analyte Kit (R&D Systems, Minneapolis, MN, USA) according to the manufacturer’s protocol. Cytokine levels were determined using the MAGPIX Multiplexing Instrument (Luminex, TX, USA) with XPonent software. The results for each cytokine are expressed as pg/ml for serum samples and pg/mg protein for brain homogenates. The protein concentration in the brain homogenates was estimated using Bradford reagent (Sigma Aldrich), and the optical density at 570 nm was measured using a scanning multiwell spectrophotometer.

### Immunohistochemistry on brain slices

The animals were sacrificed 21 days after GL261 tdTomato^+^luc^+^ cell implantation and perfused with 4% paraformaldehyde in phosphate-buffered saline (PBS). The brains were removed, fixed for 48 h in the same fixative solution and placed in 30% sucrose in PBS at 4 °C until the tissue sank to the bottom of the flask. The tissue was frozen in Tissue Freezing Medium (Leica Biosystems, Richmond, IL, USA) and cut into 12 μm coronal sections using a cryostat. The slides were dried at room temperature for 2 h after being transferred from − 80 °C storage. The cryosections were blocked in PBS containing 10% donkey serum and 0.1% Triton X-100 for 2 h and incubated overnight at 4 °C with rabbit anti-IBA1 and goat anti-Arg1 antibodies or FITC-conjugated *Lycopersicon esculentum* (Tomato) lectin (Vector Labs, FL-1171-1). Next, the sections were washed in PBS and incubated with the corresponding secondary antibodies for 2 h at room temperature. All the antibodies were diluted in 0.1% Triton X-100/PBS solution containing 3% donkey serum. Nuclei were counterstained with DAPI (0.001 mg/ml). Images were acquired using an Olympus microscope (Fluoview, FV10i) and a Leica DM4000B fluorescence microscope. For reagent specifications, catalog numbers, and concentrations, see Table S1. We quantified the percentage of IBA1^+^ Arg1^+^ cells in 3 different areas of the tumor per animal. For lectin staining, three different sections from each mouse brain were analyzed. In each section, 2 regions of interest (ROIs) on the ipsilateral side (near the tumor core) were analyzed.

### Tissue dissociation, flow cytometry and FACS sorting

On day 21 or 28 after GL261-tdTomato^+^luc^+^ or U87-MG RFP + cell implantation, the mice were perfused transcardially with cold PBS prior to excision of the brain and spleen. The tumor-bearing hemispheres were dissociated enzymatically with collagenase type IV and DNase I (both from Merck, Darmstadt, Germany) at final concentrations of 2.5 mg/ml and 0.5 mg/ml, respectively, using gentleMACS Octo Dissociator (Miltenyi Biotec) according to the manufacturer’s protocol. Next, the enzymatic reaction was stopped by the addition of Hank’s Balanced Salt Solution with calcium and magnesium (Gibco, Germany). The resulting single-cell suspension was filtered through 70 μm and 40 μm strainers and centrifuged at 300 × g and 4 °C for 10 min. Myelin was removed by density gradient centrifugation in 22% Percoll as described previously [35]. Next, the cells were collected, washed with PBS and counted using NucleoCounter (Chemometec, Gydevang, Denmark).

The spleen was passed through a 70 μm strainer and gently ground using the plunger of a syringe with 3 ml of PBS to yield a single-cell suspension. Following centrifugation (300 × g, 5 min), red blood cells were lysed using ACK Lysing Buffer (Life Technologies, Grand Island, NY, USA) for 10 min at room temperature. The splenocytes were collected via centrifugation, washed with PBS and counted using NucleoCounter (Chemometec, Gydevang, Denmark).

For preparation for flow cytometry analysis, samples were handled on ice and protected from light exposure. Prior to staining with antibodies, the samples were incubated with eFluor 506 fixable viability dye (Thermo Fisher) in PBS for 10 min. Next, the samples were incubated for 10 min with rat anti-mouse CD16/CD32 Fc Block™ (BD Pharmingen) in Stain Buffer (BD Pharmingen) to block FcγRIII/II and reduce nonspecific antibody binding. Then, the cell suspensions were incubated for 30 min with an antibody cocktail in Stain Buffer (BD Pharmingen) for the detection of surface antigens. For intracellular staining, the cells were fixed and permeabilized (Foxp3 fixation/permeabilization buffer, eBioscience) prior to incubation with antibodies. For a list of antibodies, see Table S1. For FACS sorting, the cells were stained with an anti-CD11b (M1/70 clone) antibody labeled with FITC (BD Pharmingen) and an anti-CD45 (30-F1 clone) antibody labeled with PE-Cy7 (BD Pharmingen).

For intracellular cytokine staining, freshly isolated cells from the tumor-bearing brain hemispheres were resuspended in stimulating culture media supplemented with 50 ng/ml PMA, 1 µg/ml ionomycin (Sigma Aldrich) and protein transport inhibitor cocktail (brefeldin A and monensin at final concentrations of 10.6 µM and 0.2 mM, respectively; Life Technologies, Carlsbad, CA, USA) for 4 h and then processed for staining of surface and intracellular antigens as described above.

All the antibodies were titrated prior to staining to establish the amount yielding the best stain index. Data were acquired using a BD LSR Fortessa Analyzer cytometer and analyzed with FlowJo software (v. 10.5.3, FlowJo LLC, BD). Gates were set on the basis of FMO (fluorescence minus one) controls and back-gating analysis. The percentages on the cytograms are given as the percentage of a parental gate. For computational analyses, each sample was downsampled to obtain 10,000 CD45^+^CD11b^+^ or CD45^+^CD11b^−^ cells. For tSNE, all samples were concatenated and processed using specific plugins in FlowJo v10.

CD11b^+^ cells were FACS-sorted from naïve or tumor-bearing hemispheres (pooled from 2 animals per sample at day 21 and from individual mice at day 28) using Cell Sorter BD FACSAria II. All flow cytometry experiments were performed at the Laboratory of Cytometry, Nencki Institute of Experimental Biology. For reagent specifications, catalog numbers and dilutions, see Table S1. The gating strategies used in the analysis are shown in Fig. S10 and Fig. S11.

### RNA isolation, mRNA library preparation and RNA sequencing

Immediately after sorting, CD11b^+^ cells were centrifuged and lysed for further isolation of RNA using the RNeasy Plus Mini Kit (Qiagen, Germany) according to the manufacturer’s protocol. The integrity and quality of the RNA were assessed on an Agilent 2100 Bioanalyzer with an RNA 6000 Pico Kit (Agilent Technologies, CA, USA). Strand-specific RNA libraries were prepared for sequencing (3–4 biological replicates/treatment) using a KAPA Stranded mRNA-Seq Kit (Kapa Biosystems, MA, USA). Poly-A mRNAs were purified from 100 ng of total RNA using poly-T-oligo-magnetic beads (Kapa Biosystems, MA, USA). mRNAs were fragmented, and first-strand cDNA was synthesized using reverse transcriptase and random hexamers. Second-strand cDNA synthesis was performed by removing RNA templates and synthesizing replacement strands, incorporating dUTP in place of dTTP to generate double-stranded (ds) cDNA. The dsDNA was then subjected to the addition of “A” bases to the 3′ ends and the ligation of adapters from NEB, followed by uracil digestion by USER enzyme (NEB, MA, USA). The amplification of fragments with adapters ligated at both ends was performed by PCR using primers containing TruSeq barcodes (NEB, Ipswich, MA, USA). The final libraries were analyzed using a Bioanalyzer and Agilent DNA High Sensitivity chips (Agilent Technologies, Santa Clara, CA, USA) to confirm the fragment sizes (~ 300 bp). Quantification was performed using a Quantus fluorometer and the QuantiFluor dsDNA System (Promega, Madison, Wisconsin, US). Libraries were loaded onto a rapid run flow cell at a concentration of 8.5 pM onto a rapid run flow cell and sequenced on an Illumina HiSeq 1500 paired-end platform.

### Data processing and analysis

Illumina-specific adapters, short reads, and low-quality 5′ and 3′ bases were filtered out in the FASTQ files using the Trimmomatic [10.1093/bioinformatics/btu170] tool (version 0.36). The resulting RNA sequencing reads were aligned to a reference mouse genome sequence (mm10) with STAR aligner [29] (version 2.6.1b) using the two-pass Mode Basic option. Duplicate reads were then identified and flagged using Picard Tools (version 2.17.1) [broadinstitute.github.io/picard/]. The quantification of mapped reads and summarization by gene was performed using HTSeq-count (version 0.11.1), with paired mode (-p) and reverse stranded mode (-s reverse) enabled, and only reads with MapQ values of 10 or higher were considered. Low-expressed features were filtered out, and an analysis of differentially expressed genes was performed using NOIseq. Only mRNAs encoding protein-coding genes were retained for downstream analysis.

To identify transcriptomic differences between groups, differential expression analysis was performed using NOIseq methods, with the control (Vehicle) as the reference group compared with 7aaRGD, 7aaRAE or 7aaRGD, anti-PD-1 and combination of 7aaRGD + anti-PD-1. The variance stabilizing transformation (vst function) was used for visualization. Pathway enrichment analysis was performed using fgsea [30] on genes ranked by the fold change. Gene Ontology Biological Processes (GO: BP) was used to better understand the mechanistic findings of the enriched gene lists. The clusterProfiler, VennDiagram and ggplot2 R packages were used to visualize the data.

Bulk RNA-seq data deconvolution was performed using the bisque deconvolution tool [31] with default settings. Deconvolution was based on the cell type-specific transcriptomic signatures generated in our laboratory using CITE-seq on isolated brain CD11b^+^ cells derived from the same glioma model in mice [32].

### Statistical analysis

All in vitro data represent at least three independent experiments performed in duplicate or triplicate. The statistical significance of the invasion assay results was calculated using the chi-square test. The numbers of animals per group are specified in the figure captions. Comparisons between two groups were performed with a two-tailed Student’s t test. For multigroup comparisons, one-way analysis of variance (ANOVA) was used, followed by Tukey’s HSD test. All the statistical analyses were performed using GraphPad Prism 7.0 software. *P* < 0.05 was considered statistically significant.

## Results

### 7aaRGD peptide blocks microglia-induced invasion of murine and human glioma cells

The integrin-blocking peptide (7aaRGD) was designed to block the binding of glioma-derived SPP1 and MFGE8 to αvβ3/αvβ5 integrins [21]. Interactome analysis of the human integrin αv generated by STRING (Fig. 1A) revealed SPP1 and MFG-E8 among the top 10 proteins with experimentally confirmed physical associations with these integrins via complexes formed with the β3 and β5 subunits. By analyzing publicly accessible scRNA-seq data from human gliomas [33] via the SingleCell portal, we detected the predominant expression of *ITGAV*, *ITGB3* and *ITGB5* (encoding αv, β3 and β5 integrins, respectively) in clusters of myeloid cells, pericytes and endothelial cells (Fig. 1B). These findings indicate that glioma-associated myeloid cells and blood vessels might be the main targets of integrin blockade with the 7aaRGD peptide. Moreover, we explored TCGA expression datasets of low- and high-grade gliomas. The levels of *ITGAV*, *ITGB3* and *ITGB5* were significantly higher in GBM samples than in non-tumor specimens (Fig. S1A). *ITGAV* and *ITGB5* expression was also elevated in astrocytomas. Among all GBM subtypes, the expression of these genes was the highest in the mesenchymal GBMs, which have been associated with the worst clinical outcome (Fig. S1B). Survival analysis based on the expression of individual integrin genes (Fig. S1C) or a multigene signature (Fig. 1C) revealed that high levels of *ITGAV*, *ITGB3* and *ITGB5* correlate with a poor prognosis in glioma patients. These data provided a rationale for further exploration of the efficacy of integrin-blocking peptides in the treatment of GBM.

**Fig. 1:**
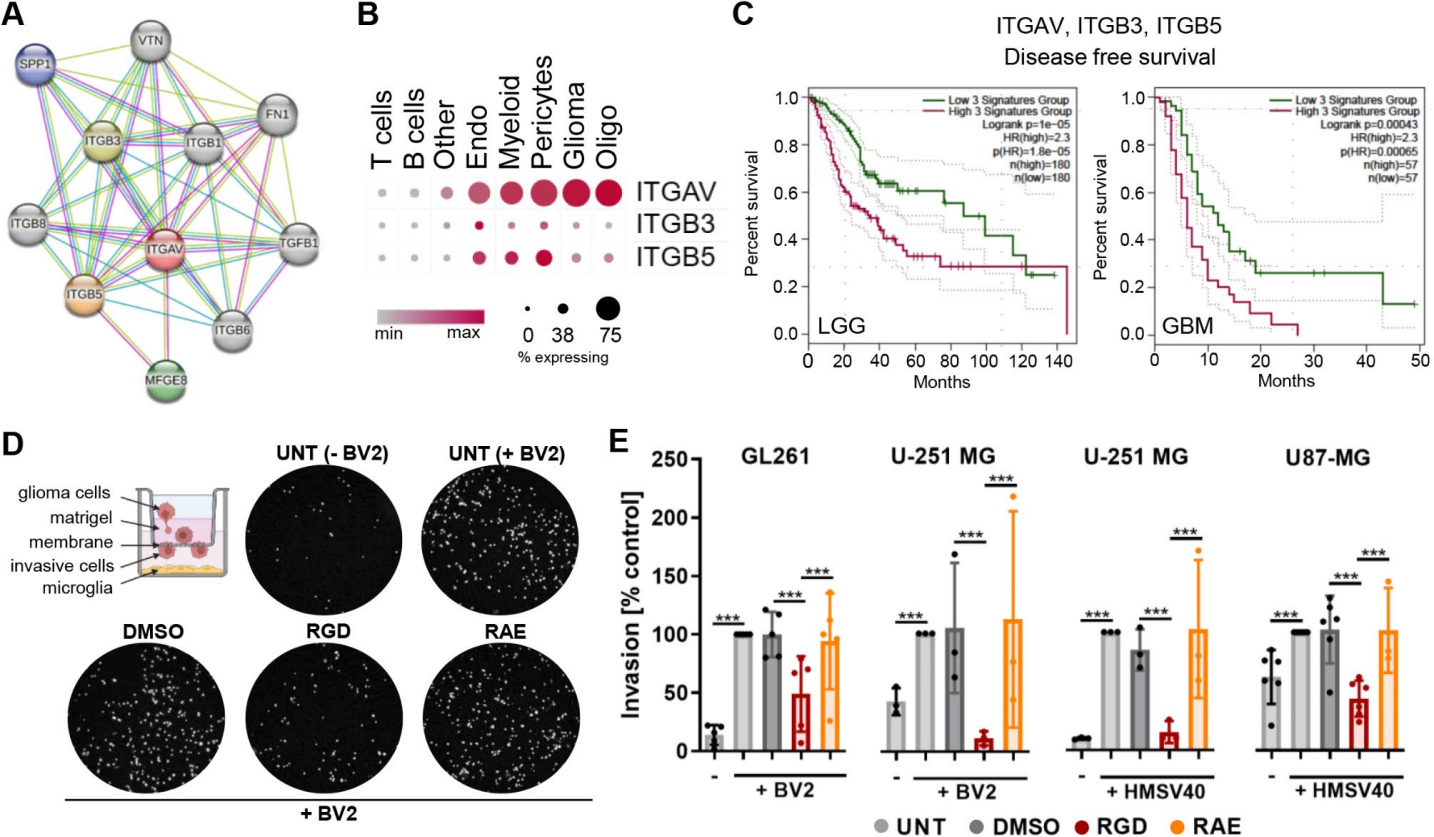
The 7aaRGD peptide abrogates microglia-dependent glioma cell invasion. (**A**) The top 10 predicted associations of integrin αv (ITGAV)-interacting proteins modeled using STRING. The purple line represents experimental evidence, the yellow line– text mining evidence, and the light blue line - database evidence. (**B**) Scaled mean expression of integrin-coding genes in the indicated cell types in scRNA-seq of 44 human gliomas (GSE182109 study, SingleCell portal). (**C**) Kaplan‒Meier curves generated using GEPIA2 for low-grade glioma (LGG)- and GBM patients with high (in purple) and low (in green) expression levels of a multigene signature (cutoff: high, 65%; low, 35%; the dotted line depicts the 95% CI). (**D-E**) Matrigel invasion assay. Glioma cell invasion in the absence or presence of microglia (see the scheme) was measured after 18 h of co-culture. (**D**) Representative images of the DAPI-stained nuclei of invading GL261 cells in co-culture with BV2 microglia; the cells were untreated (UNT) and treated with solvent (DMSO, 0.2%) or 100 µM 7aaRGD or 7aaRAE peptides. (**E**) Quantification of invasion of GL261, U-251 MG and U87-MG glioma cells co-cultured with murine BV2 or human HMSV40 microglia in the presence of DMSO, 7aaRGD or 7aaRAE peptides. The invasion of untreated glioma cells (UNT) co-cultured with microglia was set as 100%. All the experiments were performed three times in duplicates. Statistical significance was calculated using the chi-square test; ***p value 0.001

We previously assessed the impact of the 7aaRGD integrin-blocking peptide on phenotypic profile and functionalities of rat microglia cultures [21]. To further validate the findings in vitro, we investigated whether 7aaRGD prevents the tumor cells-induced activation of microglia, and primarily its ability to stimulate glioma cells invasion. The co-cultures of microglia and glioma cells mimic their interactions within the tumor microenvironment. Glioma cells reprogram microglia, which in turn support glioma growth and invasion and several microglia-driven mechanisms have been implicated in these processes in vitro, in organotypic brain slices and in vivo [21, 34–36]. *Tgfbi* and *Cxcl14*, are two of the top upregulated genes in primary mouse microglia exposed to U87-MG-conditioned media that are related to cell chemotaxis and extracellular matrix organisation [28]. As 7aaRGD is expected to block SPP1/integrin signaling, we tested its efficacy in co-cultures of primary mouse microglia with U87-MG glioma cells, which were stably transfected with either a control shRNA (shNeg) or an SPP1-targeting shRNA to achieve *SPP1* gene silencing (shSPP1). 7aaRGD reduced the upregulated expression of *Tgfbi* and *Cxcl14* genes in microglia only in the presence of shNeg cells. The induction of these genes was lower in co-cultures with shSPP1 cells and was not affected by 7aaRGD (Fig. S2A). Additionally, 7aaRGD downregulated the expression of at least one of the known invasion-promoting factors in BV2 microglia cells co-cultured with GL261 or human U87-MG glioma cells (Fig. S2B). The differences in the responses stem from the use of two distinct co-cultures systems. Of note, in microglia co-cultured with either of the glioma cells, 7aaRGD treatment led to increased levels of *iNos*, one of the canonical M1 phenotype markers, corroborating our previous observation in rat microglia [21].

Next, we evaluated the effects of the designed 7aaRGD peptide and a control 7aaRAE peptide on the microglia-dependent invasion of murine (GL261) and human (U251-MG, U87-MG) glioma cells. In the 7aaRAE peptide, the RGD motif (arginine-glycine-aspartic acid) is changed to RAE (arginine-alanine-glutamic acid), which blunts its activity. Co-culture of glioma cells with mouse BV2 or human HMSV40 microglia enhanced the invasion of glioma cells through the Matrigel layer (Fig. 1D-E, S2C). The 7aaRGD peptide (and not the 7aaRAE) significantly reduced the microglia-induced invasion of glioma cells and was effective in all cell culture settings (including human glioma cells co-cultures with either murine or human microglia) (Fig. 1D-E).

The peptides exhibited no cytotoxic effects on glioma cells or microglia, as evidenced by the cell viability (MTT metabolism, Fig. S2D) and proliferation (BrdU incorporation, Fig. S2E) assays. These data confirm that the inhibitory effect of the 7aaRGD peptide on microglia-supported glioma invasion is not due to its toxicity but stems from peptide interference in glioma-microglia communication and reprogramming.

### 7aaRGD alleviates the emergence of the tumor-supportive TME in gliomas

Next, we sought to determine whether the 7aaRGD peptide affects the reprogramming of myeloid cells by gliomas in vivo and whether it interferes with tumor growth in mice. GL261 cells implanted into the striatum of immunocompetent C57BL/6J mice recapitulate many characteristics of human GBMs and are frequently used in preclinical glioma research [37]. The peptide was administered intratumorally via osmotic micropumps installed at the time of glioma cell implantation (Fig. S3A).

HPLC combined with mass spectrometry analysis of the 7aaRGD peptide incubated in the osmotic pumps at 37 °C revealed no products of degradation or any decline in the peptide level throughout the incubation period, indicating that the peptide was stable in water and did not bind to the pump itself (Fig. S3B). According to the biodistribution studies, an intratumorally administered FITC-labeled 7aaRGD peptide was present in the tumor core and diffused to the surrounding tissue, indicating efficient delivery and penetration within the brain parenchyma (Fig. S3C).

To evaluate antitumor activity, 7aaRGD, 7aaRAE or vehicle (water) were delivered to GL261 tdTomato^+^Luc^+^ gliomas via osmotic pumps for 21 days (Fig. 2A). According to magnetic resonance (MRI) scans at 21 day post-implantation (DPI), tumor growth was not affected by the peptides (Fig. 2B). However, the weights of the 7aaRGD-treated mice significantly increased (Fig. 2C), which is indicative of animal well-being in experimental tumor models. Meanwhile, the weight of the animals that received the vehicle or the control peptide remained unchanged or decreased over time.

**Fig. 2:**
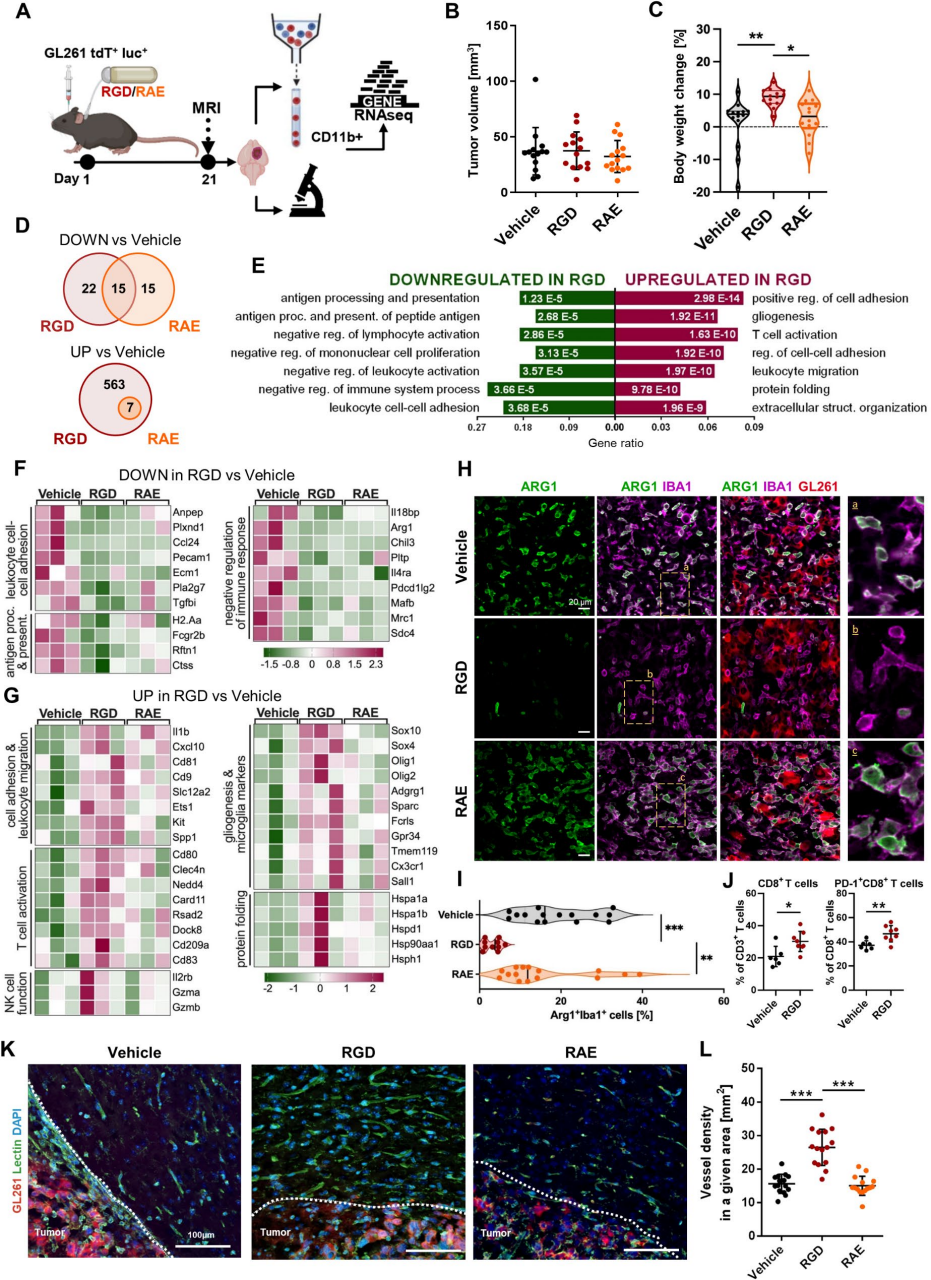
Intratumorally delivered 7aaRGD modifies the tumor microenvironment. (**A**) Schematic representation of the experimental pipeline. (**B**) Mice implanted with GL261 tdTomato + luc + glioma cells received water (Vehicle), 7aaRAE (RAE) or 7aaRGD (RGD) peptide via osmotic pumps. Tumor volume was quantified by MRI at 21 DPI; *n* = 15–16 per group. (**C**) Comparison of mouse body weights between 0 and 21 DPI; *n* = 15–16; the line is plotted as the mean. (**D-G**) RNA-seq gene expression profiling of CD11b^+^ cells from the tumor-bearing hemispheres of mice at 21 DPI. (**D**) Venn diagrams showing a number of downregulated and upregulated DEGs in CD11b^+^ cells from the 7aaRGD and 7aaRAE groups compared to the vehicle group. (**E**) Functional enrichment analysis with Gene Ontology (GO) biological processes for up- and downregulated genes in the 7aaRGD group compared to Vehicle. The enriched GO pathways (selected from the top ranked) are shown, and the size of the bars indicates the gene ratios (the number of genes annotated to the pathway/total number of DEGs with adjusted *p* values < 0.05). Z-score heatmaps for selected down- (**F**) and upregulated (**G**) genes in CD11b^+^ cells from 7aaRGD- vs. Vehicle-treated animals. (**H**) Representative images of glioma-bearing brains (at 21 DPI) stained with anti-IBA1 (in purple) and anti-Arg1 (in green) antibodies and co-stained with DAPI are shown. (**I**) Quantification of IBA1^+^Arg1^+^ cells. The average values from 3 fields are presented; *n* = 5. (**J**) Percentages of CD8^+^ T cells and PD-1^+^CD8^+^ T cells isolated from tumor-bearing brains in all experimental groups. (**K**) Representative images of sections from glioma-bearing brains stained with lectin (green) and co-stained with DAPI are shown. (**L**) Quantification of vessel density. Three independent sections from each mouse brain were analyzed; in total 15 sections from each group. Each dot represents an average density in 2 regions of interest (ROIs, see Fig. S4D), both near the tumor core. Significance was calculated with One-Way ANOVA, followed by Tukey’s post hoc test. *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001. The data in the dot plots are presented as the mean ± SD. The line on the violin plots depicts the mean

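CD11b+ cells (the myeloid cells of the brain, microglia and infiltrating monocytes/macrophages) were FACS-sorted at 21 DPI from the tumor-bearing hemispheres of C57BL/6 mice implanted with GL261, a murine glioma line, and RNA was sequenced from 3 samples per group, each a pool of 2 animals. The groups analysed were vehicle, 7aaRGD and 7aaRAE, a control peptide without the integrin-binding motif, both peptides at 2 mg/ml, and naïve mice without a tumor. The authors aligned the reads to mm10 and counted them on genes. Their deposited values were RPKM (reads scaled to gene length and to the reads of the sample) plus a constant of 2: rows without signal held exactly 2, and the remainder multiplied by exonic length summed to nearly the same total in every sample, as RPKM values do. The normalization and the constant are not described in the paper's text. The number of reads per sample is not in the files, so the depth behind each value is unknown. The constant was subtracted, and values were compared as log2(RPKM + 1) with limma, over the 9440 protein-coding genes with a mean of at least 1 RPKM in the 3 tumor-bearing groups. The naïve samples were compared with vehicle alone, over 9727 genes. Between 9327 and 9569 genes per sample reached 1 RPKM, and the 10 highest genes held between 18.6% and 21.9% of the summed RPKM. The differences between replicates of 1 group spanned 7 dimensions of the 8 that 12 samples in 4 groups allow, as they would if 1 component of the variation between replicates had been taken out before deposit, a step the paper does not describe. Such a step would make replicates look more alike than they were, and the adjusted p-values are to be read with that limit.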

To determine the effects of the 7aaRGD peptide on tumor-infiltrating myeloid cells in vivo, we compared the transcriptomic profiles of FACS-sorted glioma-associated CD11b^+^ cells from all experimental groups. At 21 DPI, the percentages of intratumoral CD45^low^CD11b^+^ microglia and CD45^high^CD11b^+^ monocytes/macrophages were similar across treatments (Fig. S4A). However, there were numerous transcriptomic differences reflecting changes in the functionalities of the cells. 

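Of the 9440 genes tested, 13 were higher and 1 was lower in the 7aaRGD group than in the vehicle group at an adjusted p-value under 0.05, and 1278 genes had an unadjusted p under 0.05. In simulated groups with no change, a median of 4.7% of genes had an unadjusted p under 0.05, and 11.4% where 1 component of the variation between replicates, of an assumed size, was also taken out. The samples of the 2 groups did not overlap for 17.6% of the genes, against 10% by chance if no component were missing. The largest rise among the genes past the threshold was in Pla1a, on chromosome 16 of mm10 from 38396117 to 38433145, at 0.807 ± 0.235 RPKM (SD, n = 3) with vehicle and 2.72 ± 0.449 with 7aaRGD, a log2 fold change of 1.04 (standard error 0.15, adjusted p = 0.0384). Clybl was the gene that fell, with a log2 fold change of -0.49 (standard error 0.067, adjusted p = 0.0384). The alternative that moved the count most was an empirical noise test modelled on NOISeq, the test the authors used, which called 295 genes higher and 198 lower. On simulated groups with no change, the same noise test called a median of 186.5 genes, and 388 with 1 component taken out. Without vehicle sample 3 the limma count was 120, and without any 1 of the 7aaRGD samples it was 0. With 7aaRAE no gene passed the threshold in either direction, with 600 genes at an unadjusted p under 0.05. The direct comparison of 7aaRGD with 7aaRAE also gave 0 genes, with 520 at an unadjusted p under 0.05.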

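Both peptide groups were compared with the same 3 vehicle samples, so their fold changes share the error of that group. Across the 9440 genes, the log2 fold changes of 7aaRGD and of 7aaRAE had a Pearson r of 0.752 and a Spearman rho of 0.691, and 75.7% of genes changed in the same direction. Genes are not independent replicates, and no p-value is given. In 20 simulations of unchanged groups with a shared control, the median Pearson r was 0.507 and 66.8% of genes had the same sign. The simulated genes varied independently, with the same SD in every group. Genes that vary together, or a vehicle group that varies more, could raise r with no effect of the peptides. The gap alone therefore does not show a shared response. At an adjusted p-value under 0.05, 0 genes were shared. At an unadjusted p under 0.05, 306 genes were shared in the same direction, out of 1278 with 7aaRGD and 600 with 7aaRAE. In the simulations 98 were shared out of 450.5 and 457 (medians). No component was taken out of these simulations. With the noise test, 133 of the 295 genes higher with 7aaRGD (45.1%) were also higher with 7aaRAE, and 115 of the 198 lower genes were also lower. In the simulated groups, 33.3% of the higher genes were shared. The genes shown in Fig. 2F and 2G were chosen by the study from the change between 7aaRGD and these vehicle samples, so the shared control alone would move them in the same direction with 7aaRAE, and their choice favors a difference between the peptides. For 7aaRGD against 7aaRAE, the 9 genes under negative regulation of immune system processes had a median log2 fold change of -0.22 with 7 lower, the 8 genes under T cell activation a median of 0.37 with 8 higher, the 11 under gliogenesis and microglia 0.27 with 11 higher, and the 3 under NK function 0.87 with 3 higher. Of the 45 planned lists, camera called 21 between the peptides and 17 for 7aaRAE against vehicle, and fry called 0 and 0, with 3 and 5 at an unadjusted p under 0.05. Medians that moved with 1 sample left out became -0.078 for negative regulation with 7aaRGD against 7aaRAE without 7aaRGD sample 1, 0.21 for T cell activation with 7aaRGD against 7aaRAE without 7aaRGD sample 2, 0.15 for gliogenesis and microglia with 7aaRGD against 7aaRAE without 7aaRGD sample 3 and 0.39 for NK function with 7aaRGD against 7aaRAE without 7aaRAE sample 1.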

Among the dowregulated DEGs (differentially expressed genes), some overlapped between the two peptide treatments; however, out of the 563 genes whose expression was upregulated in the 7aaRGD group, only 7 were identified as DEGs in CD11b^+^ cells from 7aaRAE-treated mice, confirming the specificity of the response to the 7aaRGD peptide (Fig. 2D).

Gene Ontology (GO: Biological Process) enrichment analysis (Fig. 2E) revealed that the downregulated genes in the RGD group were related to antigen processing and presentation, negative regulation of lymphocyte activation and negative regulation of immune system processes. 

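The GO terms are not in the files, and the genes labelled in Fig. 2F were tested as lists with camera, a limma test for a shift of a list against the other genes. These lists were chosen by the study from these samples, so their tests are not independent evidence. The 4 genes under antigen processing and presentation were lower in the 7aaRGD group with a median log2 fold change of -0.29 (camera adjusted p = 3.89e-05), and the 9 genes under negative regulation of immune processes with a median of -0.73 (camera adjusted p = 6.36e-09). The 7 genes under leukocyte adhesion were lower with a median of -0.59. None of the genes on these 3 lists passed the threshold over all genes, while adjusted over the list alone all of them did, with the limit that the lists came from these data. Families not taken from the paper's figures gave smaller shifts. The 10 MHC class II genes were lower in 9 cases with a median of -0.14 (camera adjusted p = 0.00548), and the 12 MHC class I genes in 11 cases with a median of -0.081 (camera adjusted p = 0.026). Of the 22 lists that camera called for 7aaRGD against vehicle, 8 were also called by fry, which estimates the correlation between genes, and the MHC lists were not among them. With single samples left out, medians became -0.21 for MHC class II with 7aaRGD without vehicle sample 1, -0.19 for MHC class I with 7aaRGD without vehicle sample 1 and -0.0086 for MHC class I with 7aaRGD without vehicle sample 2. From the small overlap between the upregulated DEGs of the 2 peptides, the paper concludes that the response was specific to 7aaRGD (Fig. 2D).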

Among the upregulated DEGs in the 7aaRGD group, genes involved in the regulation of cell adhesion, T cell activation and leukocyte migration were significantly overrepresented.

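The 8 genes labelled under T cell activation in Fig. 2G were all higher in the 7aaRGD group, with a median log2 fold change of 0.63 (camera adjusted p = 5.27e-07, fry adjusted p = 0.0221). The 8 genes under adhesion and migration had a median of 0.51 (camera adjusted p = 5.71e-07, fry adjusted p = 0.0221). Adjusted over the list alone, 7 genes of each list passed the threshold, and 0 did over all genes. The 11 genes labelled under gliogenesis and microglia had a median of 0.61. Among them, Sox10 rose from 2.25 ± 0.516 RPKM (SD, n = 3) with vehicle to 4.93 ± 0.732 with 7aaRGD, and was at 0.0912 ± 0.138 in naïve mice. Leaving out 1 sample moved the median to 0.37 for gliogenesis and microglia with 7aaRGD without vehicle sample 2.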

The downregulated genes in the 7aaRGD group (Fig. 2F) included *Anpep*, which encodes a membrane-bound enzyme that promotes monocyte adhesion to the endothelium during leukocyte exit into tissues [38], and *Pecam1*, a member of the immunoglobulin superfamily that is involved in leukocyte migration, angiogenesis, and integrin activation. 

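Anpep, on chromosome 7 of mm10 from 79821803 to 79861059, was at 146 ± 37 RPKM (SD, n = 3) in the vehicle group, 82.7 ± 7.94 in the 7aaRGD group and 113 ± 18.4 in the 7aaRAE group. Its change with 7aaRGD was a log2 fold change of -0.79 (standard error 0.18, adjusted p = 0.148), and the 3 samples of each group did not overlap. Pecam1, on chromosome 11 of mm10 from 106654217 to 106750628, went from 14.8 ± 5.37 RPKM to 6.02 ± 0.911, a log2 fold change of -1.11 (standard error 0.23, adjusted p = 0.13), and was at 8.17 ± 1.15 with 7aaRAE. Both were past the threshold without vehicle sample 3, with the naïve samples added to the fit, and in the noise test. Over the 10 genes that the paper names as lower, each was lower, 0 passed the threshold over all genes, and 10 did adjusted over the list alone. Of the fits that each left out 1 sample, the threshold was passed by Anpep in 1 of the 6 and Pecam1 in 1 of the 6.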

Other dowregulated genes encoded hallmark factors of immunosuppressive macrophages, such as arginase-1 (*Arg1)*, chitinase-like-3 (*Chil3*) and mannose receptor C-type-1 (*Mrc1*). Additionally, decreased levels of *Pdcd1lg2*, *Il4ra* and *Il18bp* were observed. 

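Arg1, on chromosome 10 of mm10 from 24915221 to 24927484, was at 757 ± 517 RPKM (SD, n = 3) in the vehicle group, 139 ± 54.7 in the 7aaRGD group and 237 ± 31 in the 7aaRAE group. The vehicle samples held 845, 1224 and 201 RPKM and the 7aaRGD samples 95.6, 122 and 201, so the groups overlapped. The change was a log2 fold change of -2.15 (standard error 0.56, adjusted p = 0.191), and it ranged from -2.93 without vehicle sample 3 to -1.63 without vehicle sample 2. Chil3 fell from 613 ± 387 to 173 ± 56.8 RPKM, with a log2 fold change of -1.58 (adjusted p = 0.257), and was at 168 ± 15.9 with 7aaRAE. Mrc1 fell from 59.3 ± 43.9 to 16.4 ± 8.43 RPKM, with a log2 fold change of -1.50 (adjusted p = 0.368), and was at 15 ± 4.8 with 7aaRAE. In all 3 genes the SD of the vehicle group was the largest of the tumor-bearing groups, and vehicle sample 3 was the lowest of its group. With that sample left out, each of the 3 passed the threshold. With 1 sample left out in turn, the log2 fold change became -2.36 for Mrc1 without vehicle sample 3 and -0.92 for Mrc1 without vehicle sample 1. In fits without 1 sample, an adjusted p-value under 0.05 was reached by Chil3 in 1 of the 6 and Mrc1 in 1 of the 6.

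**Figure D1:**
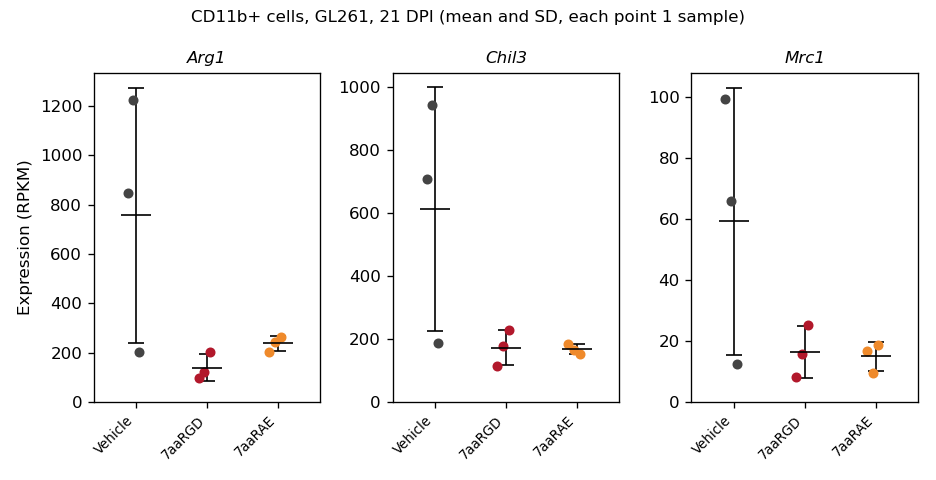
Expression of Arg1, Chil3 and Mrc1 in RPKM in the vehicle, 7aaRGD and 7aaRAE groups at 21 DPI. Each point is 1 sample, and the line and bars are the mean and SD; the vehicle samples of Arg1 spread from 201 to 1224 RPKM.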

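Pdcd1lg2 was at 54.6 ± 39.6 RPKM (SD, n = 3) with vehicle and 15.8 ± 4.17 with 7aaRGD, a log2 fold change of -1.44 (adjusted p = 0.272) that ranged from -2.12 to -0.89 with 1 sample left out in turn. Il4ra changed from 121 ± 4.43 to 106 ± 2.09 RPKM, a log2 fold change of -0.19 (adjusted p = 0.27). Its groups did not overlap, and the 7aaRAE group was at 104 ± 6.35. Il18bp was at 59 ± 15.7 RPKM with vehicle and 37.6 ± 4.69 with 7aaRGD, a log2 fold change of -0.61 (adjusted p = 0.23). Of the genes named as lower, Il4ra was the one that the noise test did not call. Leaving out single samples gave log2 fold changes of -0.89 for Pdcd1lg2 without vehicle sample 2. Among leave-one-out fits, the threshold was passed by Pdcd1lg2 in 1 of the 6.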

The binding of programmed cell death 1 ligand 2 (PD-L2, encoded by *Pdcd1lg2)* to its receptor PD-1 leads to the inhibition of T cell proliferation and inflammatory cytokine production. *Il4ra* encodes the alpha chain of the receptor for interleukin (IL)-4, which is well known for skewing macrophages toward the alternatively activated phenotype. IL-18-binding protein (encoded by *Il18bp*) is an inhibitor of the proinflammatory cytokine IL18. Moreover, treatment with the 7aaRGD peptide resulted in reduced expression of genes related to antigen processing and presentation, including *H2-Aa* encoding major histocompatibility complex class II (MHC-II) protein and *Ctss* encoding cathepsin S, which participates in the degradation of antigenic proteins to peptides for presentation on MHC-II molecules.

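H2-Aa, on chromosome 17 of mm10 from 34282744 to 34287823, was at 1677 ± 92 RPKM (SD, n = 3) in the vehicle group and 1427 ± 87.7 in the 7aaRGD group, a log2 fold change of -0.23 (standard error 0.094, adjusted p = 0.333). Ctss was at 6216 ± 365 RPKM with vehicle and 5131 ± 471 with 7aaRGD, a log2 fold change of -0.28 (standard error 0.089, adjusted p = 0.257). The samples of the 2 groups did not overlap for either gene. With 7aaRAE, H2-Aa was at 1584 ± 172 RPKM and Ctss at 5565 ± 295.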

CD11b^+^ cells from the 7aaRGD-treated mice presented increased expression of genes related to T cell activation (Fig. 2G). This group included *CD80*, encoding a co-stimulatory molecule necessary for T cell activation, and *Rsad2*, which is an interferon-stimulated gene involved in IRF7-mediated maturation of mouse dendritic cells (DCs) and their antitumor efficacy. 

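Cd80, on chromosome 16 of mm10 from 38455561 to 38496335, rose from 5.73 ± 1.1 RPKM (SD, n = 3) with vehicle to 9.45 ± 0.742 with 7aaRGD, a log2 fold change of 0.65 (standard error 0.16, adjusted p = 0.168), and was at 7.43 ± 1.62 with 7aaRAE. Rsad2 rose from 70 ± 11.1 to 106 ± 15.3 RPKM, a log2 fold change of 0.60 (standard error 0.17, adjusted p = 0.23), and was at 97 ± 20.4 with 7aaRAE. Neither gene's groups overlapped between vehicle and 7aaRGD. The 16 genes of the type I interferon response were all higher with 7aaRGD, with a median log2 fold change of 0.24 (camera adjusted p = 0.000488), and all higher with 7aaRAE, with a median of 0.26. Medians that moved with 1 sample left out became 0.15 for the type I interferon response with 7aaRGD without vehicle sample 1 and 0.15 for the type I interferon response with 7aaRAE without 7aaRAE sample 3.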

In parallel, genes encoding dedicator of cytokinesis 8 (*Dock8*) and DC-specific C-type lectin receptor DC-SIGN (*CD209a*) were upregulated; these proteins may augment the adaptive immune response by promoting the activation of T cells. Moreover, in CD11b^+^ cells from mice treated with 7aaRGD, genes encoding the following: NEDD4, an E3 ligase involved in the reprogramming of tumor-associated macrophages via CSF1R degradation [39]; CD81, a regulator of the recruitment of NK cells [40]; CD9, a member of the transmembrane 4 superfamily (TM4SF) involved in cell growth, adhesion and motility; the cytokine IL1b and CXCL10, an IFNγ-stimulated chemokine that attracts T cells through binding to its cognate receptor CXCR3, presented increased expression. 

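Dock8 rose from 28.7 ± 3.05 RPKM (SD, n = 3) with vehicle to 38.5 ± 0.834 with 7aaRGD, with a log2 fold change of 0.41 (adjusted p = 0.155). Cd209a went from 18.7 ± 6.38 to 32 ± 15.6 RPKM, with a log2 fold change of 0.70 (adjusted p = 0.384) and overlapping groups. Nedd4 rose from 0.888 ± 0.27 to 2.09 ± 0.592 RPKM, with a log2 fold change of 0.70 (adjusted p = 0.12), and was the one gene named as higher that the noise test did not call. Cd9 rose from 130.0 ± 16.3 to 186 ± 11.9 RPKM, with a log2 fold change of 0.52 (adjusted p = 0.119), and Cd81 from 127 ± 21.6 to 159 ± 25.6, with a log2 fold change of 0.33 (adjusted p = 0.384). In naïve mice, Cd81 was at 660.1 ± 8.95 RPKM. Il1b was at 453 ± 17.8 RPKM with vehicle, 608 ± 122 with 7aaRGD and 623 ± 87.1 with 7aaRAE. Cxcl10 was at 238 ± 49.5, 379 ± 118.9 and 361 ± 46.3 RPKM in the same order. The log2 fold changes with 7aaRGD were 0.40 (adjusted p = 0.296) for Il1b and 0.63 (adjusted p = 0.297) for Cxcl10. Over the 15 genes that the paper names as higher, each was higher, 0 passed the threshold over all genes, and 9 did adjusted over the list alone. Without 1 of the samples, the change was 0.34 for Cd209a without 7aaRGD sample 2 and 0.20 for Cd81 without vehicle sample 2. Fits that left out 1 sample in turn passed the threshold for Nedd4 in 1 of the 6.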

Genes associated with the cytotoxic activity of T and NK cells, including genes encoding interleukin 2 receptor subunit beta (*IL2rb*), which is involved in T cell immune responses, as well as granzyme A (*Gzma*) and granzyme B (*Gzmb*), which are the major cytolytic factors involved in the antitumor response, were significantly upregulated after 7aaRGD treatment. In addition, 7aaRGD triggered the overexpression of *Fcrls* and *Tmem119*, well-known homeostatic microglia markers, and *Gpr34*, which is upregulated in microglia during inflammation. 

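Il2rb was at 1.59 ± 1.02 RPKM (SD, n = 3) in the vehicle group and 3.85 ± 1.98 in the 7aaRGD group, a log2 fold change of 0.92 (standard error 0.39, adjusted p = 0.352). Gzma was at 6.46 ± 3.89 and 14.5 ± 7.66 RPKM, a log2 fold change of 1.09 (standard error 0.52, adjusted p = 0.399), and Gzmb at 6.22 ± 2.94 and 13.5 ± 6.4 RPKM, a log2 fold change of 1.00 (standard error 0.44, adjusted p = 0.367). The groups overlapped for each of the 3 genes. The 7aaRGD samples held 20.3, 12.7 and 7.57 RPKM of Gzmb. Adjusted over the list alone, 0 of the 3 passed the threshold, with 2 at an unadjusted p under 0.05. The 7 NK cell markers tested, which include these genes, were all higher with a median log2 fold change of 0.85 (camera adjusted p = 0.00201, fry adjusted p = 0.184). The change depended on single samples, and became 0.54 for Il2rb without vehicle sample 1, 0.63 for Gzma without vehicle sample 1 and 0.63 for Gzmb without vehicle sample 1. With single samples left out, medians became 0.54 for the NK cell markers with 7aaRGD without vehicle sample 1.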

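Fcrls, on chromosome 3 of mm10 from 87250758 to 87263738, was at 80.4 ± 29.3 RPKM (SD, n = 3) in the vehicle group and 176 ± 19.8 in the 7aaRGD group, a log2 fold change of 1.19 (standard error 0.24, adjusted p = 0.119), and at 116 ± 10.8 with 7aaRAE. Tmem119 was at 219 ± 55.2 and 291 ± 43.9 RPKM, a log2 fold change of 0.43 (standard error 0.22, adjusted p = 0.419). Gpr34 was at 27.9 ± 8.68 and 42.9 ± 5.69 RPKM, a log2 fold change of 0.65 (standard error 0.21, adjusted p = 0.264). The samples of the 2 groups did not overlap for any of the 3 genes. Without vehicle sample 2, the log2 fold change of Tmem119 was 0.20. With 1 sample left out in turn, the log2 fold change became 0.37 for Gpr34 without vehicle sample 2.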

Another important group of upregulated genes in CD11b^+^ cells from 7aaRGD-treated mice included those encoding several heat shock proteins, which have been implicated in the stimulation of both innate and adaptive immunity [41].

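The 16 heat shock genes tested were all higher in the 7aaRGD group, with a median log2 fold change of 0.39 (camera adjusted p = 2.14e-07, fry adjusted p = 0.151). Adjusted over the list alone, 9 of them passed the threshold, and 0 did over all genes. The same genes were all higher in the 7aaRAE group, with a median of 0.25 (camera adjusted p = 1.21e-05). The 5 genes under protein folding in Fig. 2G had a median of 0.83 with 7aaRGD and 0.57 with 7aaRAE. Leaving out 1 sample moved the median to 0.20 for heat shock with 7aaRGD without 7aaRGD sample 2 and 0.42 for protein folding with 7aaRGD without 7aaRGD sample 2.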

To track cell type alterations induced within brain CD11b^+^ cells by peptide treatments, we deconvoluted bulk RNA-seq gene expression data leveraging CITE-seq transcriptomic signatures of subpopulations of CD11b^+^ cells from naïve and glioma-bearing brains [32] (Fig. S4B-C). 

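The deconvolution was not repeated, since it needs the CITE-seq signatures, and lists of marker genes were compared instead. The 15 markers of homeostatic microglia were higher in the 7aaRGD group than in the vehicle group in 14 cases, with a median log2 fold change of 0.39 (camera adjusted p = 2.55e-05, fry adjusted p = 0.204). With 7aaRAE, 13 of them were higher, with a median of 0.21. The 15 markers of monocytes and macrophages had a median of -0.067 with 7aaRGD and -0.076 with 7aaRAE. The 8 dendritic cell markers tested were all higher with 7aaRGD, with a median of 0.31. A list of markers is not a cell frequency. Medians that moved with 1 sample left out became 0.26 for homeostatic microglia with 7aaRGD without vehicle sample 2, 0.059 for homeostatic microglia with 7aaRAE without vehicle sample 2, 0.35 for homeostatic microglia with 7aaRAE without 7aaRAE sample 2, 0.043 for monocytes and macrophages with 7aaRGD without vehicle sample 3, -0.16 for monocytes and macrophages with 7aaRAE without vehicle sample 2, -0.03 for monocytes and macrophages with 7aaRAE without 7aaRAE sample 2 and 0.17 for dendritic cells with 7aaRGD without 7aaRGD sample 3.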

Compared with those in the vehicle-treated group, the predicted frequencies of homeostatic microglia (HomMG) increased in response to 7aaRGD treatment, and those of activated microglia decreased, although the latter change was at the boundaries of statistical significance. We hypothetize that the higher proportions of HomMG within GAMs indicated the efficacy of the peptide in mitigating tumor-induced reprogramming. 

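In naïve mice, Tmem119 was at 2207 ± 131 RPKM (SD, n = 3), Fcrls at 1600.4 ± 46.4 and Cx3cr1 at 2328 ± 107.5. In vehicle-treated tumor-bearing mice, Cx3cr1 was at 222 ± 47.8 RPKM. The log2 fold changes of vehicle against naïve were -3.36 (adjusted p = 6.17e-07) for Tmem119, -4.37 (adjusted p = 8.77e-07) for Fcrls and -3.41 (adjusted p = 2.56e-07) for Cx3cr1. Naïve mice differed from tumor-bearing ones in far more genes than the peptide groups did from vehicle, with 3367 genes higher and 4692 lower in vehicle at an adjusted p-value under 0.05. The excess of lower genes depended on the scaling: 41.8% of the calls were higher, against 49.7% of 7894 with TMM factors and 50.8% of 7892 with median-of-ratios factors. The median log2 fold change of all genes was -0.14, and with TMM factors it was -0.008, so the values here are relative to that shift.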

HomMG is the predominant population within CD11b⁺ cells sorted from the healthy (naïve) mouse brain [11, 32], characterized by high expression of canonical microglial genes, such as *Tmem119*, *Fcrls*, and *Cx3cr1* (Fig. S4D), while also maintaining active transcriptional programs. By contrast, tumor-activated microglia exhibit upregulation of genes related to antigen presentation, cytokine production, and phagocytosis/lipid metabolism [32]. Reversing to the homeostatic microglia phenotype could potentially disrupt the cascade of pro-tumorigenic events initiated by microglia activation. In support to our hypothesis, qPCR was performed to validate changes in the canonical microglia markers initially identified by RNAseq, and significantly higher levels of *Fcrls* (and elevated levels of *Cx3cr1* and *Tmem119*) were detected in tumor infiltrating CD11b^+^ cells sorted from the brains of 7aaRGD-treated mice (Fig. S4E). Notably, scRNA-seq feature plots of CD11b⁺-sorted cells from the brains of glioma-bearing animals demonstrate that the expression of target integrin receptor subunits is restricted (αV and β3) or predominant (β5) in microglia. This suggests that microglia serve as the primary target of 7aaRGD-mediated blockade.

To validate the observed transcriptomic changes, suggestive of a switch in the GAMs phenotype upon 7aaRGD administration, we performed immunohistochemical co-staining for IBA1 (ionized calcium-binding adapter molecule-1, a marker of myeloid cells) and Arg1 (arginase-1, a hallmark marker of immunosuppressive/proinvasive GAMs) on brain sections from glioma-bearing mice. The accumulation of Iba1^+^Arg1^+^ positive cells was significantly reduced in the 7aaRGD-treated tumors compared with the control groups (Fig. 2H-I). These data support the findings obtained from the RNA-seq analysis. Although 7aaRGD alone did not reduce the tumor volume or affect the abundance of myeloid cells, it blocked the reprogramming of CD11b^+^ cells into proinvasive, immunosuppressive GAMs. To get further insights, which population of GAMs is mainly responsible for Arg1 production and affected by the treatment, double stainings for Arg1 and Tmem119 (a microglia marker) or galectin-3 (Gal3, a marker for bone marrow-derived infiltrating myeloid cells [32]) were performed. In glioma-bearing brains from the vehicle-treated group, the vast majority of Arg1⁺ cells were Gal3⁺ and localized within the tumor area. Tmem119⁺ cells (microglia) were consistently found at the invasive tumor edge and in the surrounding brain tissue, and displayed low or undetectable levels of Arg1. Tmem119⁺Arg1⁺ cells were rarely observed in the tumor core in either vehicle- or peptide-treated mice. Following 7aaRGD treatment, Gal3⁺ cells exhibited decreased Arg1 expression (Fig. S5A). This suggests that the quantified differences in Arg1⁺Iba1⁺ cells across vehicle-, RAE-, and 7aaRGD-treated groups primarily reflect changes in Arg1 levels within Gal3⁺ myeloid cells (mostly macrophages, as Arg1 is not detected in monocytes and appears in intermediate monocyte-macrophage subpopulation (Fig. S4D and [32]). The higher contribution of monocytes-derived macrophages to elevated Arg1 levels in mouse gliomas, rather than microglia, is consistent with previous findings.

Flow cytometry analysis of the immune infiltrate of gliomas in control and 7aaRGD-treated mice showed increased frequency of CD8 + T cells in the peptide group (Fig. 2J). However, tumor-infiltrating CD8^+^ T cells presented increased expression of the exhaustion marker PD-1 and the infiltration of FoxP3^+^Treg cells into the tumor was unaffected (Fig. 2J and S5B), which could be responsible for lack of antitumor efficacy and provide the rationale for the combination of 7aaRGD with anti-PD-1 immune checkpoint inhibitor.

Another feature strongly associated with the TME is abnormal neovasculature. The structure of blood vessels is disrupted in tumors, leading to the formation of numerous small vessels, which are leaky, collapsed, and disorganized, leading to impaired T cell trafficking, the appearance of hypoxic niches and poor drug delivery [12]. Pathological angiogenesis in GBM is associated with the upregulation of the expression of certain integrins, including αvβ3 and αvβ5. For these reasons, we evaluated the density of the vasculature in GL261 glioma-bearing mice that received 7aaRGD or 7aaRAE peptides intratumorally for 21 days. Lectin staining revealed numerous microvessels in the peritumoral area of vehicle- and 7aaRAE-treated tumor-bearing brains (Fig. 2K-L, Fig. S5C). In the 7aaRGD group, the staining and its quantification demonstrated an increased density of large, elongated vessels in the peritumoral area, consistent with their improved integrity. These findings suggest that 7aaRGD treatment results in vessel normalization. Overall, the phenotype alterations observed in myeloid cells, increased percentage of CD8^+^ T cells and improved vasculature organization indicate immune transition in the TME, which is primed for the complete restoration of antitumor immunity with adjuvant treatment.

### Combining 7aaRGD with PD-1 blockade reduces glioma growth in mice via augmented antitumor immune responses

The limited efficacy of immune checkpoint inhibitors in GBM is attributed mainly to the highly immunosuppressive TME and altered tumor vasculature impairing T cell trafficking [12]. 7aaRGD treatment blocked the intratumoral reprogramming of myeloid cells into proinvasive and immunosuppressive GAMs and led to blood vessel normalization but also to the increased infiltration of PD-1^+^CD8^+^ T cells. These results prompted us to study whether the 7aaRGD-induced TME and vasculature changes could improve the efficacy of immunotherapy with an anti-PD-1 antibody. The intratumorally delivered 7aaRGD peptide (RGD) was combined with 4 *i.p.* injections of anti-PD-1 (aPD-1 or an isotype control IgG antibody) in immunocompetent mice implanted with GL261 cells (Fig. 3A). MRI revealed significantly reduced tumor volumes at 28 DPI (vehicle vs. RGD + aPD-1: *p* = 0.0128, *r* = 0.67) (Fig. 3B-C). In accordance with the observed reduction in tumor burden, the body weights of 75% of the mice exposed to the combination treatment for 28 days increased over time, whereas in the monotherapy groups, the range of changes in animal weights was similar to that in the vehicle group (Fig. 3D).

**Fig. 3:**
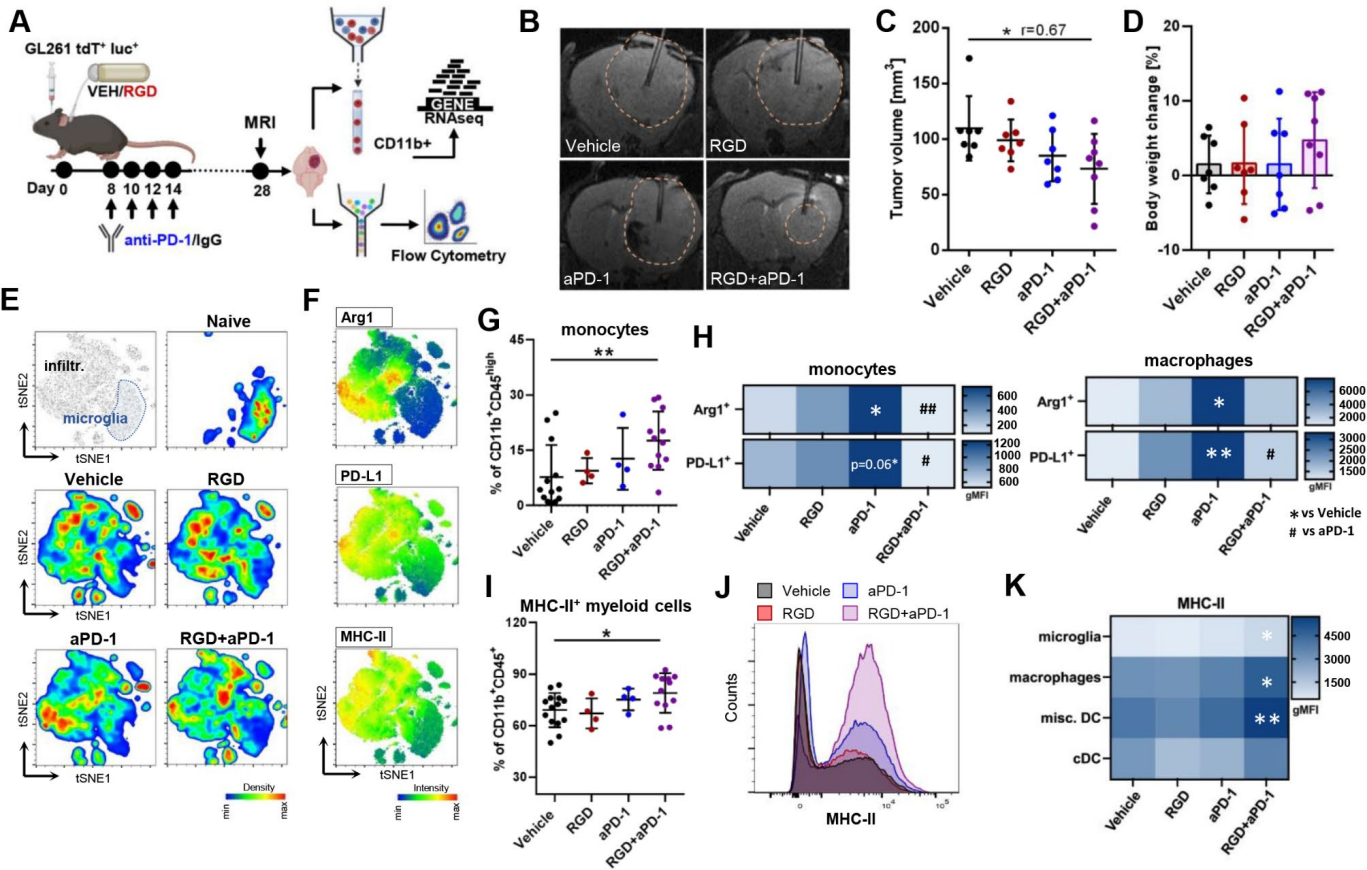
Combining 7aaRGD and anti-PD-1 reduces GL261 glioma growth and instigates changes in the myeloid compartment. (**A**) Scheme of experiments combining 7aaRGD delivery with PD-1 blockade. Mice implanted with GL261 tdTomato + luc + glioma cells received water (vehicle) or the 7aaRGD peptide (RGD) via osmotic pumps for 28 days and anti-PD-1 antibody (aPD-1, 10 mg/kg) or control IgG at day 8, 10, 12 and 14 by i.p. injection. (**B-C**) Tumor volumes were measured by MRI at 28 DPI. The effect size of treatment was assessed with factorial ANOVA; Vehicle-RGD + aPD-1 = 0.67; followed by post-hoc Sidak multiple comparisons test: *p*(Vehicle-RGD + aPD-1) = 0.0128, *n* = 7–8. (**D**) Comparison of body weight between day 0 and 28 DPI; *n* = 7–8; whiskers represent the min–max values, the box extends from the 25th to 75th percentiles, and the line is plotted at the median. (**E**) Unsupervised t-SNE clustering of CD45^+^CD11b^+^ cells from the brains of naïve and Vehicle-, RGD-, aPD-1- and RGD + aPD-1-treated mice. Microglia and infiltrating myeloid cells are separated by manual gating (the first plot from the left). Pseudocolor smooth density plots depict cell clusters of high and low density in red and blue, respectively. (**F**) Heatmap plots showing the levels of functional markers in a blue-to-red scale (low-high). (**G**) Percentages of monocytes (CD45^high^CD11b^+^Ly6C^high^F4/80^low^) in tumor-bearing brains. (**H**) Levels (gMFIs) of Arg1 and PD-L1 in glioma-associated monocytes (CD45^high^CD11b^+^Ly6C^high^F4/80^low^) and macrophages (CD45^high^CD11b^+^Ly6C^low^F4/80^high^); *n* = 4–14. (**I**) Percentages of MHC-II-expressing myeloid cells in tumor-bearing brains and (**J**) a representative histogram. (**K**) Levels (gMFIs) of MHC-II in glioma-associated monocytes (CD45^high^CD11b^+^Ly6C^high^F4/80^low^), macrophages (CD45^high^CD11b^+^Ly6C^low^F4/80^high^), conventional dendritic cells (cDCs; CD45^high^CD11b^−^CD11c^+^) and other DC subsets (misc. DC; CD45^high^CD11b^+^CD11c^+^). Data in all quantitative panels are presented as the mean ± SD. *p < 0.05; **p < 0.01; ***p < 0.001. Statistical analysis was performed using the Mann‒Whitney test or one-way ANOVA, followed by Tukey’s multiple comparison test

Multiparameter flow cytometry analysis was performed on tumor-infiltrating myeloid and lymphoid immune cell populations to dissect changes in the TME composition. At 28 DPI, the total frequency of myeloid cells among all CD45^+^ tumor-infiltrating immune cells as well as the percentages of microglia (CD11b^+^CD45^low^) and infiltrating peripheral myeloid cells (CD11b^+^CD45^high^) did not differ between the vehicle group and the other experimental groups (Fig. S6A-B). However, t-SNE visualization revealed phenotypic shifts in the myeloid compartment upon different treatments (Fig. 3E-F, Fig. S6C). We noticed a significant increase in monocytes (Ly6C^high^F4/80^low^) within the CD11b^+^CD45^high^ population upon RGD + aPD-1 treatment (Fig. 3G). Anti-PD-1 administration led to increased Arg1 and PD-L1 levels in myeloid cells, whereas combination therapy downregulated Arg1 and PD-L1 levels in both monocytes (Ly6C^high^F4/80^low^) and macrophages (Ly6C^low^F4/80^high^) (Fig. 3H). In addition, we observed an increased frequency of MHC-II^+^ cells within the myeloid compartment in the RGD + aPD-1 group compared with the vehicle group (Fig. 3I-J). Upregulated MHC-II levels were detected on microglia, macrophages and subsets of dendritic cells (DCs), mainly CD11b^+^CD11c^+^ DCs but not CD11b^−^CD11c^+^ DCs (Fig. 3K). Augmented MHC-II levels may reflect improved antigen-presenting capacity and facilitate the activation of CD8^+^ T cells.

Since the detected changes in myeloid cells suggested a proinflammatory switch in the TME of RGD + aPD-1-treated tumors, we investigated how this switch affected the lymphoid compartment. The percentage of CD3^+^ T cells among all CD45^+^ tumor-infiltrating immune cells did not differ between the vehicle group and the other experimental groups (Fig. S6 D). However, t-SNE visualizations of the flow cytometry data revealed quantitative shifts between lymphocyte clusters (Fig. 4A-B, Fig. S6E). The frequency of CD8^+^ T cells was increased in anti-PD-1-treated tumors as compared to untreated tumors and was markedly elevated in the combination group (Fig. 4C and S6F). We noticed a significant decrease in the number of immunosuppressive CD4^+^CD25^high^Foxp3^+^ T regulatory cells (Tregs) in the RGD + aPD-1 group. Consequently, the CD8^+^T cells/Treg ratio, which predicts the response to immunotherapy in cancer patients and experimental mouse models, was increased upon RGD + aPD-1 treatment (Fig. 4C). Moreover, the ratios of CD8^+^ T cells to CD11b^+^ cells were significantly increased in the RGD + aPD-1 group because of the accumulation of cytotoxic T cells, indicating antitumor immune responses in the glioma TME.

**Fig. 4:**
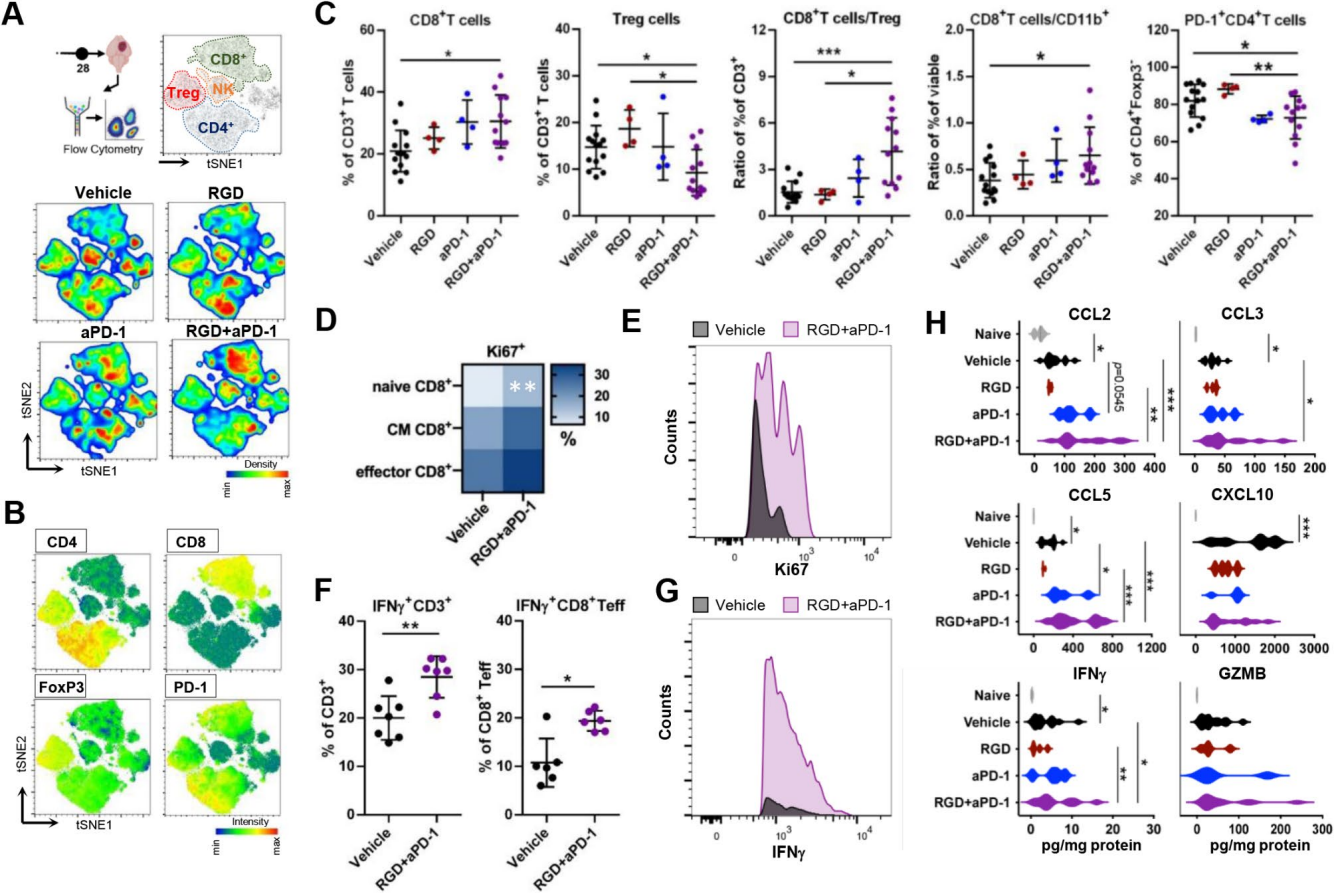
Changes in lymphoid compartments and cytokine levels confer effective antitumor immune responses upon integrin and PD-1 blockade. For the experimental workflow, see Fig. 3. (**A**) Unsupervised t-SNE clustering of CD45^+^CD11b^−^ cells from the brains of Vehicle, RGD-, aPD-1- and RGD + aPD-1-treated mice. The main lymphocyte populations are separated by manual gating (top plot on the right). Pseudocolor smooth density plots depict cell clusters of high and low density in red and blue, respectively. (**B**) Heatmap plots showing the levels of cell identity and functional markers in a blue-to-red scale (low-high). (**C**) Percentages of CD8^+^ (CD8^+^CD4^−^), Tregs (CD4^+^Foxp3^+^CD25^high^), ratio of CD8^+^/Treg cells, percentage of PD-1^+^CD4^+^Foxp3^−^ T cells and ratio of CD8^+^/CD11b^+^cells isolated from tumor-bearing brains in all experimental groups; *n* = 4–14. (**D**) Heatmap showing the percentages of Ki67^+^ cells among effector (CD44^+^CD62L^−^), central memory (CM; CD44^+^CD62L^+^) and naïve (CD44^−^CD62L^+^) CD8^+^ T cells. (**E**) A representative histogram of Ki67^+^ effector CD8^+^ T cells. (**F**) IFNγ production by glioma-infiltrating T cells (CD3^+^) and effector CD8^+^ T cells isolated from the brains of Vehicle- and RGD + aPD-1-treated mice and stimulated with 50 ng/ml PMA + 1 µg/ml ionomycin in the presence of protein transport inhibitors, *n* = 6. (**G**) A representative histogram of IFNγ^+^ effector CD8^+^ T cells. Data in all quantitative panels are presented as the mean ± SD. Statistical analysis was performed using Mann‒Whitney test or one-way ANOVA, followed by Tukey’s multiple comparison test. (**H**) The levels of cytokines were determined in the brain homogenates of naïve and treated mice at 28 DPI using a multiplexed Luminex assay. Violin plots showing the levels of the tested cytokines in pg/mg of total protein. Significance was assessed with One–Way ANOVA and uncorrected Fisher’s LSD multiple comparison test; *N* = 4–12. ***p < 0.001; **p < 0.01; *p < 0.05

We also noted that the percentage of PD-1^+^CD4^+^Foxp3^−^ cells was significantly lower in the RGD + aPD-1-treated mice than in the peptide-alone or vehicle-treated animals (Fig. 4C and S6F). PD-1^+^CD4^+^Foxp3^−^ cells contribute to tumor immune evasion, as they accumulate intratumorally during tumor progression and limit effector CD8^+^ T cell functions. The persistence of elevated frequencies of these cells after PD-1 blockade is a negative prognostic factor in melanoma patients [42].

Tumor-infiltrating T cells usually exhibit a terminally exhausted phenotype, marked by a loss of self-renewal capacity [7]. In the RGD + aPD-1-treated mice, the average frequencies of Ki67^+^ cells among the glioma-infiltrating effector, central memory (CM) and naïve CD8^+^ T cells were increased, indicating augmented proliferation of these cell subsets, with the latter population showing a statistically significant increase compared with the vehicle controls (Fig. 4D-E).

To study whether the effector functions of glioma-infiltrating CD8^+^ T cells are restored upon RGD + aPD-1 treatment, we quantified the production of IFNγ by T cells stimulated ex vivo with PMA and ionomycin. CD3^+^ T cells derived from the RGD + aPD-1 tumors, including effector CD8^+^ T cells, showed increased IFNγ production (Fig. 4F-G). Together, the findings presented here demonstrate profound remodeling of the immune landscape of the glioma TME after RGD + aPD-1 treatment, with a specific shift in the intratumoral reprogramming of infiltrating CD11b^+^CD45^high^ myeloid populations, which results in augmented responses of CD8^+^ T cells.

The reinvigoration of antitumor responses at 28 DPI upon RGD + aPD-1 administration was further evaluated by measuring the levels of pro- and anti-inflammatory cytokines in brain homogenates and sera (Fig. 4H, Fig. S6G-H). C-C motif chemokine ligand (CCL) 2, CCL3 and CCL5 levels were increased in brain homogenates from aPD-1-treated mice (vs. the vehicle group), and even higher levels were detected in RGD + aPD-1-treated animals. CXCL10 levels were elevated (compared with those in naïve mice) in the brains of glioma-bearing mice independent of treatment. IFNɣ, granzyme B and TNFα, which are produced by activated immune cells and linked to antitumor immune responses, were elevated in the aPD-1 and RGD + aPD-1 groups as compared to the vehicle group, with the levels of IFNɣ, the master immune effector cytokine, being significantly higher in the RGD + aPD-1 group. Interestingly, the levels of these cytokines measured in the sera of the same animals remained unchanged upon treatments, except for decreased levels of CCL2 in the RGD + aPD-1 group (Fig. S6H). CCL2 and CCL5 are involved in monocyte attraction to tumors [43], and CCL5 is crucial for DCs recruitment and, in conjunction with CXCL9/10, generates the main chemotactic ques for effector T cells [44, 45]. CCL3 is considered a marker of proinflammatory macrophages and leads to improved DCs and T cell responses in the TME [46]. The observed contextual changes in cytokine levels support the notion that the proinflammatory TME in experimental gliomas is restored upon RGD + aPD-1 treatment.

Antitumor immune responses in aPD-1- and RGD + aPD-1-treated gliomas evolved with time, as at an earlier time point 21 DPI, the tumor volume did not change upon treatment (Fig. S7A-B), and the myeloid compartment was dominated by Arg1^+^ and PD-L1^+^ immunosuppressive macrophages (Fig. S7C-D). Interestingly, the observed effects were specific to the tumor niche, as peripheral monocytes and granulocytes isolated from the spleen were not affected (Fig. S7E-F). At 21 DPI, there were already some qualitative changes in the lymphoid compartment of the TME (Fig. S7G-J). The intratumoral levels of effector CD8^+^ T cells were significantly increased after aPD-1 and RGD + aPD-1 treatments. Concurrently, the percentage of Tregs remained unchanged in the tumor but was elevated at the periphery in the aPD-1 and RGD + aPD-1 groups, counteracting the revival of antitumor responses. Similar evolution of responses to ICIs with initial upregulation of immunosuppression as a feedback loop has been previously reported [35, 47].

### GAMs from 7aaRGD + anti-PD-1-treated mice are transcriptionally reprogrammed for antitumor responses

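CD11b+ cells were sorted at 28 DPI from individual GL261-bearing mice treated with vehicle (4 mice), 7aaRGD (4), anti-PD-1 at 10 mg/kg (3) or both (3). Samples numbered 4 in the anti-PD-1 and combination groups are listed by the authors, have no column in the deposited table and are not analysed here. The deposited labels name nude mice for these samples, while the paper describes C57BL/6 mice. Of 8 genes that were at 2 RPKM or more in every nude mouse with U87-MG and at 0.3 or less in every C57BL/6 mouse at 21 DPI, 8 were under 1 RPKM in all 14 samples at 28 DPI, as in the C57BL/6 mice. These limits were chosen after the data were seen. Tumor and strain differed together between the mice used to choose the genes, so the check cannot separate them. Values were in RPKM plus 2 and were treated as at 21 DPI, over 9737 genes with a mean of at least 1 RPKM in the 4 groups. Between 9553 and 9820 genes per sample reached 1 RPKM. The differences between replicates spanned 9 of 10 possible dimensions, so here too 1 dimension was missing. The number of reads per sample is not in the files.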

In order to deeply characterize the responses of GAMs to integrin and/or immune-check-point blockade, transcriptome profiling of CD11b^+^ cells isolated from the brains of tumor-bearing mice at 28 DPI was performed using RNA-seq. 

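Against vehicle, 7aaRGD alone gave 12 genes higher and 51 lower at an adjusted p-value under 0.05, anti-PD-1 alone 1055 higher and 1191 lower, and the combination 1706 higher and 2508 lower. The sizes of the groups differed, with 4 mice for vehicle and 7aaRGD and 3 for the others. With TMM factors the combination gave 2175 genes higher and 2116 lower. With the noise test, the counts were 350 for 7aaRGD, 1447 for anti-PD-1 and 2369 for the combination. The genes called lower with 7aaRGD had a median exonic length of 1.68 kb, against 4.43 kb for all genes. After trends with length and GC content were taken out together, in a test chosen after the data were seen, 1 gene was called for 7aaRGD. After the same step, anti-PD-1 gave 2352 genes and the combination 4166. Leaving out any 1 mouse of the vehicle or 7aaRGD group brought the count for 7aaRGD to 0 or 1, and it was 0 with TMM factors, with 1437 genes at an unadjusted p under 0.05.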

The most profound changes versus the vehicle group were detected upon the combination treatment with 7aaRGD and anti-PD-1 (RGD + aPD-1) (Fig. 5A). The GO analysis of the DEGs in this group revealed the upregulation of several pathways related to inflammatory and antitumor responses, such as T cell activation, cytokine-mediated signaling pathway, adaptive immune response, response to interferon gamma, leukocyte migration and antigen processing and presentation (Fig. 5B). These categories included genes coding for co-stimulatory molecules and markers delineating mature APC functions (*Icam1*,* CD40*,* and CD86*), chemokines, cytokines and their receptors (*Ccl7*,* Ccl5*,* Ccl2*,* Cxcl9*,* Cxcl10*,* Cxcl13*,* Il2ra*,* Il2rb*,* and Ccr7*) and tumoricidal factor machinery (*Nos2*,* Ass1*,* Prf1*,* and Gzmb*) (Fig. 5C). 

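Lists of genes stood in for the GO terms, which are not in the files. In the combination group against vehicle, the 22 genes of the interferon gamma response were all higher, with a median log2 fold change of 1.32 (camera adjusted p = 1.57e-12). The 10 MHC class II genes were all higher with a median of 0.62 (camera adjusted p = 0.000162), and the 12 MHC class I genes were all higher with a median of 0.61 (camera adjusted p = 1.83e-07). These 3 lists were also called by fry. With anti-PD-1 alone, the medians were 0.93 for the interferon gamma response, 0.33 for MHC class II and 0.43 for MHC class I, each with every gene higher. With 7aaRGD alone, 8 of the 10 MHC class II genes were lower, with a median of -0.33.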

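Nos2, on chromosome 11 of mm10 from 78920787 to 78960254, was at 3.61 ± 0.993 RPKM (SD, n = 4) with vehicle, 3.48 ± 1.58 (n = 4) with 7aaRGD, 23.2 ± 9.49 (n = 3) with anti-PD-1 and 54.7 ± 12.1 (n = 3) with the combination, a log2 fold change of 3.60 (standard error 0.28, adjusted p = 1.35e-06) for the combination against vehicle. Ass1 had a log2 fold change of 2.96 (standard error 0.19, adjusted p = 4.85e-07), and rose from 17.4 ± 3.15 to 143 ± 28.3 RPKM. Among the chemokines, Ccl7 rose from 4.05 ± 1.33 to 38.4 ± 3.01 RPKM, with a log2 fold change of 3.00 (adjusted p = 8.31e-07), and Cxcl13 from 1.64 ± 0.925 to 21.3 ± 8.95, with a log2 fold change of 3.08 (adjusted p = 5.66e-05). Smaller rises were 1.97 (adjusted p = 0.000512) for Ccl5, 1.91 (adjusted p = 5.65e-05) for Ccl2 and 1.18 (adjusted p = 0.00679) for Cxcl10. Cxcl9 was the named gene that did not pass the threshold, at 245 ± 79.9 RPKM with vehicle and 338 ± 41.8 with the combination, a log2 fold change of 0.51 (adjusted p = 0.0964). Of the co-stimulatory genes, Icam1 had a log2 fold change of 0.78 (adjusted p = 6.67e-05), Cd40 of 0.93 (adjusted p = 0.0111) and Cd86 of 0.43 (adjusted p = 0.0129). Those of the receptors Il2rb and Ccr7 were 1.80 (adjusted p = 0.00861) and 1.94 (adjusted p = 9.76e-06). Il2ra had a mean under 1 RPKM and was not tested. Prf1 had a log2 fold change of 2.32 (adjusted p = 0.00294) and Gzmb of 2.51 (adjusted p = 0.00917), and Gzmb in the anti-PD-1 mice was at 11.9, 22.2 and 1.08 RPKM. Of the 15 genes tested, 14 passed the threshold, and 14 had no overlap between the 2 groups. Leaving out single samples gave log2 fold changes of 0.34 for Cxcl9 without vehicle sample 1. Of the fits that each left out 1 sample, the threshold was passed by Cxcl9 in 1 of the 7, Cd40 in 6 of the 7 and Cd86 in 6 of the 7. The 8 NK cell markers tested, Il2rb and Gzmb among them, were all higher than with vehicle. Their median log2 fold changes were 1.92 with the combination and 1 with anti-PD-1. NK cells among the sorted cells cannot be told apart from a change within myeloid cells for these genes.

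**Figure D2:**
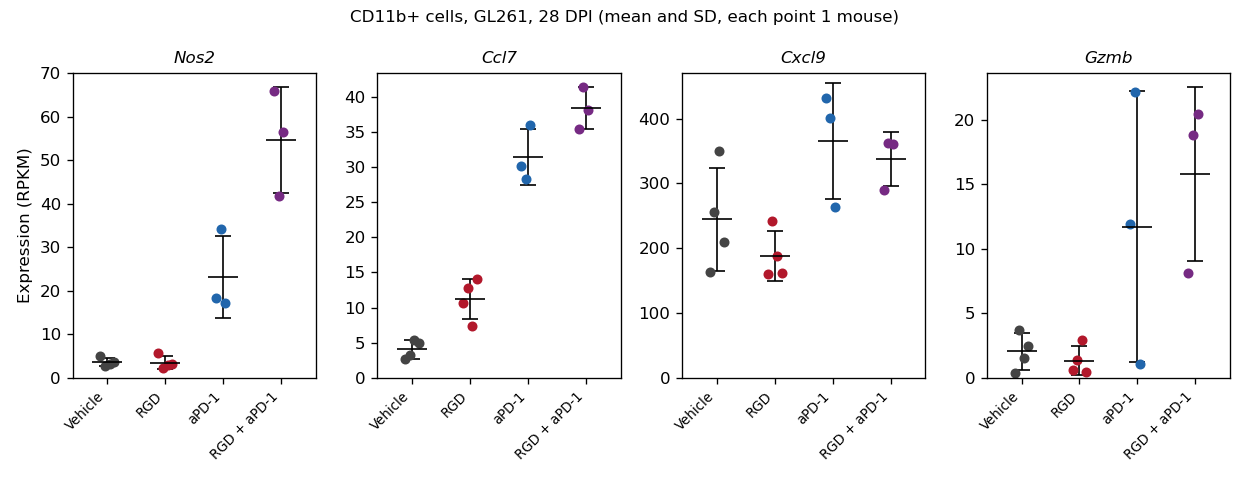
Expression of Nos2, Ccl7, Cxcl9 and Gzmb in RPKM in the 4 groups at 28 DPI. Each point is 1 mouse, and the line and bars are the mean and SD; the combination reached 54.7 ± 12.1 RPKM for Nos2, and the groups overlapped for Cxcl9.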

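Of the 82 cytosolic ribosomal protein genes, 81 were lower in the combination group than with vehicle, with a median log2 fold change of -0.70 (camera adjusted p = 4.79e-37), and 79 passed the threshold. The medians were -0.29 with 7aaRGD and -0.48 with anti-PD-1. These genes are short, and after trends with length and GC content were taken out the median nearest 0 of the anti-PD-1 and combination groups was -0.46. The median with 7aaRGD was then -0.23. The 18 genes of mitosis tested were all lower in the combination group, with a median of -0.51 (camera adjusted p = 0.0346, fry adjusted p = 0.098), and 21 of the 22 DNA replication genes were lower, with a median of -0.31 (camera adjusted p = 0.0527). The 15 neural tumor genes tested, a list written after the data were seen, had a median of -0.75 with 3 higher. Less RNA from tumor cells therefore cannot be told apart from less proliferation of the myeloid cells.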

The downregulated genes were associated with GO terms related mainly to translation and cell division (Fig. 5B), which was in line with the significant decrease in Ki67^+^CD11b^+^ proliferating GAMs upon RGD + aPD-1 treatment (Fig. 5D). The downregulated genes included *Gpnmb*, encoding transmembrane glycoprotein nonmetastatic B (GPNMB), which is overexpressed in GAMs in humans and mice and is associated with poor patient prognosis [28, 48]. 

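Gpnmb, on chromosome 6 of mm10 from 49036546 to 49070929, was at 161 ± 48.3 RPKM (SD, n = 4) with vehicle and 93 ± 27 (n = 3) with the combination, a log2 fold change of -0.77 (standard error 0.24, adjusted p = 0.0182). The groups overlapped, and the change ranged from -0.98 to -0.57 with 1 mouse left out in turn, with the threshold passed in 4 of the 7 fits. With 7aaRGD alone Gpnmb was at 114 ± 17.1 RPKM.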

GPNMB produced by macrophages plays a crucial role in proneural‒mesenchymal transition through immune cell‒tumor interplay, and GPNMB-high macrophages impair T cell activation by DCs [49]. Additionally, genes involved in mitochondrial electron transport and oxidative phosphorylation were downregulated, indicating a metabolic switch toward proinflammatory myeloid cells (Fig. 5B-C). These data are consistent with the reduced protumoral activation of GAMs and their transition to the proinflammatory state.

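The 78 nuclear genes of oxidative phosphorylation tested were lower in the combination group in 69 cases, with a median log2 fold change of -0.26 (camera adjusted p = 9.98e-07, fry adjusted p = 8.24e-05), and 47 passed the threshold over all genes. The 8 genes of the mitochondrial genome tested were all lower, with a median of -0.60 (camera adjusted p = 0.0191). The nuclear genes had a median of -0.13 with 7aaRGD and -0.14 with anti-PD-1. The 14 genes of glycolysis were all higher in the combination group, with a median of 0.79.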

**Fig. 5:**
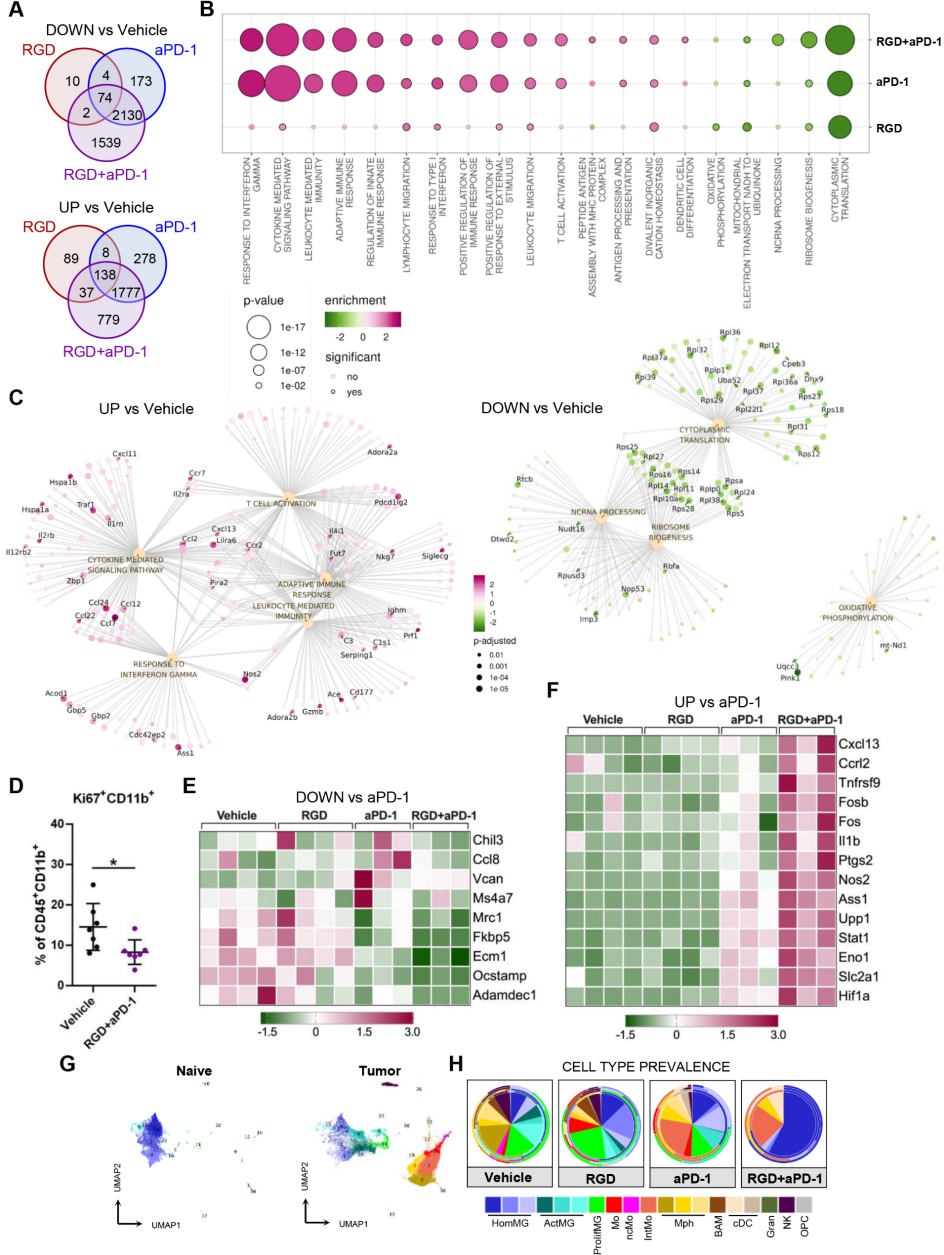
The transcriptomic profiles of CD11b^+^ cells from 7aaRGD + anti-PD-1-treated mice reveal reduced expression of tumor-supportive genes and activation of antitumor response. Gene expression profiling using RNA-seq of CD11b^+^ cells from the tumor-bearing hemispheres of mice from all experimental groups at 28 DPI. (**A**) Venn diagrams showing a number of down- and upregulated DEGs in the 7aaRGD (RGD), anti-PD-1 (aPD-1) and RGD + aPD-1 groups compared with the Vehicle group. (**B**) Functional enrichment of GO biological processes for up- and downregulated genes in the RGD + aPD-1 group compared with the Vehicle group. (**C**) Graphical representation of selected overrepresented GO terms among DEGs in the RGD + aPD-1 group versus the Vehicle group. The dots represent genes, the lines represent membership in the given term; the top 40 genes with outstanding fold changes and *p* values are labeled. (**D**) Percentages of proliferating (Ki67^+^) myeloid cells isolated from the brains of Vehicle- and RGD + aPD-1-treated mice. Statistical analysis using the Mann‒Whitney test; *p < 0.05. (**E, F**) Z-score heatmaps representing the relative gene expression in CD11b^+^ cells isolated from the brains of glioma-bearing mice. The selected down- (**E**) and upregulated genes (**F**) comprise the top DEGs between RGD + aPD-1 and aPD-1. (**G-H**) Cell type prevalence inferred from deconvolution of bulk RNA-seq data of CD11b^+^ cells sorted at 28 DPI. Deconvolution was based on transcriptomic signatures (see Fig. S4) of myeloid cell clusters from naïve and glioma-bearing brains (**G**). The predicted cell type abundance is presented on pie charts (**H**), with average values in the center and the cell prevalence in each repetition indicated on the external rims

The transcriptomic responses in tumor-infiltrating CD11b^+^ cells from the aPD-1 alone and aPD-1 + RGD groups overlapped to a great extent. However, the downregulated genes in the RGD + aPD-1 group compared with the aPD-1 group included known markers of a proinvasive phenotype and suppressors of a proinflammatory switch in macrophages, such as *Chil3*, *Mrc1*, *Fkbp5*, *Ms4a7*, *Vcan*, *Ecm1*, *Ccl8* and *Ocstamp* (Fig. 5E). 

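Both groups were compared with the same vehicle mice. Of the 2246 genes past the threshold with anti-PD-1 alone, 957 were also higher and 1143 also lower with the combination, which is 93.5% of the genes of anti-PD-1 and 49.8% of those of the combination. Across genes, which are not independent replicates, the log2 fold changes of the 2 groups had a Pearson r of 0.920 and a Spearman rho of 0.895. In 20 simulations of unchanged groups with a shared control, in which genes varied independently, the median Pearson r was 0.428. For 7aaRGD and anti-PD-1 the observed Pearson r was 0.428, against 0.456 in the simulations, and 65.6% of genes changed in the same direction, against 65.3%. Of the 63 genes past the threshold with 7aaRGD, 10 were also higher and 50 also lower with anti-PD-1 (95.2%); the simulations give no value to set against this, since a median of 0 genes passed the threshold in them, with 470 and 471 at an unadjusted p under 0.05. At an unadjusted p under 0.05, 783 genes were shared in the same direction, out of 1423 with 7aaRGD and 3527 with anti-PD-1, against 92.5 in the simulations.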

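In the direct comparison of the combination with anti-PD-1, 2 genes were higher (Tnfrsf9 and Dpysl2) and 2 lower (Ssbp4 and Mrps34) at an adjusted p-value under 0.05, and 1459 genes had an unadjusted p under 0.05. The noise test called 268 higher and 321 lower. Of the 8 genes named as lower, each was lower, 0 passed the threshold over all genes, and 3 did adjusted over the list alone. These genes are a list that the study chose from these samples. Ecm1 fell from 153 ± 19.8 RPKM (SD, n = 3) with anti-PD-1 to 74 ± 31.2 with the combination, a log2 fold change of -1.10 (standard error 0.23, adjusted p = 0.068), and Ocstamp from 14.5 ± 4.43 to 6.79 ± 2.85, a log2 fold change of -1.01 (standard error 0.34, adjusted p = 0.185). Fkbp5 fell from 25 ± 19.3 to 6.75 ± 1.5 RPKM, a log2 fold change of -1.39 (standard error 0.51, adjusted p = 0.225), with overlapping groups. Chil3 was at 82.8, 654 and 331 RPKM in the 3 anti-PD-1 mice and 163.1, 70.1 and 38.3 in the combination, a log2 fold change of -1.77 (adjusted p = 0.345). For the others the changes were -1.02 (adjusted p = 0.382) for Ccl8, -0.51 (adjusted p = 0.52) for Ms4a7, -0.48 (adjusted p = 0.477) for Vcan and -0.39 (adjusted p = 0.702) for Mrc1. For Mrc1 the change was -0.047 without anti-PD-1 mouse 3 and -0.93 without anti-PD-1 mouse 1. Without 1 of the samples, the change was -2.15 for Fkbp5 without anti-PD-1 sample 1, -0.80 for Fkbp5 without anti-PD-1 sample 3, -1.11 for Chil3 without anti-PD-1 sample 2, -1.58 for Ccl8 without anti-PD-1 sample 1, -0.64 for Ccl8 without anti-PD-1 sample 3, -0.78 for Ms4a7 without combination sample 2, -0.12 for Ms4a7 without anti-PD-1 sample 1 and -0.85 for Vcan without anti-PD-1 sample 3. In fits without 1 sample, an adjusted p-value under 0.05 was reached by Ecm1 in 1 of the 6.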

Among the genes significantly upregulated in RGD + aPD-1 vs. aPD-1, the following genes were identified: *Ptgs2*,* Nos2*,* Ass1*,* Il1b*, *Stat1* (encoding mediators and enzymes vital for the macrophage proinflammatory immune response [50]), *Cxcl13* (encoding a B-cell chemoattractant), *Ccrl2* (a predictive indicator of robust antitumor T-cell responses, selectively expressed in TAMs with an immunostimulatory phenotype in humans and mice [51]), *Slc2a1* and *Upp1* (related to glycolysis) and *Tnfrsf9* (encoding CD137/4-1BB), whose expression on human monocytes/macrophages leads to their metabolic and functional reprogramming and enhances their tumoricidal activity [52] (Fig. 5F). These transcriptomic changes in glioma-associated CD11b^+^ cells highlight the superior efficacy of RGD + aPD-1 treatment over aPD-1 monotherapy.

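Tnfrsf9 rose from 1.72 ± 0.896 RPKM (SD, n = 3) with anti-PD-1 to 9.03 ± 4.42 with the combination, a log2 fold change of 1.83 (standard error 0.27, adjusted p = 0.0348), and was the 1 gene of the 10 named as higher to pass the threshold over all genes. With 1 mouse left out in turn it stayed past the threshold in 2 of the 6 fits. The other named genes were higher as well, and adjusted over the list alone 10 of the 10 passed the threshold. Nos2 had a log2 fold change of 1.25 (adjusted p = 0.0836) and Cxcl13 of 1.74 (adjusted p = 0.0893). Ptgs2 rose from 13.3 ± 7.53 to 40.5 ± 15.8 RPKM, a log2 fold change of 1.63 (adjusted p = 0.0901), and Upp1 from 10.2 ± 2.01 to 22 ± 5.75, a log2 fold change of 1.02 (adjusted p = 0.068). For Ass1, Slc2a1, Ccrl2 and Il1b the changes were 0.71 (adjusted p = 0.124), 0.55 (adjusted p = 0.176), 0.81 (adjusted p = 0.228) and 1.04 (adjusted p = 0.214). The change depended on single samples, and became 0.65 for Il1b without anti-PD-1 sample 3 and 0.36 for Slc2a1 without anti-PD-1 sample 3. Among leave-one-out fits, the threshold was passed by Upp1 in 1 of the 6. Whether the combination went beyond the sum of the 2 single treatments was tested as an interaction: 0 genes passed the threshold, with 794 at an unadjusted p under 0.05. From the changes in these genes, the paper concludes that the combination was superior to anti-PD-1 alone.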

Finally, through bulk RNA-seq deconvolution (leveraging the abovementioned CITEseq data [32]), we inferred the cell type abundance within the immunosorted glioma-associated CD11b^+^ cells from the animals in each group (Fig. 5G-H, Fig. S8). We detected a significantly higher prevalence of homeostatic microglia and a reduced abundance of activated microglia within CD11b^+^ cells in the RGD + aPD-1-treated mice as compared to the vehicle group. Intermediate monocyte and DC signatures were enriched in the aPD-1 and RGD + aPD-1 groups, whereas decreased macrophage scores characterized the response to RGD and RGD + aPD-1. 

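The deconvolution was not repeated, and lists of markers were compared. The 15 markers of homeostatic microglia were all higher than with vehicle in the 3 treated groups, with median log2 fold changes of 0.43 with 7aaRGD, 0.37 with anti-PD-1 and 0.70 with the combination (camera adjusted p = 1.44e-05 and fry adjusted p = 0.00427 for the combination). The 4 dendritic cell markers tested were all higher with anti-PD-1, with a median of 0.89, and with the combination, with a median of 1.75. The 15 markers of monocytes and macrophages had medians of -0.028 with 7aaRGD, 0.61 with anti-PD-1 and 0.73 with the combination. Monocytes and macrophages share these markers and are not told apart by the list. With single samples left out, medians became 0.24 for homeostatic microglia with 7aaRGD without 7aaRGD sample 4, -0.10 for monocytes and macrophages with 7aaRGD without vehicle sample 2 and 0.30 for monocytes and macrophages with 7aaRGD without vehicle sample 3.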

CD11b^+^ cells from the RGD + aPD-1 group presented a predominance of homeostatic microglial signatures, indicative of the phenotype observed in the healthy mouse brain, which corroborated the lower tumor burden in these mice.

### Targeting intergin signalling has translational value

The responses of brain myeloid cells to patient-derived orthotopic xenografts in immunodeficient mice follow similar patterns as those in syngeneic experimental glioma models [53]. The 7aaRGD peptide effectively blocked the invasion of human glioma cells in mouse and human microglia co-cultures (Fig. 1). Thus, we tested whether intratumorally administered 7aaRGD can modify the myeloid TME in intracranial human gliomas in immunodeficient mice. U87-MG RFP^+^ tumor-bearing mice received vehicle, 7aaRGD or the control peptide 7aaRAE via osmotic micropumps (Fig. 6A). 

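CD11b+ cells were sorted at 21 DPI from the tumor-bearing hemispheres of athymic nude mice with U87-MG, a human glioma line, and 3 samples per group, each a pool of 2 animals, were sequenced. The deposited table gives the 9 columns only 3 names, so its samples carry a group and no number, and they are called by their position. No paired analysis was possible for this reason. Naïve nude mice have no column and are not analysed here. Values were in RPKM plus 2, and 9664 genes had a mean of at least 1 RPKM. Between 9549 and 9692 genes per sample reached 1 RPKM. The differences between replicates had all 6 dimensions that the design allows.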

7aaRGD did not reduce tumor growth compared with the other treatments (Fig. S9A), and the changes in animal body weight over the course of the experiment were within the same range in all the groups (Fig. S9B). Additionally, the percentages of microglia and macrophages in the tumor-bearing hemispheres of the mice at 21 DPI were similar across all the experimental groups (Fig. S9C). However, gene expression profiling of FACS-sorted CD11b^+^ cells revealed changes in myeloid cells phenotypes upon 7aaRGD treatment (Fig. 6B-C).

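Of the 9664 genes tested, 0 passed an adjusted p-value of 0.05 for 7aaRGD against vehicle, and 365 had an unadjusted p under 0.05, where 483 would be found by chance. The samples of the 2 groups did not overlap for 10.8% of genes, where chance gives 10%. The noise test called 178 genes higher and 159 lower, and on simulated groups with no change it called a median of 220. On simulated groups with 200 genes changed by 1 on the log2 scale, limma recovered a median of 186.5 of them at this number of samples. There the changed genes were drawn from better expressed ones and genes varied independently. The simulation therefore does not show that such changes would be found in the real data. For 7aaRAE against vehicle, 1 gene passed, Il15ra, with a log2 fold change of 1.32 (standard error 0.10, adjusted p = 0.00332). Between 7aaRGD and 7aaRAE 0 genes passed, with 326 at an unadjusted p under 0.05. The log2 fold changes of the 2 peptides, which share the vehicle samples, had a Pearson r of 0.705 across genes, against 0.503 in simulated unchanged groups, and 76.1% of genes changed in the same direction, against 66.7%. Genes varied independently in these simulations too, so the gap alone does not show a shared response.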

**Fig. 6:**
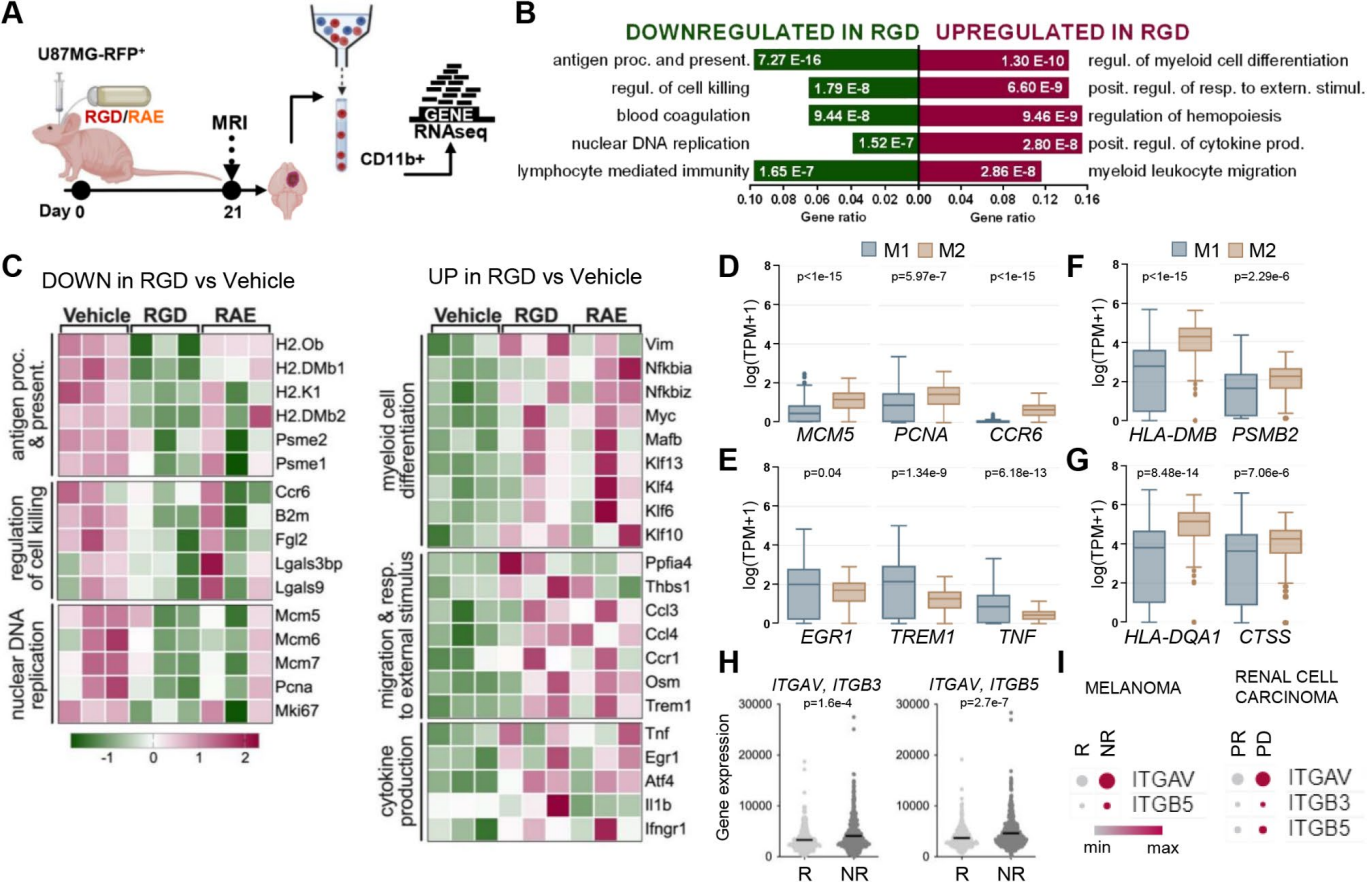
Integrin blockade counteracts the reprogramming of GAMs by human gliomas in mice and emerges as a strategy for improving the ICI immunotherapy response. (**A**) Scheme of the experimental pipeline. Athymic nude-Foxn1nu mice were orthotopically implanted with U87-MG-RFP^+^ human glioma cells and received water (Vehicle), 7aaRGD (RGD) or control peptide 7aaRAE (RAE) via osmotic pumps. (**B**) Functional enrichment analysis with GO biological process terms for down- and upregulated genes in CD11b^+^ cells isolated at 21 DPI from glioma-bearing brain hemispheres of mice treated with 7aaRGD as compared to Vehicle. The enriched GO pathways are shown; the size of the bars indicates gene ratios (the number of genes annotated to the pathway/total number of DEGs). (**C**) Z-score heatmaps with selected up- and downregulated genes in CD11b^+^ cells from 7aaRGD- vs. Vehicle-treated animals. (**D-G**) Differential gene expression in classically (M1) and alternatively (M2) activated macrophages inferred from bulk RNA-seq data from GBM samples (TCGA) using the quanTIseq deconvolution tool (via Gepia2021). Human analogs of the selected genes identified as downregulated (**D, F, G**) or upregulated (**E**) in GAMs after 7aaRGD treatment in nude (**D, E, F**) and C57BL/6 (**G**) mice. (**H**) Levels of *ITGAV/ITGB3* and *ITGAV/ITGB5* in pretreatment tumor biopsies from ICI therapy responders (R) and non-responders (NR) (according to ROCplotter). Statistical analysis was performed using the Mann‒Whitney test. (**I**) *ITGAV*, *ITGB3*, and *ITGB5* expression in tumor-associated myeloid cells from ICI-treated patients (R, responders; NR, nonresponders; PR, partial response; PD, progressive disease). Generated via Single Cell Portal

GO functional enrichment analysis of the DEGs revealed that genes involved in antigen processing and presentation, regulation of cell killing, blood coagulation and DNA replication were downregulated in the 7aaRGD group compared with the vehicle group (Fig. 6B). Among these genes, we identified minichromosome maintenance protein 5 (*Mcm5*) and its analogs (*Mcm6*, *Mcm7*), proliferating cell nuclear antigen (*Pcna*) and *Ki67*, which indicates decreased proliferation of GAMs (Fig. 6C). 

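Mcm5, on chromosome 8 of mm10 from 75109569 to 75128439, was at 16.2 ± 2.71 RPKM (SD, n = 3) with vehicle, 8.88 ± 5.42 with 7aaRGD and 9.45 ± 4.92 with 7aaRAE, and its change with 7aaRGD was a log2 fold change of -0.92 (standard error 0.44, adjusted p = 0.941). Pcna was at 37.9 ± 5.06 RPKM with vehicle and 28.5 ± 3.02 with 7aaRGD, a log2 fold change of -0.40 (standard error 0.13, adjusted p = 0.941), and its groups did not overlap. The log2 fold changes of Mcm6 and Mcm7 were -0.61 and -0.72. Mki67, the gene of Ki67, had a log2 fold change of -0.50 and was not called by the noise test. Of the 22 DNA replication genes tested, 22 were lower with 7aaRGD, with a median of -0.47 (camera adjusted p = 7.63e-15, fry adjusted p = 0.3), and 21 were lower with 7aaRAE, with a median of -0.32 (camera adjusted p = 7.51e-06). Leaving out 1 sample moved the median to -0.17 for DNA replication with 7aaRAE without 7aaRAE sample in position 2.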

Genes related to antigen processing and presentation, encoding the components of MHC class I (*B2m* and *H2-K1*) and MHC class II (*H2-Ob*,* H2-DMb1*,* H2-DMb2)*, as well as genes implicated in the regulation of cell killing, such as chemokine receptor 6 (*Ccr6*) expressed on immature dendritic cells, galectin-3 binding protein - a negative regulator of NF-κB activation (*Lgals3bp)*, and galectin-9 (*Lgals9)*, which contributes to M2-type macrophage polarization, were downregulated in the 7aaRGD group (Fig. 6C).

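H2-DMb1, on chromosome 17 of mm10 from 34153072 to 34160230, was at 35.8 ± 4.14 RPKM (SD, n = 3) with vehicle, 13.1 ± 2.9 with 7aaRGD and 25.6 ± 4.22 with 7aaRAE, a log2 fold change of -1.39 (standard error 0.16, adjusted p = 0.112) for 7aaRGD, and past the threshold without the 7aaRGD sample in position 2. H2-Ob was at 19.1 ± 2.06 RPKM with vehicle and 5.23 ± 4.52 with 7aaRGD, a log2 fold change of -1.91 (standard error 0.38, adjusted p = 0.769). The log2 fold changes were -0.52 for H2-DMb2, -0.35 for B2m and -0.77 for H2-K1, and the groups did not overlap for any of these 5 genes. The 12 MHC class I genes were all lower with 7aaRGD, with a median of -0.33, and with 7aaRAE, with a median of -0.28. Of the 10 MHC class II genes, 7 were lower with 7aaRGD, with a median of -0.18, and 10 with 7aaRAE, with a median of -0.59. Ccr6 had a log2 fold change of -0.60, Lgals3bp of -0.35 and Lgals9 of -0.16, with overlapping groups. Over the 13 genes that the paper names as lower, each was lower, 0 passed the threshold over all genes, and 6 did adjusted over the list alone. Leaving out single samples gave log2 fold changes of -0.98 for Ccr6 without vehicle sample in position 3, -0.35 for Ccr6 without 7aaRGD sample in position 2, -0.14 for Lgals3bp without 7aaRGD sample in position 3, -0.24 for Lgals9 without vehicle sample in position 1 and -0.09 for Lgals9 without 7aaRGD sample in position 3. Among leave-one-out fits, the threshold was passed by H2-Ob in 1 of the 6. Medians that moved with 1 sample left out became -0.12 for MHC class I with 7aaRAE without 7aaRAE sample in position 2, -0.44 for MHC class II with 7aaRGD without 7aaRGD sample in position 3 and 0.016 for MHC class II with 7aaRGD without 7aaRGD sample in position 1.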

The upregulated genes in glioma-associated CD11b^+^ cells from the 7aaRGD-treated mice were related to myeloid cell differentiation, response to external stimulus, myeloid leukocyte migration and cytokine production (Fig. 6B). We detected high expression of *Il1b* and *Tnf* cytokine-encoding genes and *Ifngr1*, which encodes the ligand-binding chain of the interferon-gamma receptor. The upregulated genes related to myeloid differentiation, activation and polarization included *Vim* (induced in TNFα-activated macrophages), *Myc*, *Mafb*, *Nfkbia*, and *Nfkbiz*, as well as genes encoding several Kruppel-like factors (*Klf4*, *Klf6*, *Klf10*, and *Klf13*) [54], indicating reprogramming of CD11b^+^ cells in 7aaRGD-treated mice. 

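Vim, on chromosome 2 of mm10 from 13573927 to 13582826, rose from 74.7 ± 15.4 RPKM (SD, n = 3) with vehicle to 132 ± 21.7 with 7aaRGD, a log2 fold change of 0.82 (standard error 0.20, adjusted p = 0.941), and was at 97.8 ± 22.3 with 7aaRAE. Myc was at 23.6 ± 2.04 RPKM with vehicle, 36.9 ± 11.6 with 7aaRGD and 40.3 ± 5.11 with 7aaRAE, and Klf4 at 15.1 ± 5.77, 29 ± 10.9 and 41.6 ± 19.9 in the same order. With 7aaRGD the log2 fold changes were 0.52 for Klf6, 0.61 for Klf10, 0.87 for Klf13, 0.26 for Nfkbia and 0.79 for Nfkbiz. Tnf was at 31.7 ± 7.13 RPKM with vehicle, 57.1 ± 25.1 with 7aaRGD and 57.2 ± 22.8 with 7aaRAE. Il1b was at 125, 152 and 282 RPKM in the 3 samples with 7aaRGD and 142 ± 3.26 with vehicle. Its log2 fold change was 0.30, and without the 7aaRGD sample in position 3 it was -0.038, and without that in position 1 it was 0.55. Ifngr1 had a log2 fold change of 0.23. The 9 genes shown under myeloid differentiation in Fig. 6C, chosen by the study from these samples, were all higher with 7aaRGD, with a median of 0.61, and all higher with 7aaRAE, with a median of 0.67. Without 1 of the samples, the change was 0.35 for Myc without 7aaRGD sample in position 2, 0.34 for Klf6 without 7aaRGD sample in position 2, 0.15 for Nfkbia without 7aaRGD sample in position 3, 0.46 for Tnf without 7aaRGD sample in position 1 and 1.15 for Tnf without 7aaRGD sample in position 2.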

Interestingly, 7aaRGD treatment induced the expression of genes involved in the response to external stimulus, including oncostatin M (*Osm*), which is released by proinflammatory macrophages and has antitumor potential [55], and genes such as *Ccl3*,* Ccl4* and *Ccr1*, which are critical for the recruitment of leukocytes to the site of inflammation, and *Trem1*, encoding triggering receptor expressed on myeloid cells-1 (TREM1), a proinflammatory receptor that amplifies antitumor immune responses [56] (Fig. 6C).

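Osm was at 26.5 ± 1.74 RPKM (SD, n = 3) with vehicle, 40.3 ± 12.1 with 7aaRGD and 43.9 ± 4.97 with 7aaRAE, and its change with 7aaRGD was a log2 fold change of 0.54 (standard error 0.19, adjusted p = 0.941). Trem1 was at 3.08 ± 0.574, 7.29 ± 3.02 and 7.36 ± 2.82 RPKM in the same order. The log2 fold changes with 7aaRGD were 0.62 for Ccl3, 0.40 for Ccl4 and 0.63 for Ccr1. The 7 genes shown under migration in Fig. 6C were all higher with 7aaRGD, with a median of 0.63 (camera adjusted p = 1.08e-09, fry adjusted p = 0.0384), and all higher with 7aaRAE, with a median of 0.70 (camera adjusted p = 2.99e-05, fry adjusted p = 0.0627). The change depended on single samples, and became 0.33 for Osm without 7aaRGD sample in position 3. Over the 17 genes that the paper names as higher, each was higher, 0 passed the threshold over all genes, and 9 did adjusted over the list alone. From the genes of myeloid differentiation, activation and polarization, the paper concludes that CD11b+ cells were reprogrammed in 7aaRGD-treated mice.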

In GBM samples from the TCGA database, human analogs of the genes downregulated in CD11b^+^ in response to 7aaRGD in U87-MG-RFP^+^ gliomas (including genes involved in antigen presentation in both experimental models) were inferred to be expressed in alternatively (M2) activated macrophages (Fig. 6D, F-G), and those with upregulated expression in the 7aaRGD group were predominantly associated with classically (M1) activated macrophages (Fig. 6E), as predicted using quanTIseq deconvolution of bulk RNA-seq data via GEPIA2021. These data indicate the ability of 7aaRGD to block protumoral myeloid cell reprogramming induced by human glioma cells and to induce the re-emergence of macrophages with an antitumor phenotype.

According to analysis leveraging ROC Plotter (https://www.rocplot.com/immune [57]),, the *ITGAV*/*ITGB3* and *ITGAV*/*ITGB5* signatures in pretreatment biopsies were significantly higher in non-responders than in responders to ICI immunotherapy in various types of cancers (Fig. 6H). Congruently, exploration of scRNA-seq data (via Single Cell Portal) revealed that elevated levels of *ITGAV*,* ITGB3 and ITGB5* in myeloid cells are negative predictors of ICI therapy response in melanoma and renal cell carcinoma patients (Fig. 6I). These findings suggest that increased expression of these RGD-motif binding integrins confers resistance to immunotherapies.

## Discussion

Patients with GBM rarely respond to ICIs, with clinical benefits reported in less than 10% of patients and only in a neoadjuvant setting [15, 58, 59]. In this study, we propose a new approach for anti-glioma therapy based on combining integrin blockade with PD-1 blockade. We provide strong evidence that the designed synthetic 7aaRGD peptide, which targets SPP1/integrin-mediated signaling and has been previously validated in in vitro experiments [21], blocks tumor-induced reprogramming of myeloid cells in vivo. The intratumoral administration of 7aaRGD results in the conversion of a “cold” to a “hot” TME and the stabilization of neoangiogenesis, boosts the innate and adaptive immune responses elicited by anti-PD-1 antibodies and leads to augmented antitumor activity.

GAMs are the major immune component of GBM, and they contribute to tumor progression and impair antitumor responses [6, 7, 11]. Preclinical data from rodent glioma models, including ours, highlight the importance of αvβ3/αvβ5 integrin signaling in recruitment [23] and phenotype decision-making in GAMs [21, 22]. Herein, we provide compelling evidence that 7aaRGD, the integrin-blocking peptide, hinders glioma–microglia interactions, inhibits the microglia-dependent invasion of human and mouse glioma cells in vitro and prevents the protumorigenic reprogramming of GAMs in vivo. Through transcriptome profiling, we demonstrated that integrin blockade using 7aaRGD induced a phenotypic switch in GAMs in GL261/C57BL5 and U87-MG-RFP/Nude-Foxn1nu mouse models, corroborating our previous data showing the antitumor effects of SPP1 or MFG-E8 knockdown in rats [21]. Hallmark protumorigenic genes (including *Arg1*, *Mrc1*, and *Il18bp*) were downregulated, and genes linked to T cell chemotaxis, cytotoxic NK function and proinflammatory cytokine production were upregulated in GAMs from 7aaRGD-treated mice. In line with the transcriptomic data, GL261 tumors in 7aaRGD-treated mice were significantly less infiltrated by Arg1^+^ myeloid cells as compared to controls. Arginase deprives arginine, which is auxotrophic for T cells. A profound decrease in the frequency of Arg1^+^ GAMs mitigates one of the major obstacles to T cell survival in the TME. In our recent study, arginase inhibition combined with an anti-PD-1 antibody effectively reduced glioma growth in mice [35], prompting us to hypothesize that 7aaRGD-driven phenotype switch of GAMs may also contribute to an improved response to ICIs and potentially to other immunotherapies. Notably, 7aaRGD-treated mice exhibited an increased frequency of CD8 + T cells. However, the elevated expression of the exhaustion marker PD-1 on these cells, along with a high abundance of Treg cells and other tumor-promoting or immunosuppressive mechanisms, may explain why 7aaRGD alone failed to reduce tumor growth despite its effects on the immune tumor microenvironment. Targeting myeloid cells by disrupting the CCL2/CCR2 axis, which regulates monocyte and macrophage recruitment to the tumor microenvironment, can limit the infiltration of pro-tumorigenic myeloid cells and enhance anti-tumor immune responses in experimental gliomas. However, CCR2 deficiency alone was insufficient for significant tumor regression but proved more effective when combined with checkpoint inhibitors [16].

Owing to the intricate relationship between the innate and adaptive immune systems, the response of GAMs to 7aaRGD treatment was more pronounced in immunocompetent mice than in mice devoid of the adaptive immune system. 

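Across the 8954 genes tested in both models at 21 DPI, the log2 fold changes of 7aaRGD against vehicle had a Pearson r of -0.065 and a Spearman rho of -0.061. Genes are not independent replicates. With 1 sample left out in turn, r ranged from -0.130 to 0.119, and it was 0.119 without the 7aaRGD sample in position 2 of the U87-MG model. Between 21 and 28 DPI in GL261, r was 0.181 over 9268 genes. The difference in the size of the response between the strains was not tested, since the tumor and the strain changed together.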

Interestingly, the top common downregulated pathways in the GAMs sorted from the 7aaRGD-treated mice in both models were related to antigen processing and presentation. Although this function is a prerequisite for the antitumor immune response, in the absence or malfunction of co-stimulatory molecules (such as B7-H2, B7-1, B7-2), antigen presentation can render the recipient T cells anergic [60, 61]. Downregulation of B7 molecules is frequent in tumors and disables a proper T cells activation. Glioma-infiltrating microglia/macrophages from postoperative tissue samples of glioma patients expressed surface MHC-II but lacked the expression of the co-stimulatory molecules CD86, CD80, and CD40, which are critical for T cell activation [62]. MHC-II-expressing blood-derived myeloid cells in GL261 tumors in mice displayed a bona fide immunosuppressive and reduced co-stimulatory phenotype [63]. Transcriptomics profiling of myeloid cells in GBM showed downregulation of antigen processing and presentation genes and it was interpreted that myeloid cells in GBM acquire the M0 state [64]. Whether the 7aaRGD-dependent decrease in antigen presentation in the immunosuppressed TME may play a role in the subsequent response to immunotherapy requires further studies. However, we cannot exclude the possibility that the downregulation of genes related to antigen processing and presentation pathways in sorted CD11b⁺ cells from 7aaRGD-treated tumors (bulk RNA-seq data) is due to a higher proportion of homeostatic microglia rather than tumor-activated microglia, which exhibit elevated expression of antigen presentation genes (Fig. S4B-C, E).

The αvβ3 and αvβ5 integrin receptors are strongly overexpressed on proangiogenic endothelial cells, including those that form tumor-associated blood vessels in GBM, and inhibitors targeting these integrins, such as the cyclic peptide cilengitide (CIL), act as anti-angiogenic agents [25]. We report that the intratumoral delivery of 7aaRGD resulted in improved vessel density. This finding corroborates the paradoxical proangiogenic effect reported with CIL (at low doses), which led to vascular normalization, i.e., remodeling of the structurally and functionally immature tumor vasculature, resulting in improved blood flow and drug delivery [65]. This phenomenon might contribute to improved antitumor effects of radiotherapy or chemotherapy upon co-administration with CIL [26, 66], and the clinical benefit apparently observed in some GBM patients with MGMT promoter methylation in a phase III clinical trial, in which CIL was added to standard chemoradiotherapy [67]. Vascular normalization transiently induced by anti-angiogenic therapy promotes the infiltration of T lymphocytes, diminishes hypoxia and thereby immunosuppression within tumors [68–70]. Anti-VEGF drugs enhance the efficacy of ICIs in preclinical settings, including in GBM models [12, 13]. Hence, the increased density of structurally improved blood vessels observed upon intratumoral delivery of 7aaRGD might have contributed to the increased response to anti-PD-1 immunotherapy in glioma-bearing mice.

Profiling the immune landscapes of human and mouse tumors has revealed that the scarcity of activated cytotoxic T cells, the plenitude of suppressive myeloid cell subsets and poor antigen presentation in the brain are the major obstacles to effective immunotherapy in GBM [17, 47]. According to a recent single-cell study, neoadjuvant PD-1 blockade induced T cell and cDC1 activation but failed to overcome the immunosuppressive GAMs in recurrent human GBM [71]. Therefore, several combination therapies involving the blockade of infiltration or the re-education of suppressive myeloid cells with ICIs have been tested in preclinical settings [16, 19, 47, 72]. In the present study, we demonstrated the synergistic effects of intratumorally delivered 7aaRGD and systemic administration of anti-PD-1 antibodies in mice harboring syngeneic GL261 tumors. Anti-PD-1 treatment, either alone or in combination, led to a decrease in the expression of protumoral marker genes (such as *Gpnmb* and *Mrc1*) and upregulated the expression of genes related to antigen presentation, interferon signaling, the innate immune response and the secretion of T cell chemotactic factors. However, ICI monotherapy induced the previously reported negative feedback response [73] characterized by the upregulation of Arg1 and PD-L1 on myeloid cells and sustained levels of Treg cells, counteracting the reactivation of T cells after immunotherapy. 

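With anti-PD-1 alone, Gpnmb was at 97 ± 18.1 RPKM (SD, n = 3) at 28 DPI, a log2 fold change against vehicle of -0.69 (adjusted p = 0.051). Mrc1 was at 90.9 ± 18.4 RPKM (n = 4) with vehicle, 53.8 ± 28.4 with anti-PD-1 and 37.8 ± 14.6 with the combination. Its log2 fold changes were -0.90 (adjusted p = 0.12) with anti-PD-1 and -1.29 (adjusted p = 0.0191) with the combination. With anti-PD-1 alone, neither gene passed the threshold. With 1 sample left out in turn, the log2 fold change became -0.36 for Mrc1 without anti-PD-1 sample 1. Fits that left out 1 sample in turn passed the threshold for Gpnmb in 1 of the 7. Of the fits that each left out 1 sample, the threshold was passed by Mrc1 in 5 of the 7.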

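At 28 DPI the paper measured Arg1 and PD-L1 as protein, by flow cytometry in gated monocytes and macrophages (Fig. 3H). RNA of all sorted CD11b+ cells is a different measure. In that RNA, Arg1 was at 264 ± 121 RPKM (SD, n = 4) with vehicle, 449 ± 312 (n = 3) with anti-PD-1 and 469 ± 298 (n = 3) with the combination. The anti-PD-1 mice held 106.9, 524 and 717 RPKM. The log2 fold change of anti-PD-1 against vehicle was 0.49 (adjusted p = 0.607), and without anti-PD-1 mouse 3 it was -0.045, and without anti-PD-1 mouse 1 it was 1.32. Cd274, which encodes PD-L1, was at 42.3 ± 11.1 RPKM with vehicle, 75.1 ± 14.9 with anti-PD-1 and 111 ± 29 with the combination, a log2 fold change of 0.83 (standard error 0.22, adjusted p = 0.0182) for anti-PD-1 against vehicle. In fits without 1 sample, an adjusted p-value under 0.05 was reached by Cd274 in 5 of the 7. The paper reports lower protein of both with the combination, where the mean RNA of both was highest among the groups given here. No test of the combination is given for these genes.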

PD-L1 expression on macrophages has been associated with poor survival and resistance to immunotherapy in GBM patients [47, 74]. Disruption of the feedback response and reduced expression of immunosuppressive molecules in GAMs upon co-administration of 7aaRGD likely contributed to the efficacy of the combined treatment. Accordingly, the transcriptomes of glioma-associated CD11b^+^ cells from aPD-1- and RGD + aPD-1-treated mice revealed a complete phenotypic switch only in the latter group. Intratumoral microglia and, more importantly, blood-derived macrophages/DCs from RGD + aPD-1 mice presented elevated levels of MHC-II. MHC-II-restricted antigen presentation by cells of the myeloid compartment, particularly those infiltrating from the periphery but not microglia alone, is required for the response to ICIs and correlates with favorable clinical outcomes in GBM patients receiving anti-PD-1 therapy [63].

Reprogramming of GAMs in RGD + aPD-1-treated mice was associated with improved T-cell immune surveillance within the TME, reflected by increased frequency and proliferation of intratumoral CD8^+^ T cells, reduced numbers of Tregs and increased ratios of CD8^+^/Treg and CD8^+^/CD11b^+^ cells. Moreover, RGD + aPD-1 treatment promoted IFNγ production by tumor-infiltrating T cells, including CD8^+^ effector T cells, and elevated IFNγ intratumoral levels. Consistent with the augmented antitumor response, the highest concentrations of cytolytic granzyme B and TNFα were detected in the immunostimulatory milieu of RGD + aPD-1-treated tumors, which can attract additional T cells and professional antigen-presenting cells (e.g., dendritic cells) via elevated CCL3, CCL5 and CXCL10. Thus, the combined treatment reshaped the glioma immune landscape and incapacitated several mechanisms that dampen the proper action of T cells in the TME, resulting in the increased T cell proliferation and activation needed for functional antitumor responses.

GBM remains an incurable disease, and improving its treatment remains a paramount challenge for clinicians and researchers. Here, we show the synergy between two therapeutic modalities that have failed individually: an immune checkpoint and integrin blockade. We revealed that the 7aaRGD peptide modifies the function of GAMs and the tumor neovasculature. The bimodal action of the peptide reshapes the glioma TME and facilitates the successful revival of the antitumor host response with ICIs. While the results show new therapeutic opportunities for GBM patients, some limitations to our work should be considered. In all experiments, microglia vs. bone-marrow/blood-derived myeloid cells were distinguished using CD11b and CD45 level alone, and CD11b^+^CD45^high^ cells, considered as infiltrating myeloid cells, were assumed to be mainly monocytes/macrophages, while CD11b^+^CD45^high^ population contains other myeloid cells: MDSCs, dendritic cells and neutrophils. Our previous work [11, 32] confirmed that monocytes and macrophages are by far the dominant population within these cells in the GL261 glioma model. However, a lack of additional markers defining DC population (such as Flt3, CD103, CD209a, Xcr1) can be considered as a limitation of this study. The synergistic effects of ICIs and 7aaRGD could not be tested in immunodeficient mice; however, we demonstrated the efficacy of 7aaRGD in blocking the reprogramming of myeloid cells in human U87-MG gliomas in vivo and in co-culture models. 7aaRGD was delivered throughout the experiment to precondition the immune-suppressed TME via integrin antagonism. Investigations into the optimal duration of treatment and the best timing of administration of PD-1 inhibitors may further enhance the efficacy of the combinatorial approach. A potential caveat of our strategy is the limited peptide stability upon systemic administration. The development of modified peptides or intratumoral delivery systems could overcome such challenges in the future.

GBMs are notoriously recurring tumors. Due to their diffusive character their total resection is practically impossible. We consider the presented scheme of 7aaRGD administration a model of post-operative therapy aiming to prevent recurrence of the tumor. Intratumoral delivery along with convention enhanced delivery has been tested in completed (NCT00038441, NCT01491893, NCT02798406) and active (NCT05324501, NCT02208362, NCT03389230) clinical trials, especially in a postoperative, anti-recurrence scenario. The limitations of intratumoral administration, which is an invasive procedure itself, are numerous. We and others are working of alternative pathways of the peptide delivery i.e. nose-to-brain administration of a “naked” peptide or in a nanovector [75], which can be a more flexible tool to treat GBM in a therapeutic setting.

Integrin-coding genes are evidently upregulated in GBM and expressed on myeloid cells, pericytes and endothelial cells, and their high expression is associated with worse outcomes for patients (Fig. 1B, C) and a greater risk of ICI therapy failure (Fig. 6H, I). Therefore, αvβ3/5 integrins are valid therapeutic targets in GBM. The successful use of integrin-blocking agents requires proper patient stratification on the basis of the ligand (e.g., SPP1) or target integrin expression. In a retrospective study, higher αvβ3 protein levels were associated with improved survival in GBM patients treated with CIL [27]. The presented results encourage further studies of integrin signaling inhibition in human GBM and indicate its potential clinical application. Finally, reinvestigating patient responses to previous anti-integrin therapies from the perspective of their impact on myeloid cells may shed light on potential benefits from the combination of integrin blockers with immunotherapy.

## Conclusions

We demonstrate that a designer 7aaRGD peptide that blocks SPP1/integrin signaling prevents the emergence of immunosuppressive GAMs, and normalizes the tumor vasculature in experimental gliomas. Due to its bimodal action, the peptide shifts the glioma TME from a “cold” toward a “hot” phenotype. Combining integrin blockade with ICIs reinvigorates antitumor immunity by boosting both innate and adaptive immune responses and leads to eradication of the tumors. These results provide a new perspective for the treatment of GBM patients and pave the way for improving immunotherapy outcomes in GBM and other cancers.

## Electronic supplementary material

Below is the link to the electronic supplementary material.

Additional file 1: Fig. S1 shows gene expression data of RGD motif-binding integrins in human glioma samples from public repositories and its correlation with patient survival. Fig. S2 presents the effect of the 7aaRGD peptide on gene expression in microglia-glioma co-cultures, shows representative pictures from Matrigel assay with two additional cell lines and presents the effect of the 7aaRGD peptide on the viability and proliferation of glioma and microglia cells. Fig. S3 describes stability studies and biodistribution of the 7aaRGD peptide delivered in osmotic pumps. Fig. S4 presents the profiles of myeloid cell in the brain of 7aaRGD-treated GL261 glioma-bearing mice analysed by flow cytometry and inferred from the deconvolution of bulk RNA-seq data of sorted tumor-infiltrating CD11b^+^ cells. Fig. S5 presents representative images from Gal3/ Tmem119 and Arg1 doublestaings. Fig. S6 shows extended data on characterization of the immune microenvironment of GL261 gliomas upon 7aaRGD or/and anti-PD-1 treatment. Fig. S7 presents the data on immune cells phenotyping in the TME and spleens at 21 DPI in glioma-bearing mice. Fig. S8 presents the profiles of intratumoral myeloid cells in different treatment groups inferred from the deconvolution of bulk RNA-seq data. Fig. S9 shows key parameters of the response to 7aaRGD-treatment in U87-MG-RFP + glioma-bearing mice. Fig. S10 and Fig. S11 present the gating strategy used for FACS-sorting and flow cytometry analysis, respectively. Table S1 lists all antibodies used for immunohistochemistry and flow cytometry stainings

## Data Availability

The RNA-seq datasets supporting the conclusions of this article have been deposited in the NCBI Gene Expression Omnibus with the GSE266110 identifier. The materials generated in this study can be requested from BK or AEM.

## Abbreviations

GBM: Glioblastoma. IDH1/2wt diffuse glioma
GAMs: Glioma–associated microglia and macrophages
ICIs: Immune checkpoint inhibitors
TME: Tumor microenvironment

# Supplementary material for: 7aaRGD - a novel SPP1/integrin signaling-blocking peptide reverses immunosuppression and improves anti-PD-1 immunotherapy outcomes in experimental gliomas
**Source:** J Exp Clin Cancer Res. 2025 Apr 25;44:132. doi: 10.1186/s13046-025-03393-9
**Supplement:** Supplementary file 1 — Additional file 1: Fig. S1 shows gene expression data of RGD motif-binding integrins in human glioma samples from public repositories and its correlation with patient survival. Fig. S2 presents the effect of the 7aaRGD peptide on gene expression in microglia-glioma co-cultures, shows representative pictures from Matrigel assay with two additional cell lines and presents the effect of the 7aaRGD peptide on the viability and proliferation of glioma and microglia cells. Fig. S3 describes stability studies and biodistribution of the 7aaRGD peptide delivered in osmotic pumps. Fig. S4 presents the profiles of myeloid cell in the brain of 7aaRGD-treated GL261 glioma-bearing mice analysed by flow cytometry and inferred from the deconvolution of bulk RNA-seq data of sorted tumor-infiltrating CD11b+ cells. Fig. S5 presents representative images from Gal3/ Tmem119 and Arg1 doublestaings. Fig. S6 shows extended data on characterization of the immune microenvironment of GL261 gliomas upon 7aaRGD or/and anti-PD-1 treatment. Fig. S7 presents the data on immune cells phenotyping in the TME and spleens at 21 DPI in glioma-bearing mice. Fig. S8 presents the profiles of intratumoral myeloid cells in different treatment groups inferred from the deconvolution of bulk RNA-seq data. Fig. S9 shows key parameters of the response to 7aaRGD-treatment in U87-MG-RFP + glioma-bearing mice. Fig. S10 and Fig. S11 present the gating strategy used for FACS-sorting and flow cytometry analysis, respectively. Table S1 lists all antibodies used for immunohistochemistry and flow cytometry stainings

**Additional file 1.**

**7aaRGD - a novel SPP1/integrin signaling-blocking peptide reverses immunosuppression and improves anti-PD-1 immunotherapy outcomes in experimental gliomas**

Aleksandra Ellert-Miklaszewska^1§^*, Paulina Pilanc^1§^, Katarzyna Poleszak^1^, Adria-Jaume Roura^1^, Salwador Cyranowski^1^, Mitrajit Ghosh^1^, Szymon Baluszek^1^, Maria Pasierbinska^1^, Bartłomiej Gielniewski^1^, Julian Swatler^2^, Yuliana Hovorova^1^, Kamil Wojnicki^1^, Bozena Kaminska^1^*

**This file includes:**

- Fig. S1. RGD motif-binding integrins in human glioma samples.
- Fig. S2. The 7aaRGD peptide blocks gene expression and tumor cell invasion in microglia-glioma co-cultures and does not affect cell viability and proliferation.
- Fig. S3. Stability and biodistribution of the 7aaRGD peptide delivered in osmotic pumps.
- Fig. S4. Profiles of myeloid cell in the brain of 7aaRGD-treated GL261 glioma-bearing mice.
- Fig. S5. Impact of the intratumorally delivered 7aaRGD on the tumor microenvironment
- Fig. S6. Characterization of the immune microenvironment of GL261 gliomas upon 7aaRGD or/and anti-PD-1 treatment.
- Fig. S7. Immune cells phenotyping in glioma TME and spleens at 21 DPI in tumor-bearing mice upon administration of 7aaRGD+anti-PD-1.
- Fig. S8. Myeloid cell profiles in the brains of 7aaRGD-, anti-PD-1 and 7aaRGD+anti-PD-1-treated GL261 glioma-bearing mice.
- Fig. S9. The response to 7aaRGD-treatment in U87MG-RFP+ glioma-bearing mice.
- Fig. S10. Gating strategy used for FACS-sorting.
- Fig. S11. Gating strategy used for flow cytometry analysis.
- Table S1. Antibodies.

**Supplementary Fig. 1**

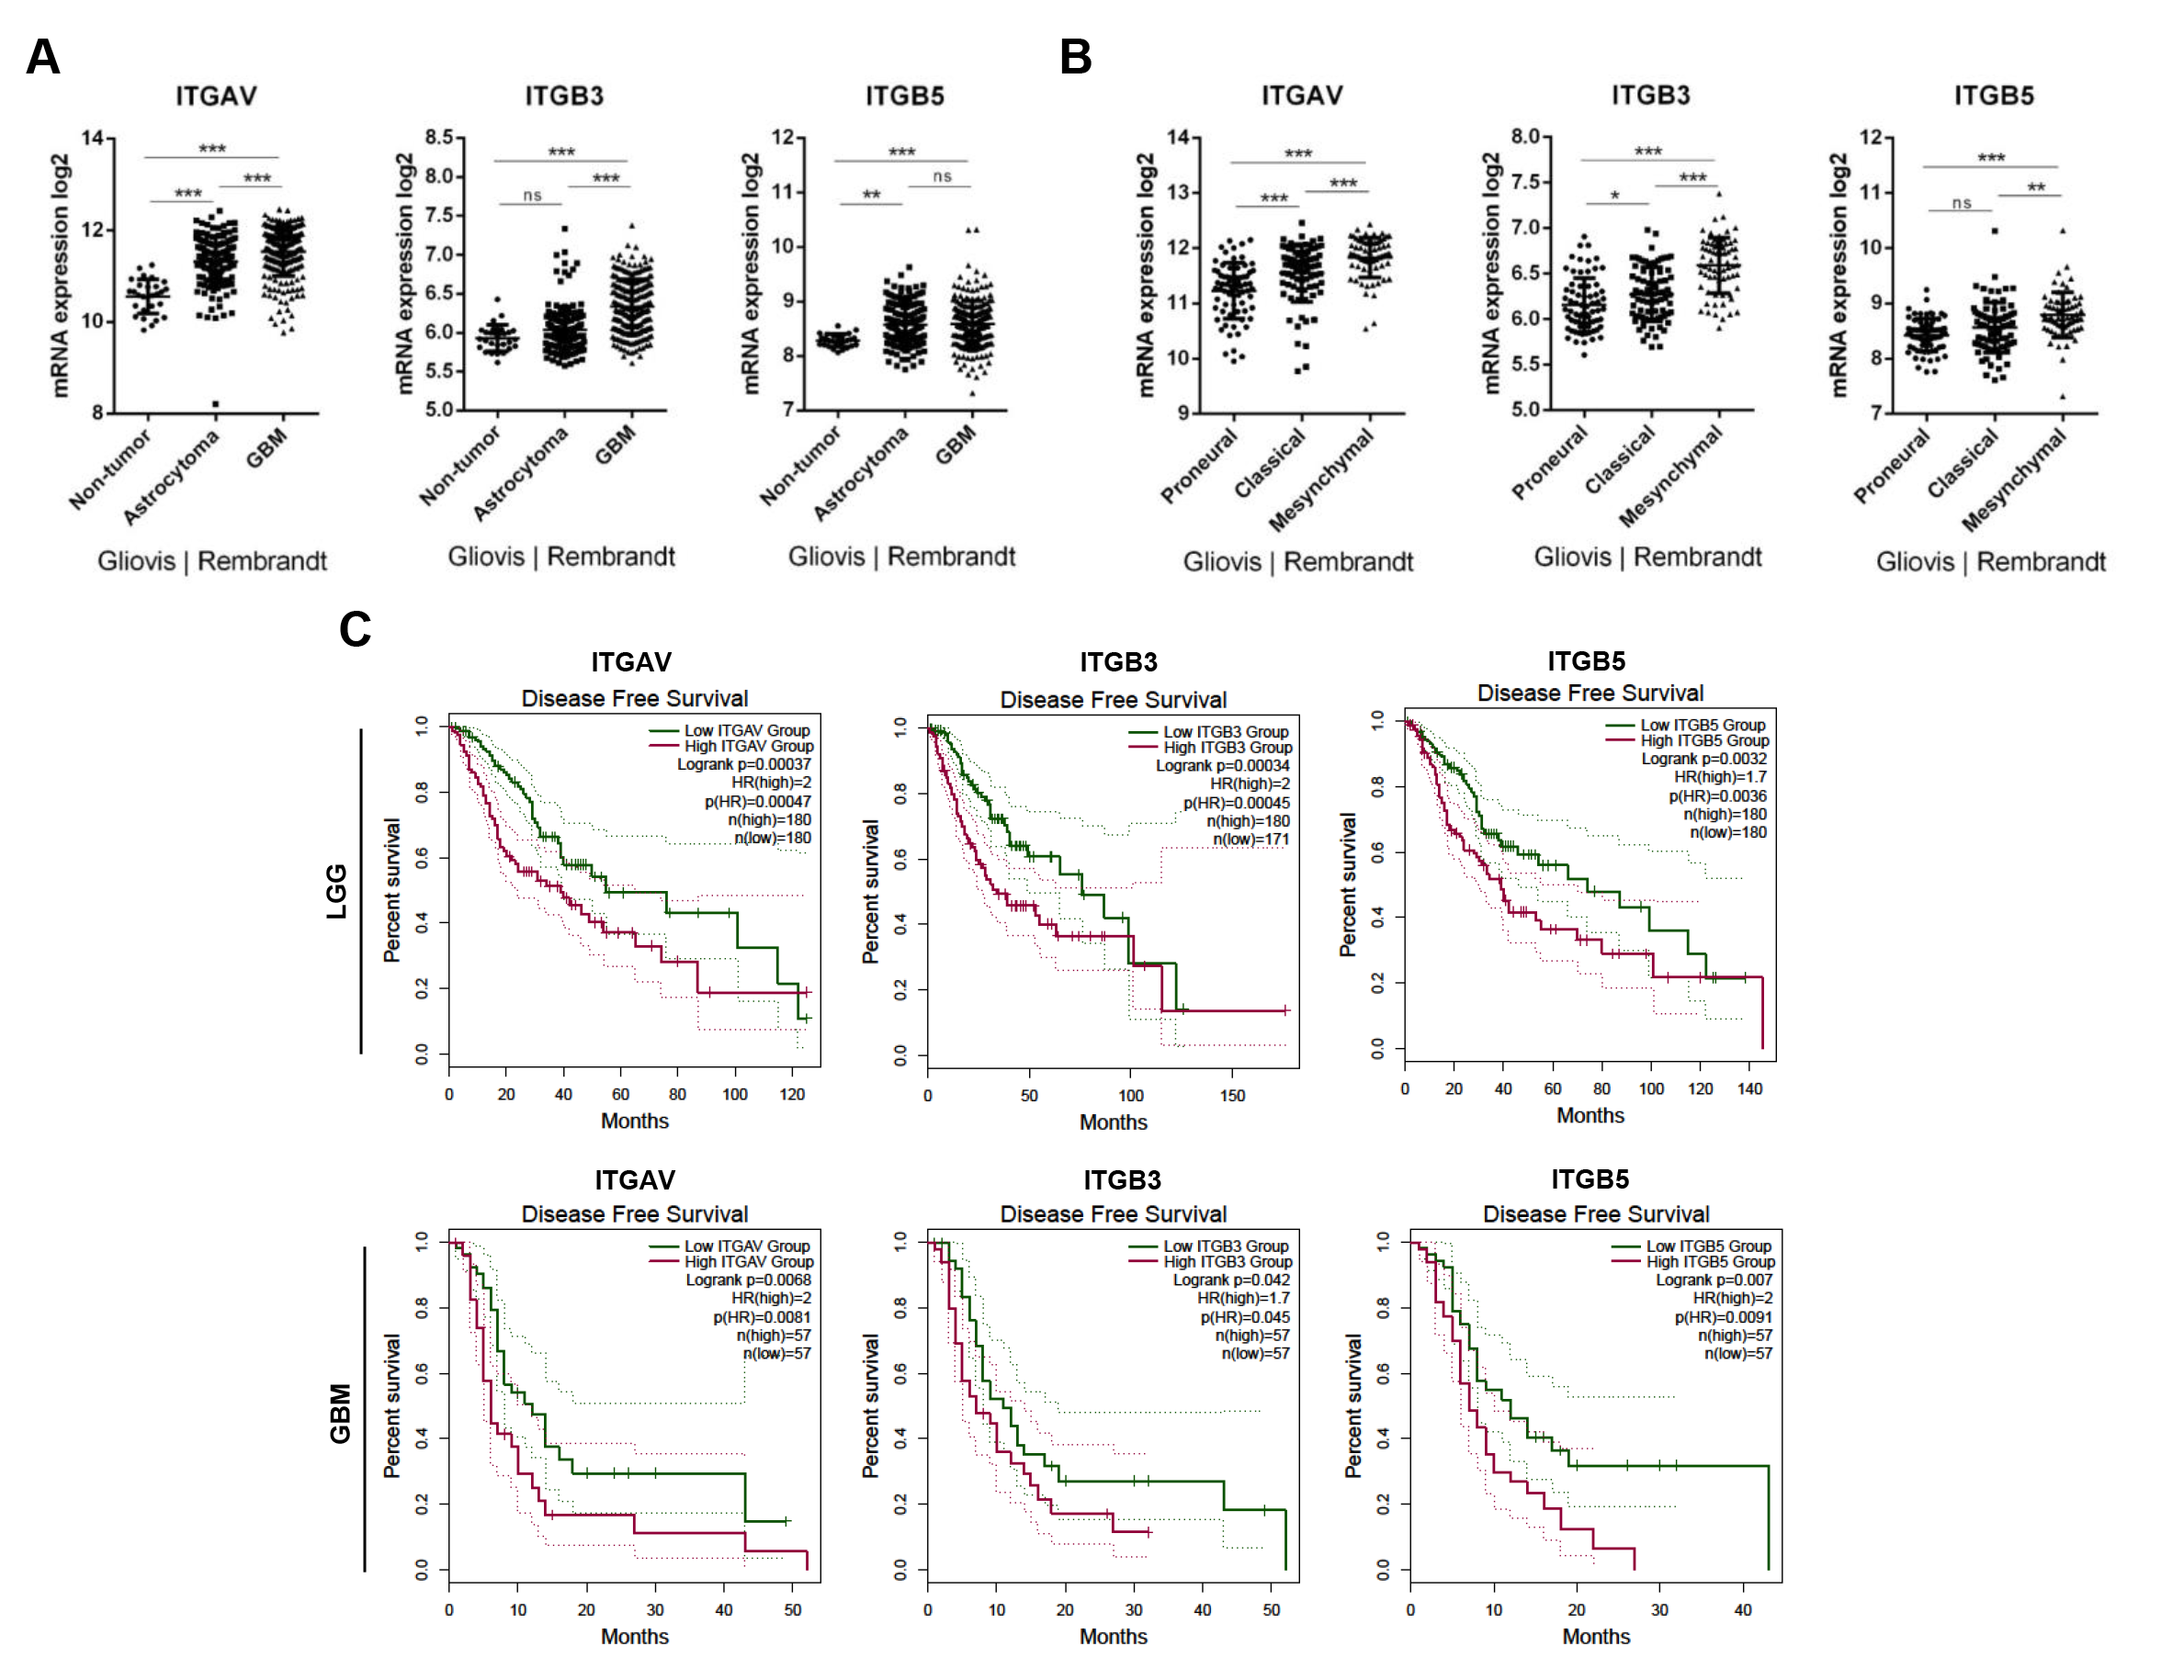

**Fig. S1. RGD-motif binding integrins in human glioma samples.** (A,B) Gene expression data from Rembrandt database extracted using the Gliovis portal (doi: [10.1093/neuonc/now247](https://doi.org/10.1093%2Fneuonc%2Fnow247)). (C) Kaplan-Meier curves generated using GEPIA 2 (Gene expression Profiling Interactive Analysis) showing disease free survival of low-grade glioma (LGG, upper panel) and GBM (lower panel) patients with high (in purple) and low (in green) expression status of integrin genes. Samples were grouped with cutoff-high 65% and cutoff-low 35%; dotted line depicts 95% CI.

**Supplementary Fig. 2**

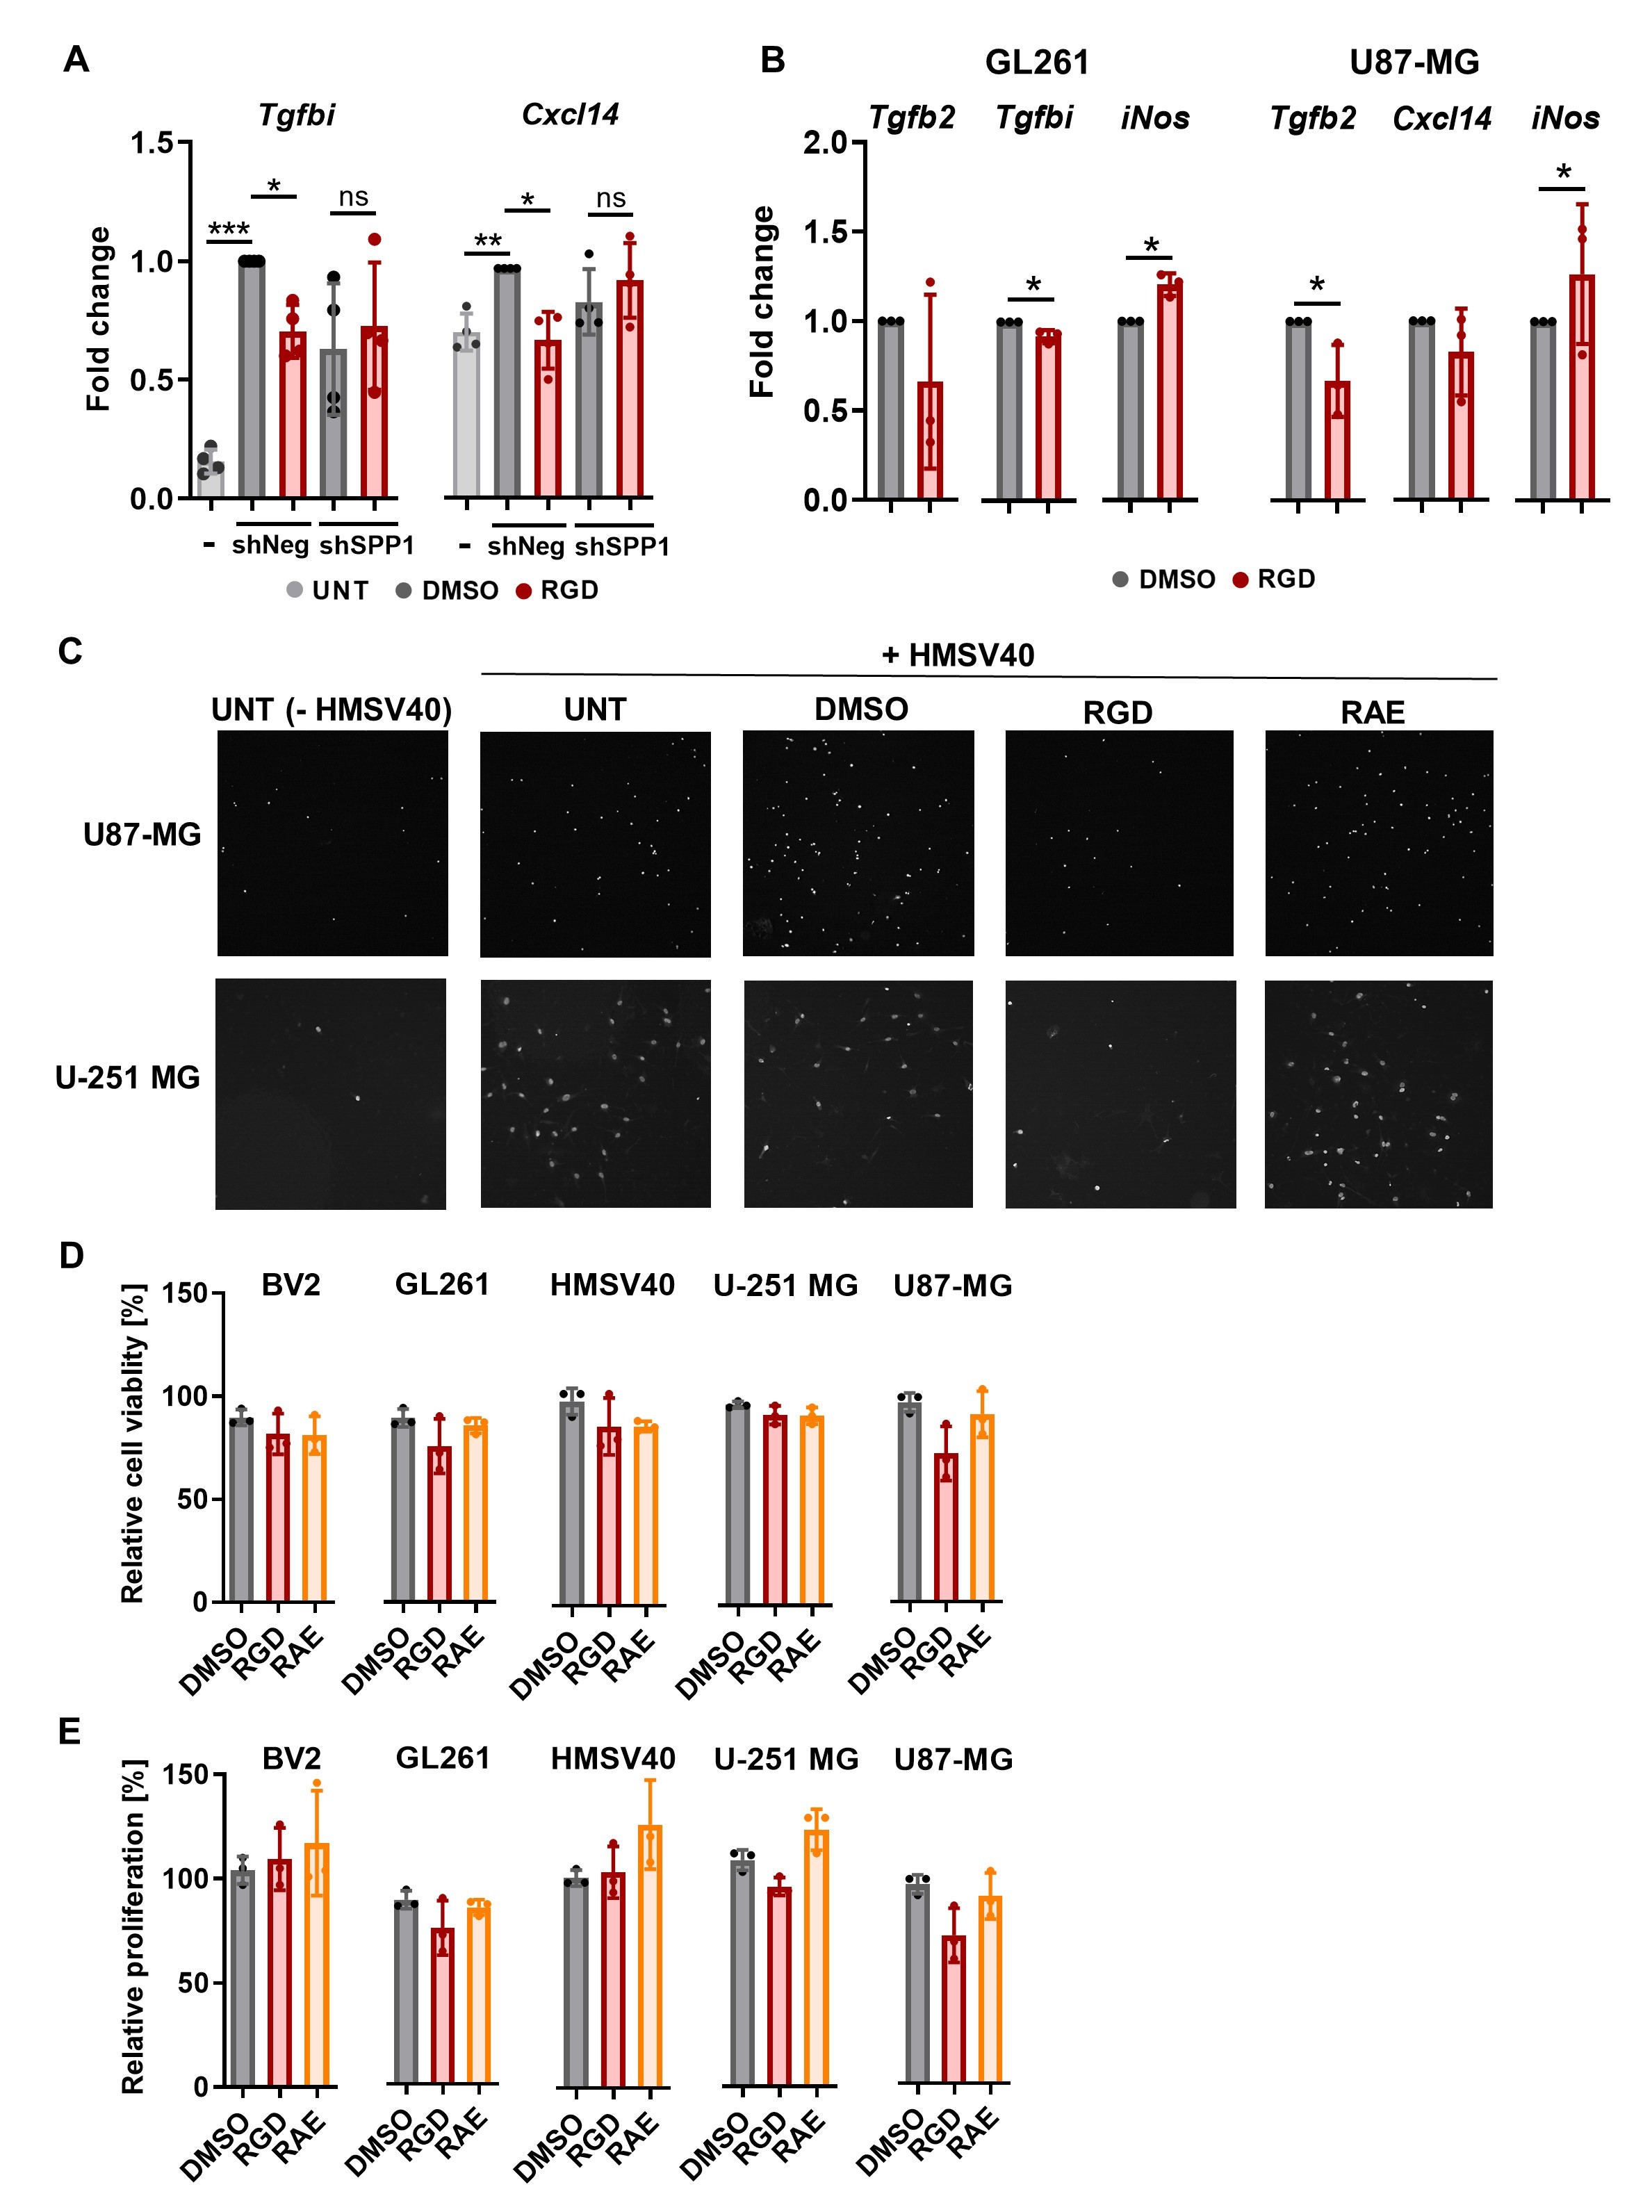

**Fig. S2. The 7aaRGD peptide blocks gene expression and tumor cell invasion in microglia-glioma co-cultures and does not affect cell viability and proliferation.**  (A) qPCR analysis assessing the effect of 7aaRGD (100 µM) in primary mouse microglia co-cultured for 6h with U87 MG glioma cells stably transfected with either shNeg (non-targeting shRNA) or SPP1-targeting shRNA. (B) qPCR analysis assessing the effect of 7aaRGD (100 µM) in BV2 microglia co-cultured for 6h with GL261 and U87 MG glioma cells. (C) Matrigel invasion assay. Glioma cell invasion in the absence or presence of microglia was analysed after 18 h of co-culture. Representative images of the DAPI-stained nuclei of invading U87MG and U251 cells in co-culture with HMSV40 microglia; the cells were untreated (UNT) and treated with solvent (DMSO, 0.2%) or 100 µM 7aaRGD or 7aaRAE peptides. (D-E) The effects of 7aaRGD (RGD) and 7aaRAE (RAE) peptides on cell viability (D) and proliferation (E) of BV2, GL261, HMSV40, U251-MG and U87-MG cells were determined by MTT metabolism and BrdU incorporation tests. Cell viability and proliferation of untreated cells was set as 100%; n=3.

**Supplementary Fig. 3**

**Fig. S3. Stability and biodistribution of the 7aaRGD peptide delivered in osmotic pumps** (A) In-body location and mode of action of osmotic micropumps. (B) Stability of the 7aaRGD peptide dissolved in water and incubated in osmotic pumps for 1, 7 and 14 days at 37°C was analyzed using HPLC combined with mass spectrometry. Left: Overlaid chromatograms collected for the peptide samples (1 day – black, 7 days – purple and 14 days – blue line). The peak at ~14 min retention time (RT) corresponds to the 7aaRGD peptide, as confirmed by MS analysis. The spectrogram obtained for the peak at RT ~14 min shows a visible peak [M+H]^+^ at 877.459 Da, corresponding to the analyzed peptide. Right: Relative 7aaRGD peptide stability calculated from the measured areas under the peak. (C) Biodistribution of FITC-labeled 7aaRGD (FITC-RGD) peptide (green) delivered intratumorally via osmotic pumps to GL261wt tumor-bearing mice. Representative images of the brain section (the ipsilateral hemisphere) at day 14 DPI; the tumor area depicted with a dashed line.

**Supplementary Fig. 4**

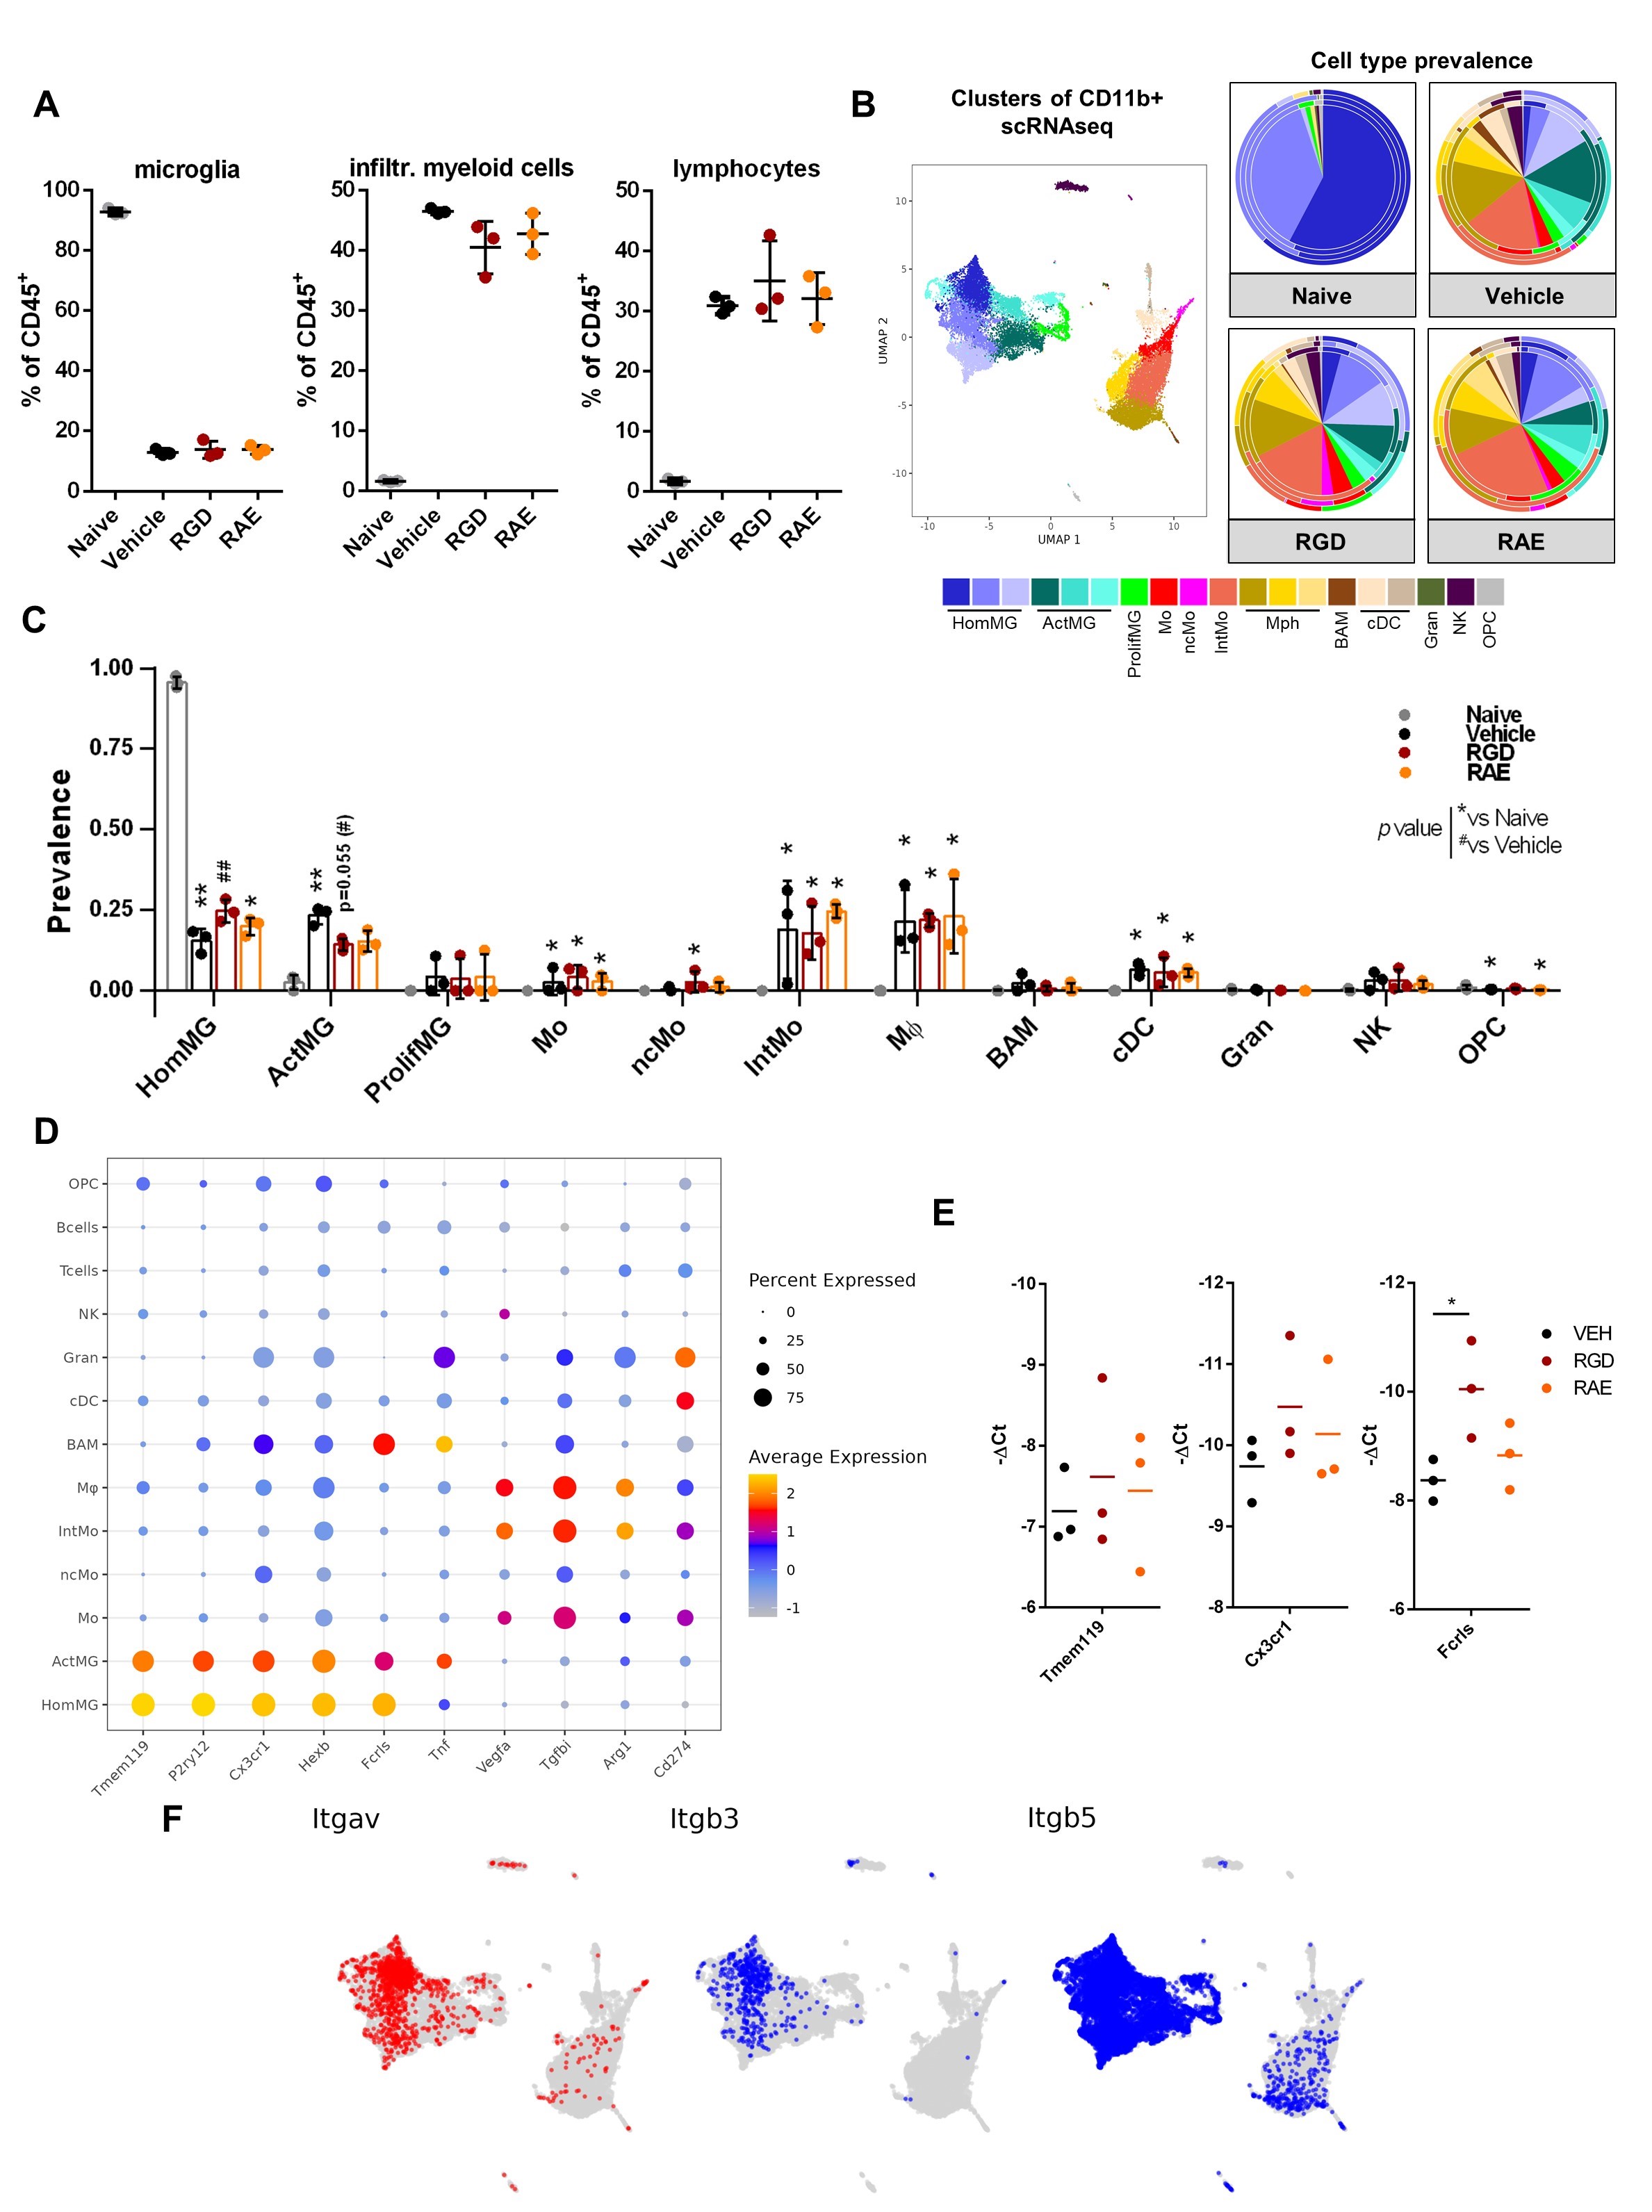

**Fig. S4. Profiles of myeloid cells in the brain of 7aaRGD-treated GL261 glioma-bearing mice.** (A) Percentages of microglia (CD11b^+^CD45^low^), infiltrating myeloid cells (CD11b^+^CD45^high^) and lymphocyte-enriched population (CD11b^-^CD45^high^) among immune cells isolated from vehicle (H_2_O) and peptide-treated glioma-bearing mice at 21 DPI. Naive mice were used as a reference. (B, C) Cell type prevalence inferred by deconvolution of bulk RNA-seq data of sorted brain CD11b^+^ cells. Deconvolution was based on transcriptomic signatures of different brain myeloid cell clusters (B, left panel) identified using CITE-seq in the same glioma model (*32*). Predicted cell type abundance is presented on pie-charts (B, right panel) with average values in the centre and cell prevalence in each repetition indicated on the external rims. Bar plot (C) showing the prevalence of general cell types (values were pooled in case of multiple clusters per cell type) in each treatment condition. The signatures of activated microglia, intermediate monocytes, macrophages and classical dendritic cells are more abundant in CD11b^+^ cells isolated from the tumor-bearing brains in comparison to higher prevalence of homeostatic microglia in naïve mice. Bars represent the mean ± SD. (D) Dot plot showing the expression of selected genes in distinct clustered myeloid cell populations from naïve and tumor-bearing brains (the data set from (32). HomMG - homeostatic microglia, ActMG - activated microglia, ProlifMG - proliferating microglia, Mo - monocytes, ncMo - non-classical monocytes, IntMo - intermediate monocytes, Mφ - macrophages, BAM - border-associated macrophages, cDC - dendritic cells, Gran - granulocytes, NK - natural killer cells , OPC - oligodendrocyte progenitor cells. (E) qPCR analysis performed to validate changes in the canonical microglia markers in CD11b^+^ cells sorted from the tumor-bearing brains of vehicle- or 7aaRGD-treated mice. (F) Feature plots of CD11b⁺-sorted cells from glioma-bearing animals (scRNAseq clusters as in B) demonstrate the expression of integrin receptor subunits. Significance was assessed with One–Way ANOVA and Uncorrected Fisher’s LSD multiple comparison test; N=3; ***p < 0.001; **p < 0.01; *p < 0.05.

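In vehicle-treated tumor-bearing mice compared with naïve mice, the 15 markers of homeostatic microglia were all lower, with a median log2 fold change of -3.36 (camera adjusted p = 1.78e-05). The 15 markers of monocytes and macrophages were all higher, with a median of 5.54 (camera adjusted p = 3.74e-08). Of the 7 dendritic cell markers tested, 6 were higher, with a median of 0.74 (camera adjusted p = 0.0724).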

**Supplementary Fig. 5**

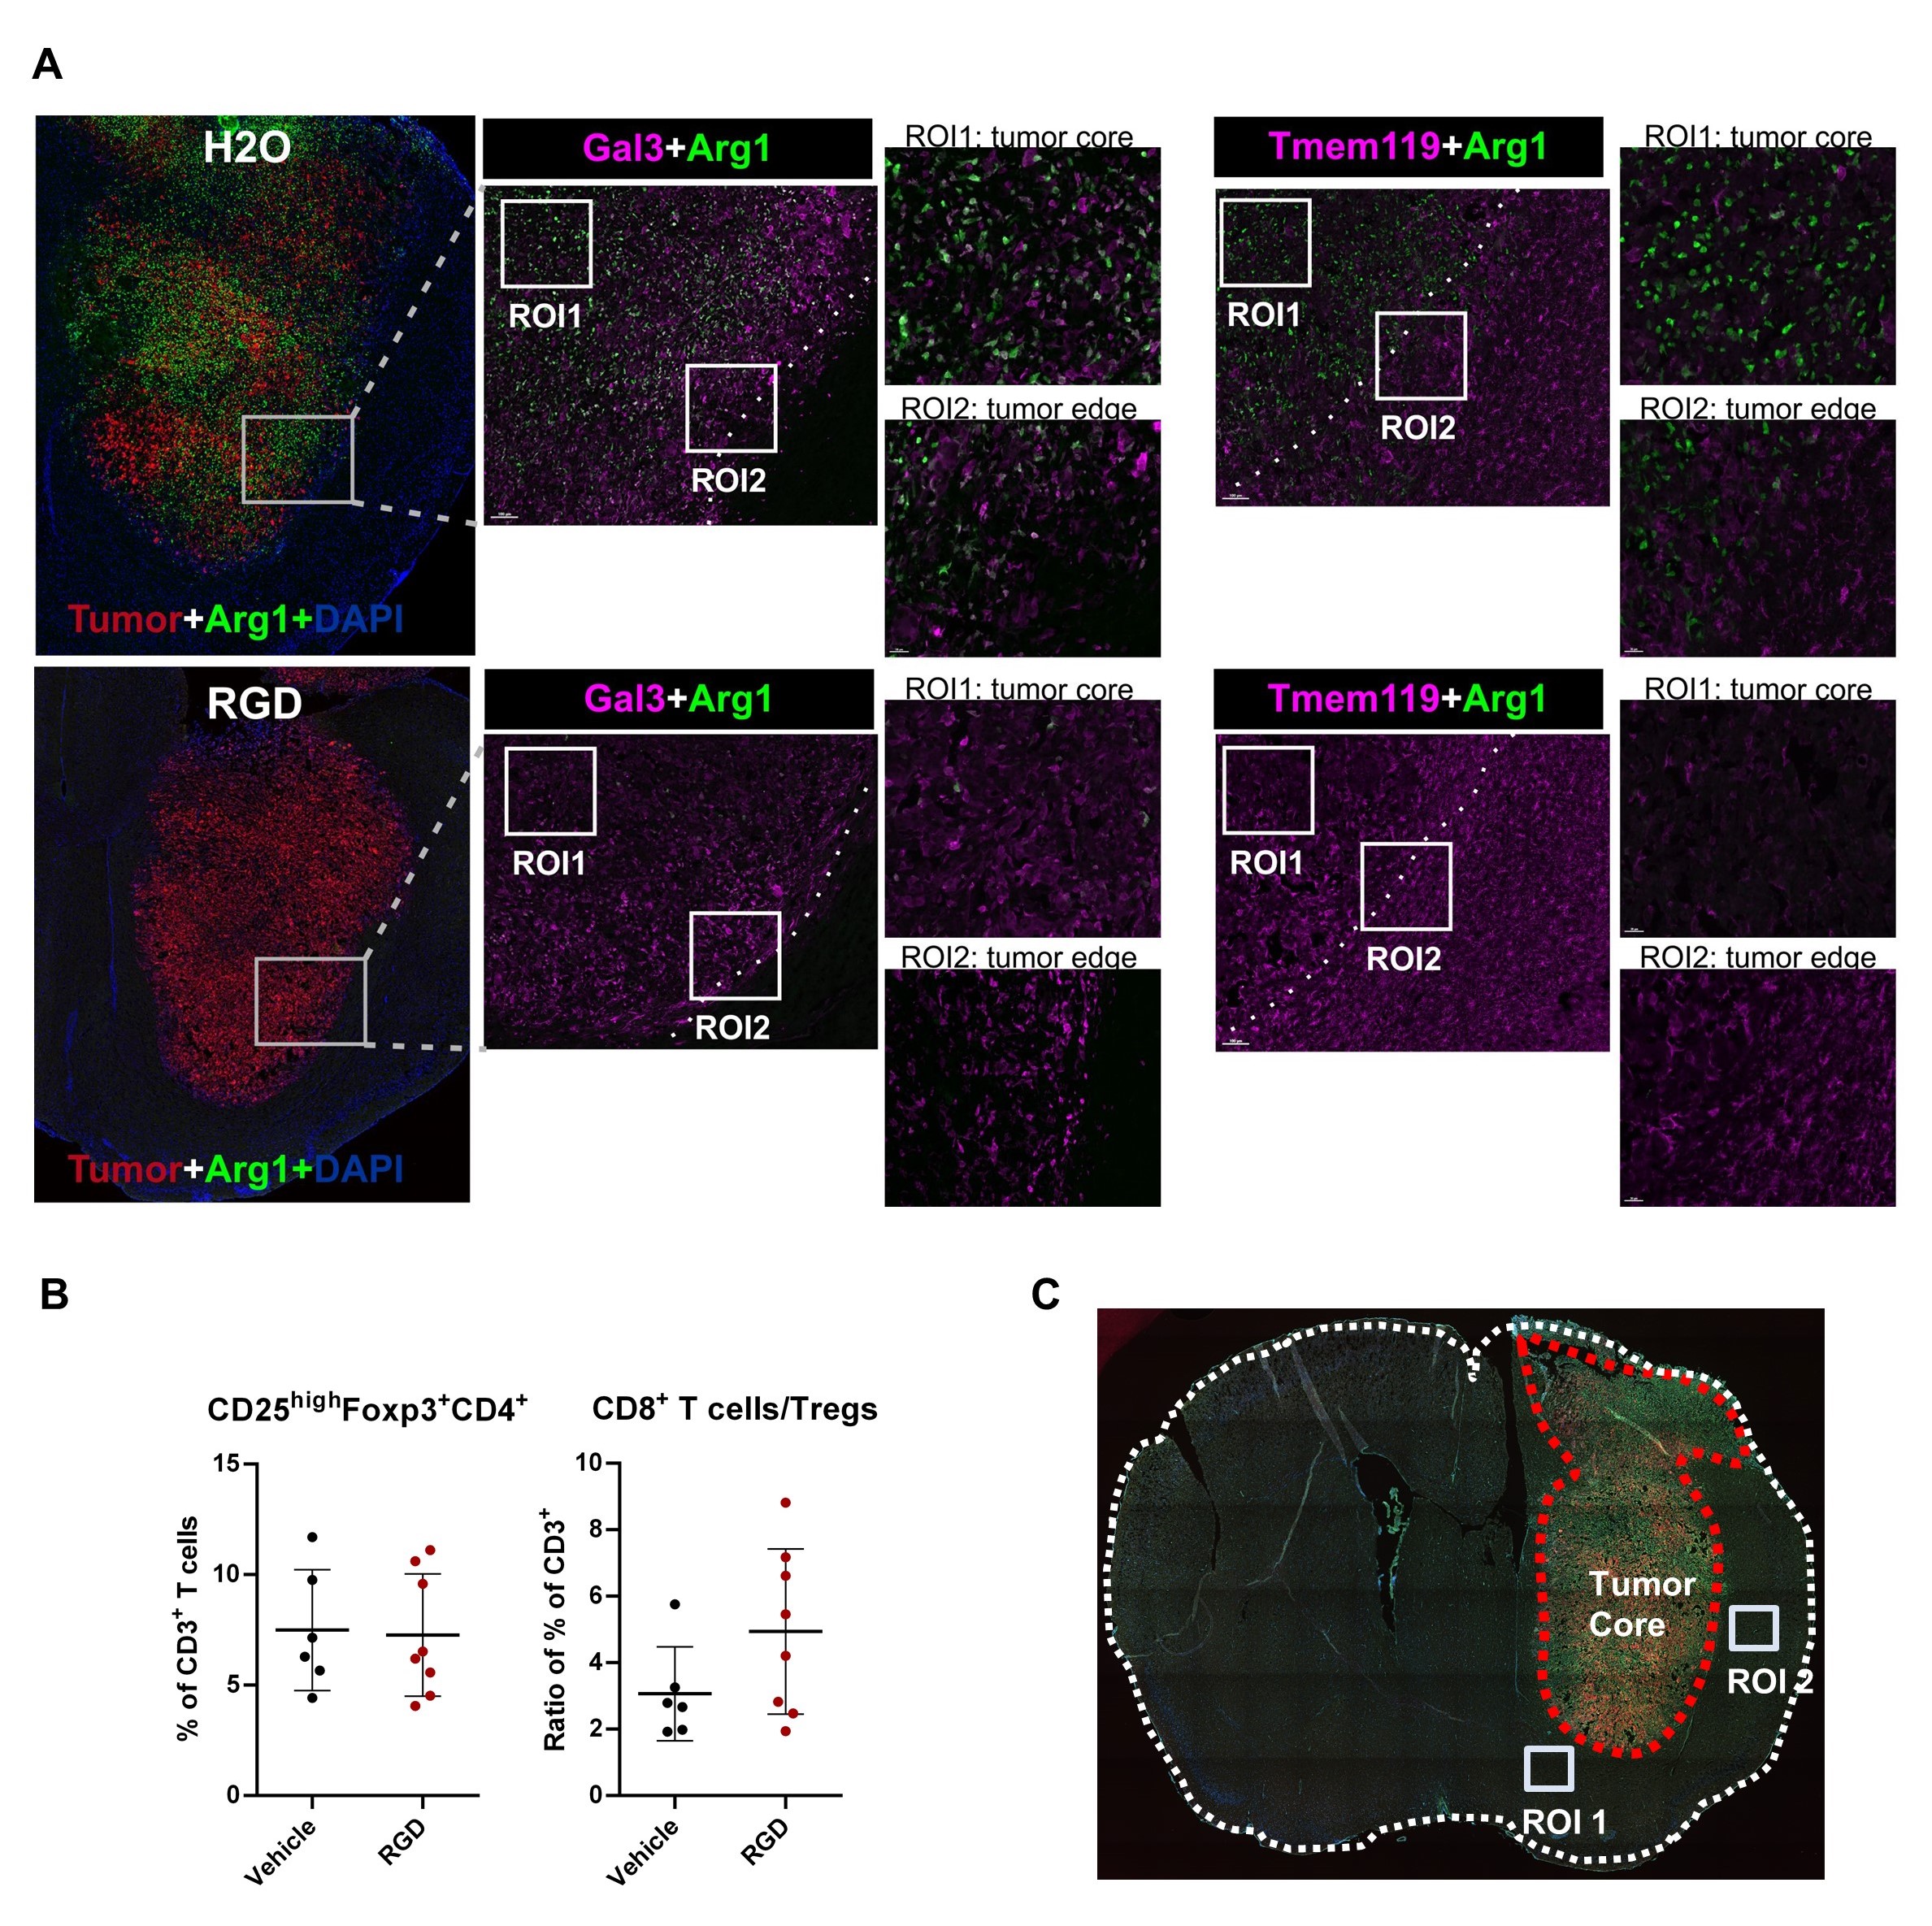

**Fig. S5. Impact of** **the intratumorally delivered 7aaRGD on the tumor microenvironment** (A) Representative images of glioma-bearing brains (at 21 DPI) stained with anti-Gal3 or anti-Tmem119 (in purple) and anti-Arg1 (in green) antibodies and co-stained with DAPI are shown. Regions of interest (ROI): ROI 1 – tumor core, ROI2 – tumor edge. The general overview pictures show the whole hemisphere with a tumor (GL261tdT^+^Luc^+^ cells in red, Arg1 in green). Note, Arg1^+^ cells are barely detectable in the 7aaRGD-treated group. (B) Percentages of Tregs (CD4^+^Foxp3^+^CD25^high^) and ratio of CD8^+^/Treg cells, isolated from tumor-bearing brains in the vehicle and 7aaRGD experimental groups (D) Regions Of Interest (ROI) for quantification of vessel density using lectin staining of the brain sections shown in Fig. 2.

**Supplementary Fig. 6**

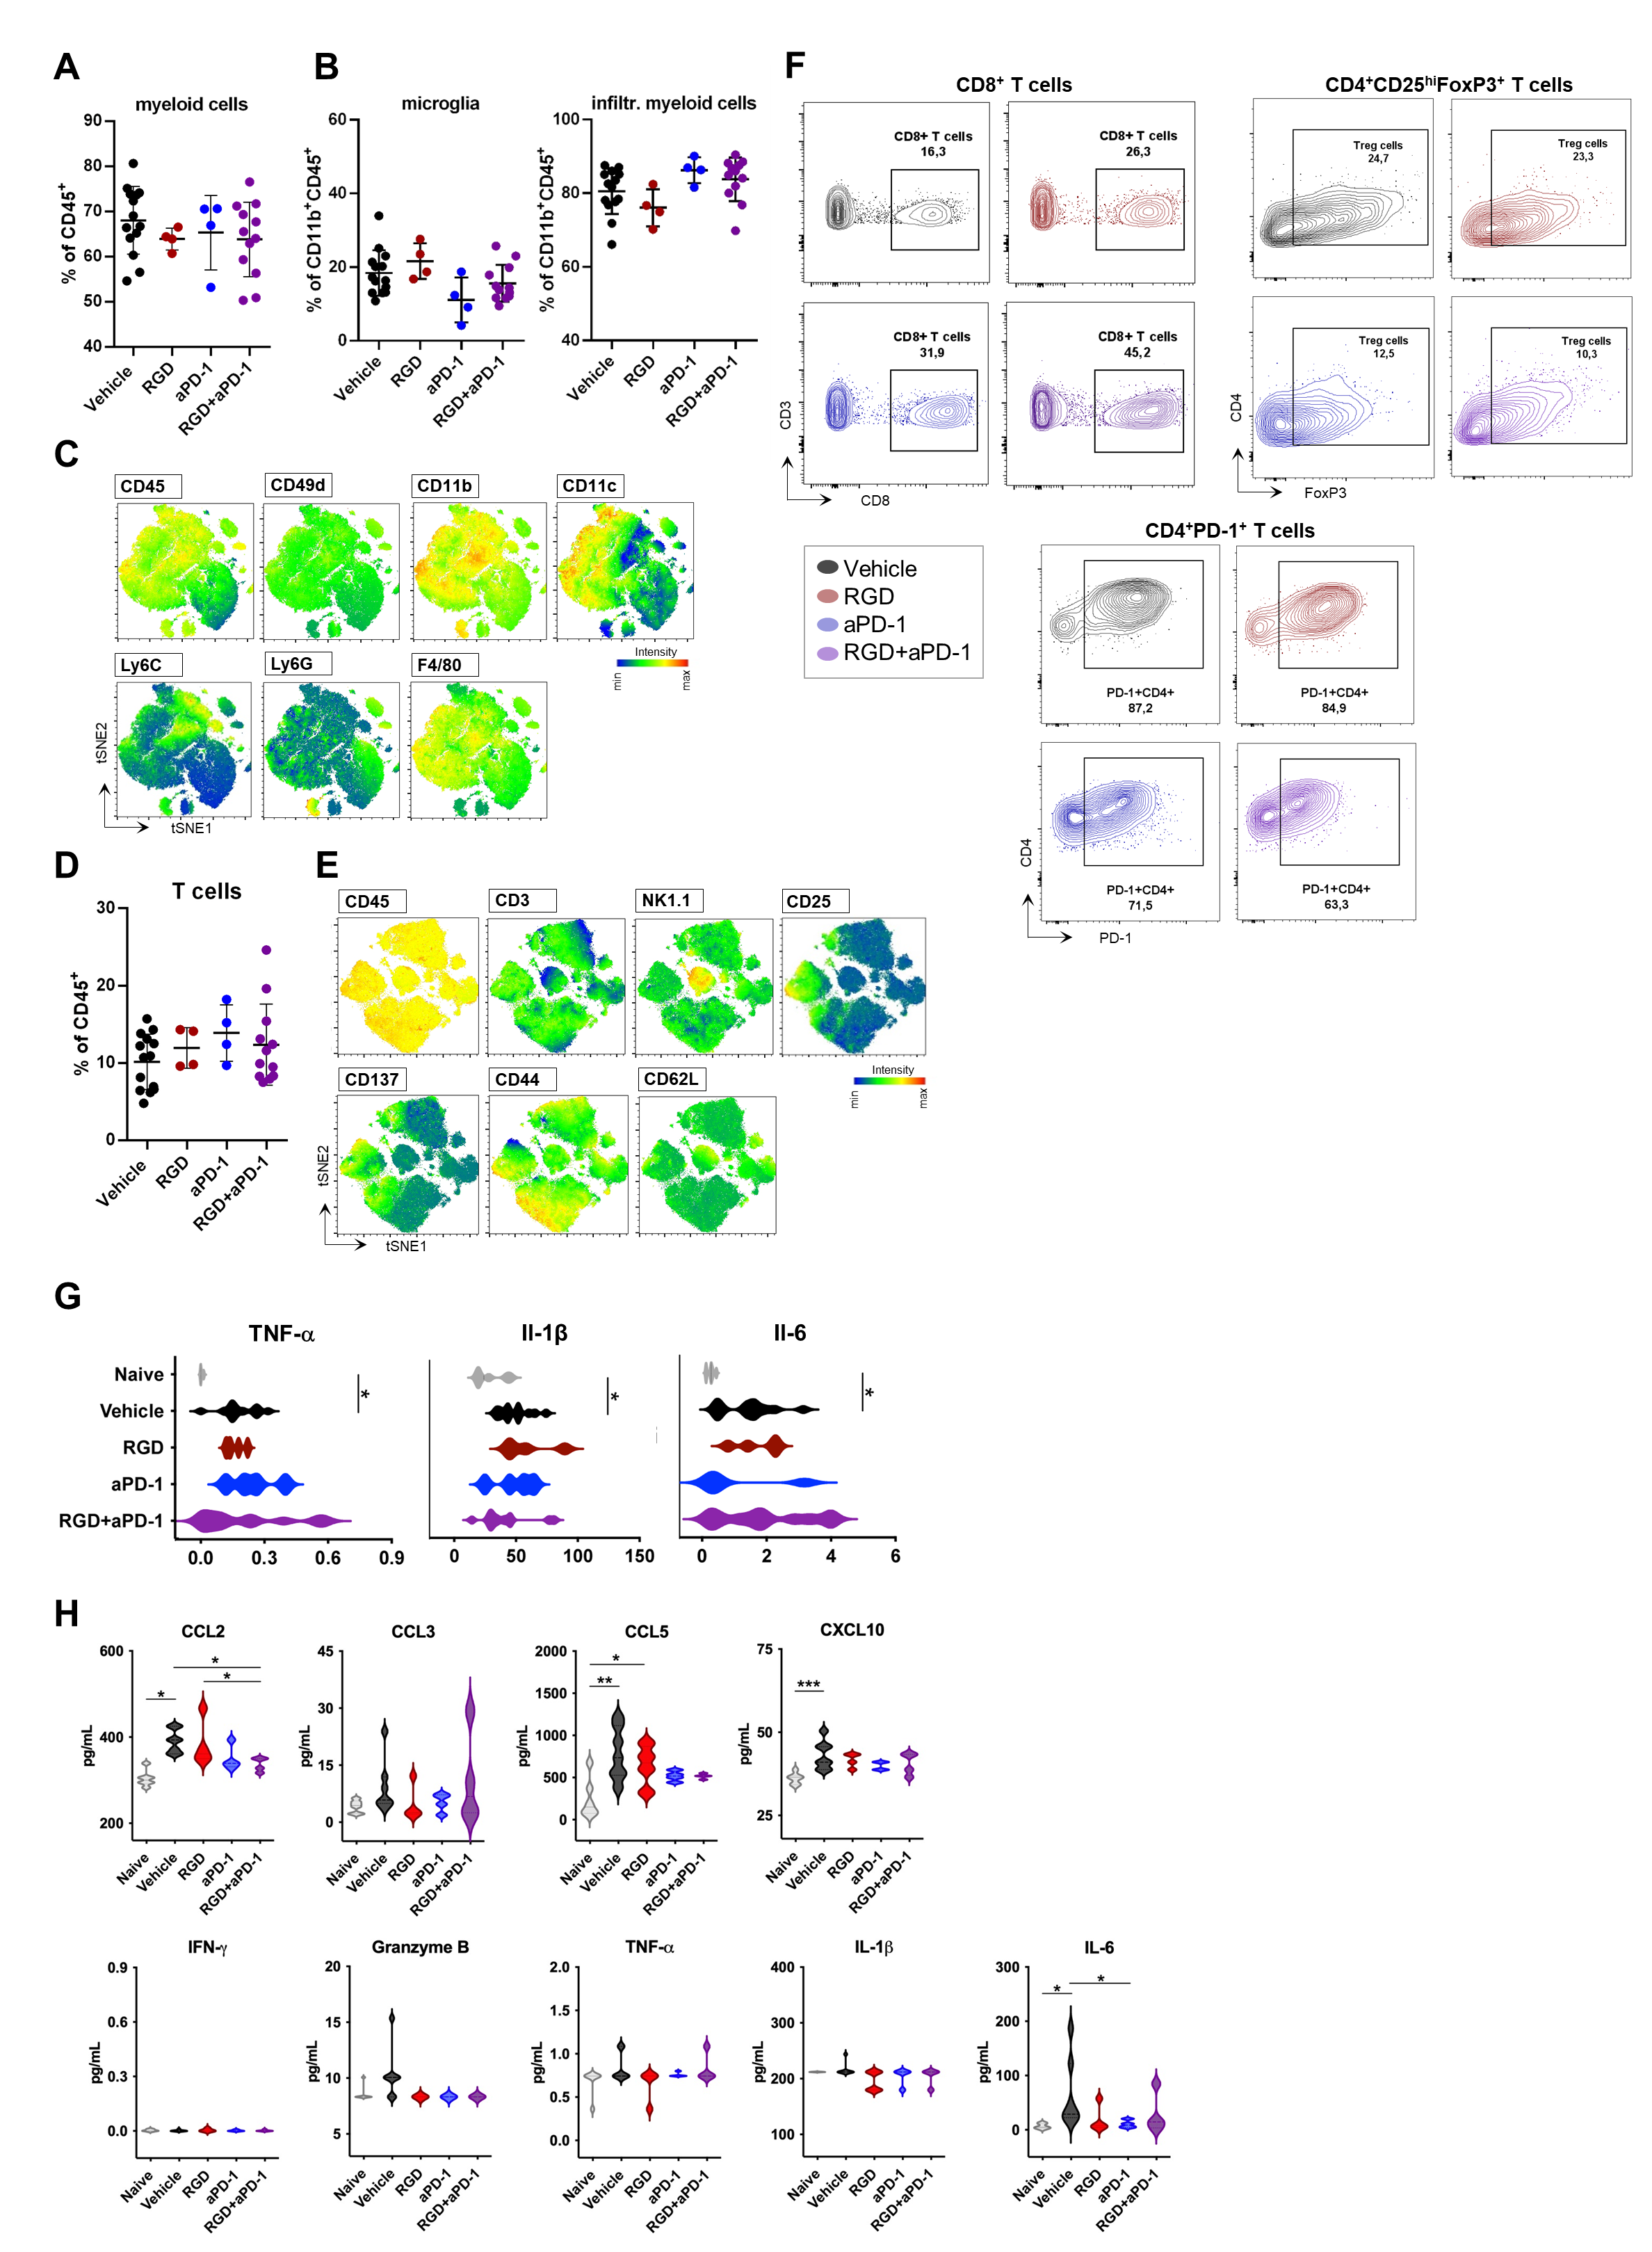

**Fig. S6. Characterization of the immune microenvironment of GL261 gliomas upon 7aaRGD or/and anti-PD-1 treatment.** Frequencies of: all CD11b+ myeloid cells (A), microglia (CD11b^+^CD45^low^) and infiltrating myeloid cells (CD11b^+^CD45^high^) (B), and CD3^+^ T cells (D) in the glioma-bearing brain at 28 DPI upon a specific treatment. (C,E) Graphical visualization of the immune microenvironment using tSNE plots. Unsupervised tSNE clustering of CD45^+^CD11b^+^ isolated from brains of naive mice, Vehicle, 7aaRGD (RGD), anti-PD-1 (aPD1) and RGD+aPD-1 treated glioma-bearing mice. In each group, 40,000 cells were clustered, equal number from each replicate (obtained by down-sampling in FlowJo). tSNE plots depicting distribution of the markers discriminating myeloid subpopulations within CD11b^+^CD45^+^ cells (C) and lymphoid subpopulations within CD11b^-^CD45^+^(E) are presented. (F) Representative contour-plots supporting flow cytometry data from Fig. 4C. (G-H) The levels of pro/anti-inflammatory cytokines were determined in brain homogenates (G) and sera (H) of naive and treated mice at 28 DPI using a multiplexed Luminex bead-based assay. Violin plots show the levels of tested cytokines in pg/mg of total protein in homogenates and in pg/ml in sera. Significance was assessed with One–Way ANOVA and Uncorrected Fisher’s LSD multiple comparison test; N=4-12; ***p < 0.001; **p < 0.01; *p < 0.05.

**Supplementary Fig. 7**

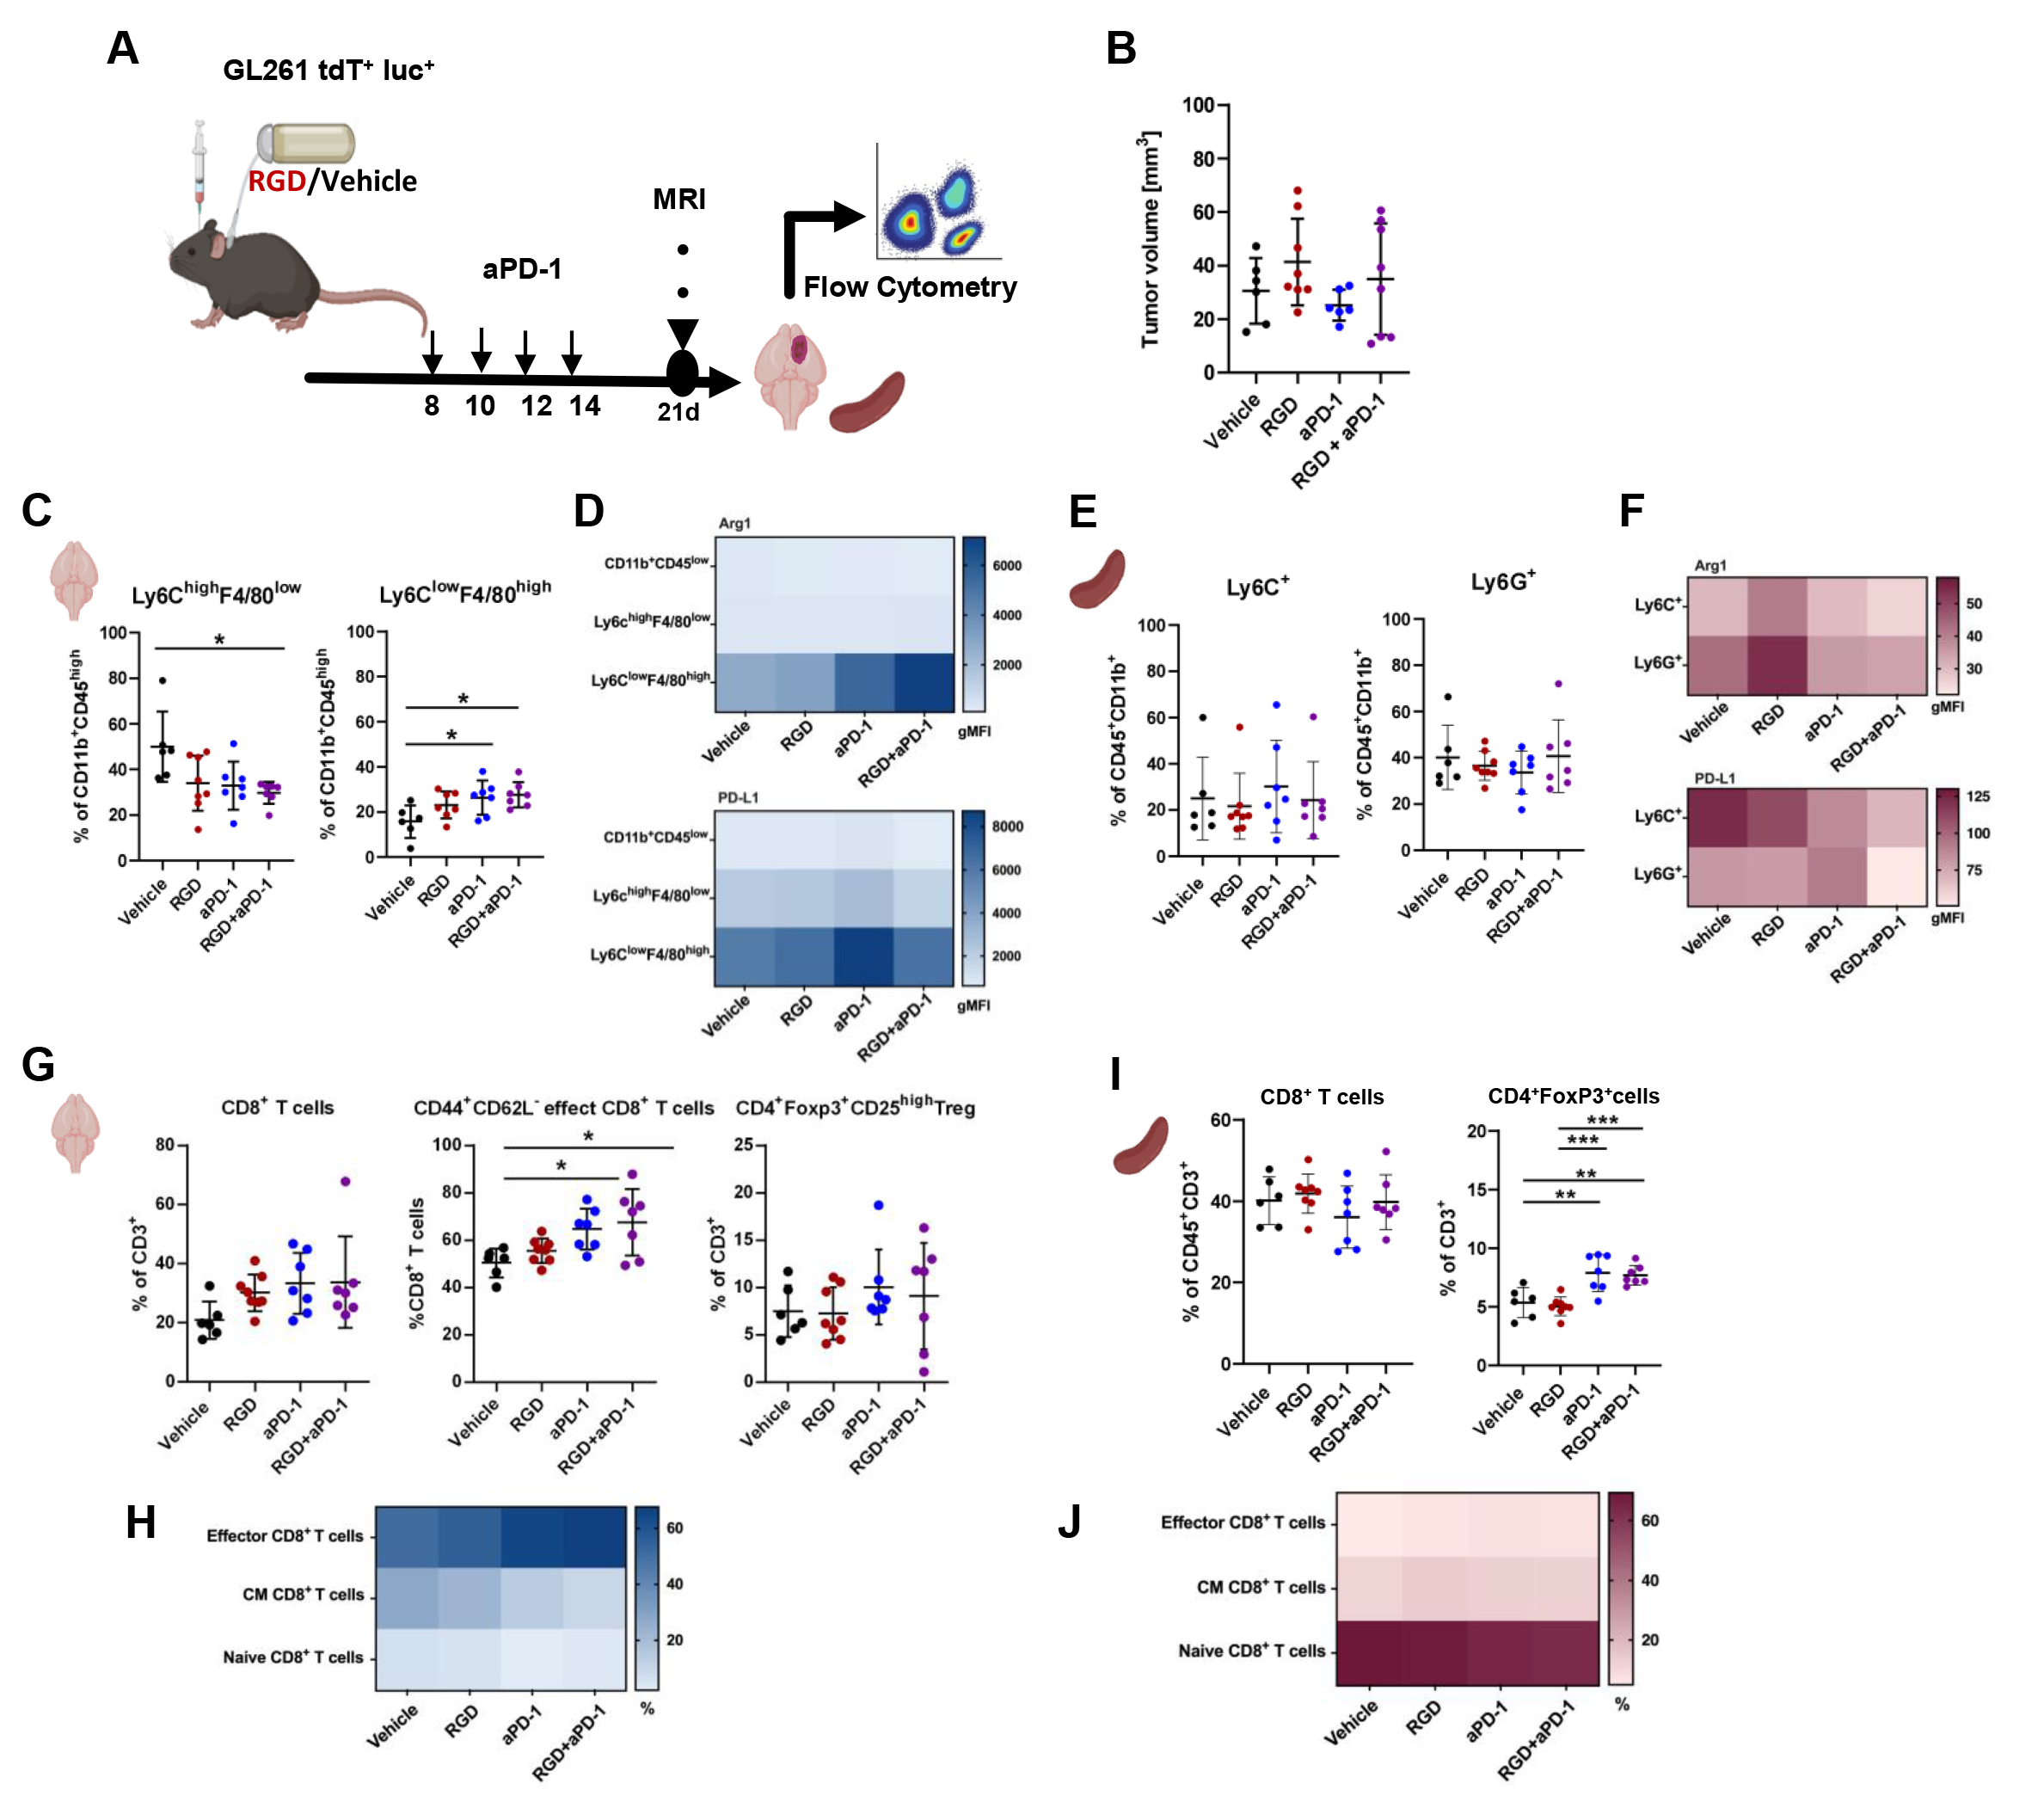

**Fig. S7. Immune cells phenotyping in glioma TME and spleens at 21 DPI in tumor-bearing mice upon administration of 7aaRGD+anti-PD-1**. (A) Experimental scheme depicting treatments and procedures. Mice were implanted with GL261 tdTomato+luc+ glioma cells and received water (Vehicle) or the 7aaRGD (RGD) peptide via osmotic pumps and anti-PD-1 antibody (aPD-1, 10 mg/kg) or control IgG by i.p. injection at 8, 10, 12 and 14 DPI. (B) Quantification of tumor volume MRI at 21 DPI in mice; mean ±SD is presented; n=6-8 per group. At 21 DPI animals were perfused, tumor-bearing brains and spleens were removed and processed to isolate myeloid (C-F) and lymphoid cells (G-J) by FACS. Percentages of monocytes (Ly6C^high^F4/80^low^), and tumor associated macrophages (Ly6C^low^F4/80^high^) in the brains (C) and monocytes (Ly6C^+^) and granulocytes (Ly6G^+^) in the spleens (E) were evaluated. Heatmaps show levels (gMFI) of Arg1 and PD-L1 in these populations in the brains (D) and the spleens (F). (G,I) Percentages of CD8^+^ T cells (CD8^+^CD4^-^), effector CD8^+^ T cells (CD8^+^CD44^+^CD62L^-^) and Treg cells (CD4^+^Foxp3^+^CD25^high^) in the brains (G) and the spleens (I). Heatmaps shows percentages of Ki67^+^ cells among effector (CD44^+^CD62L^-^), central memory (CM; CD44^+^CD62L^+^) and naïve (CD44^-^CD62L^+^) CD8^+^ T cells in the brains (H) and the spleens (J). Statistical significance of differences between groups was assessed with One-Way ANOVA followed by Tukey’s multiple comparison test. p-Values were considered as significant when **p < 0.01; *p < 0.05.

**Supplementary Fig. 8**

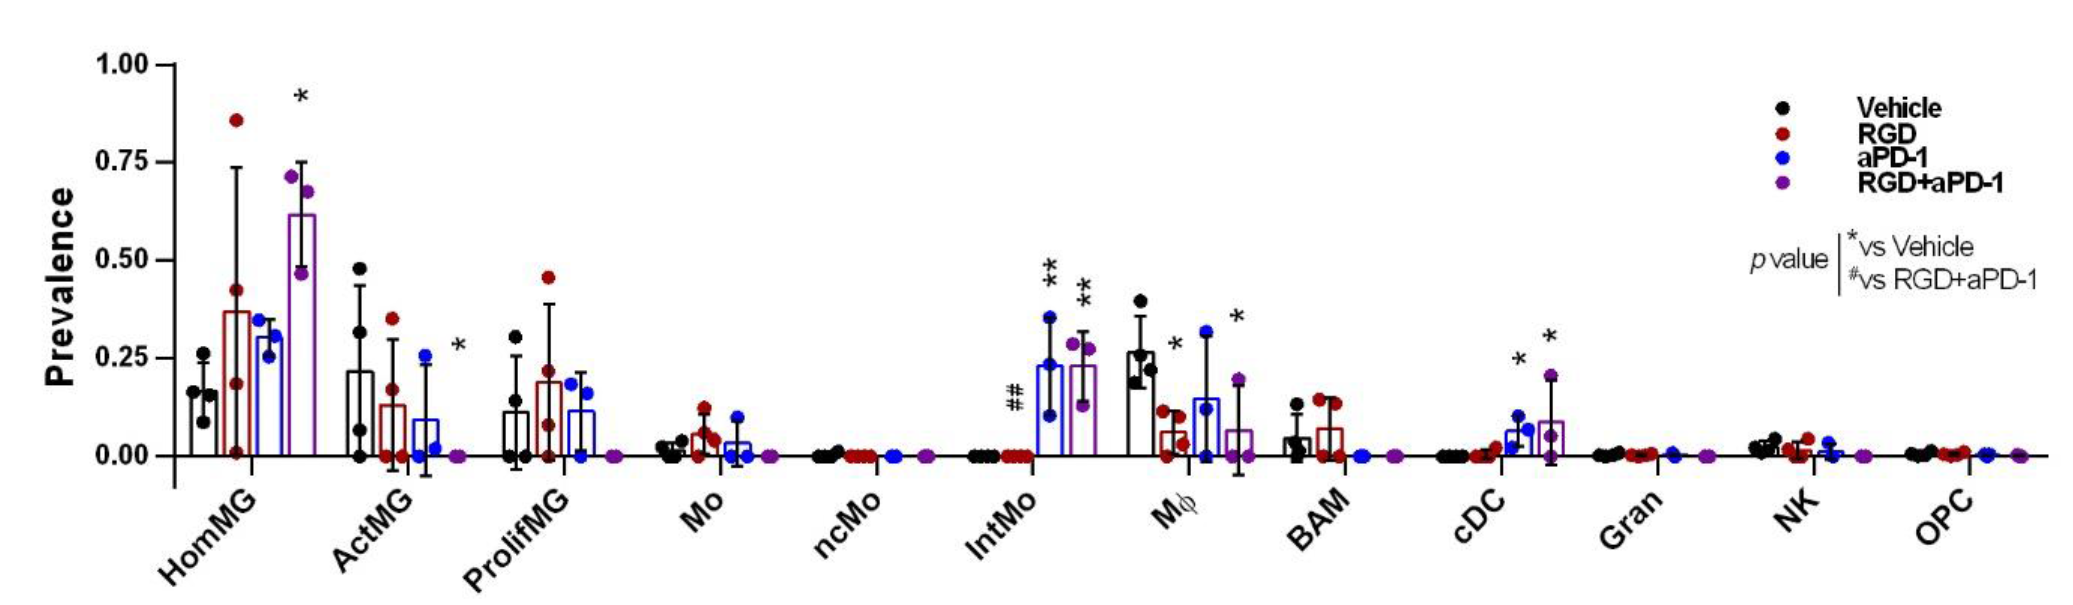

**Fig. S8. Myeloid cell profiles in the brains of 7aaRGD-, anti-PD-1 and 7aaRGD+anti-PD-1-treated GL261 glioma-bearing mice.** Cell type prevalence inferred from deconvolution of bulk RNA-seq data of CD11b^+^ cells sorted from the brains of GL261 glioma-bearing mice at 28 DPI. Deconvolution was based on transcriptomic signatures of brain myeloid cell clusters (as in Fig. S4). Bar plot showing the prevalence of general cell types (values were pooled in case of multiple clusters per cell type) in each treatment condition. Bars represent the mean ± SD. For cell type description see Fig. S4. Significance was assessed with One–Way ANOVA and Uncorrected Fisher’s LSD multiple comparison test; N=3; ***p < 0.001; **p < 0.01; *p < 0.05.

**Supplementary Fig. 9**

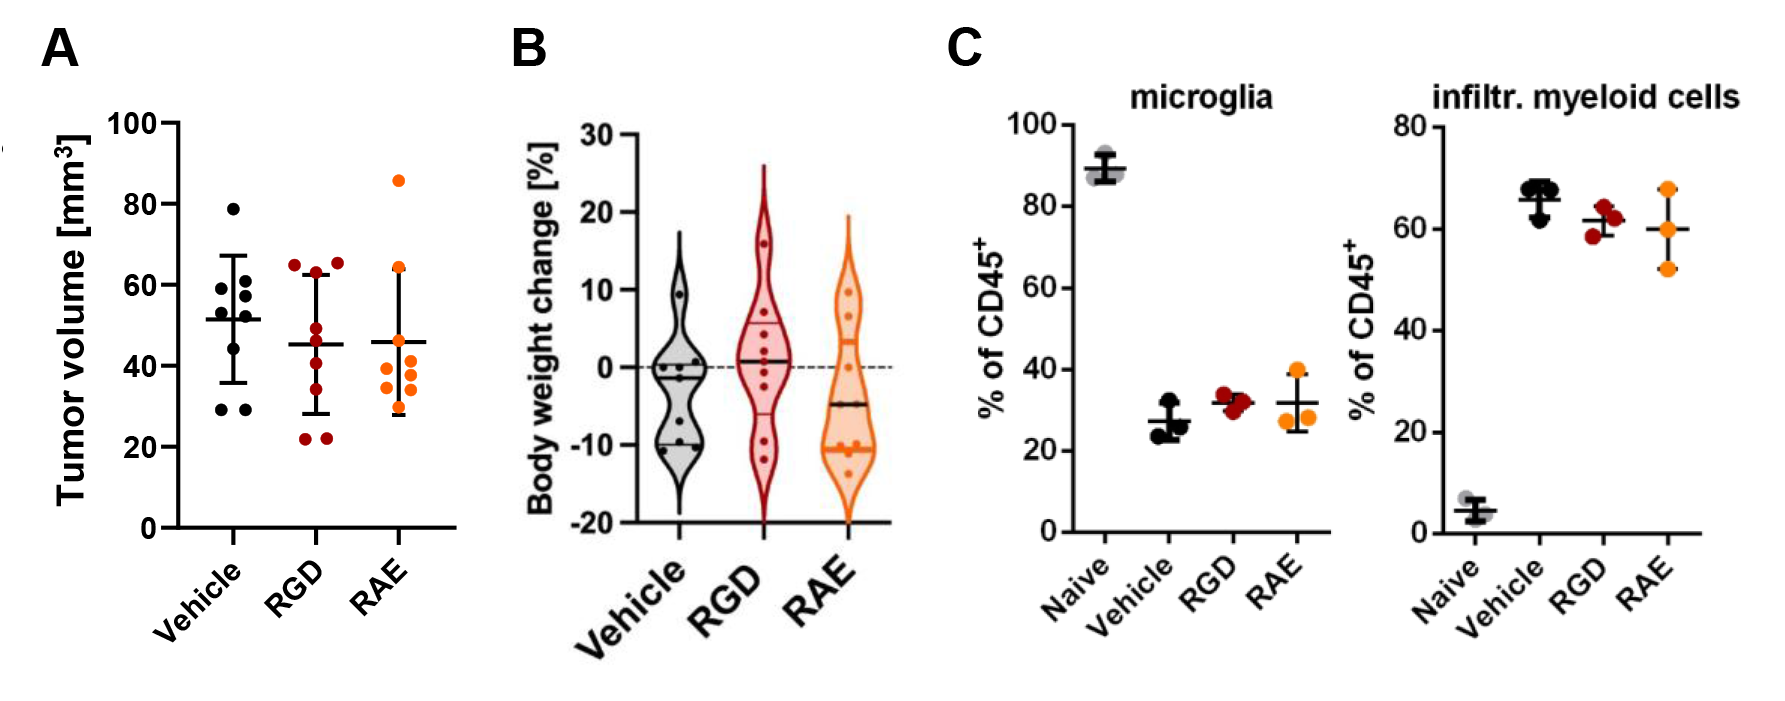

**Fig. S9. The response to 7aaRGD-treatment in U87MG-RFP+ glioma-bearing mice.** Athymic Nude-Foxn1nu mice were orthotopically implanted with U87MG-RFP^+^ human glioma cells and received H_2_O (Vehicle), 7aaRGD or control peptide 7aaRAE (RAE) via osmotic pumps. (A) Tumor volume was measured by MRI at 21 DPI. (B) Body mass of recipient mice (change from day 0 to21 DPI) in Vehicle and treated groups; n=9; the line is plotted at the mean. (C) Frequencies of microglia (CD11b^+^CD45^low^) and infiltrating myeloid cells (CD11b^+^CD45^high^) isolated from the brains of vehicle (H_2_O) and peptide-treated U87MG-RFP+ glioma-bearing mice at 21 DPI. Naive mice were used as a reference.

**Supplementary Fig. 10**

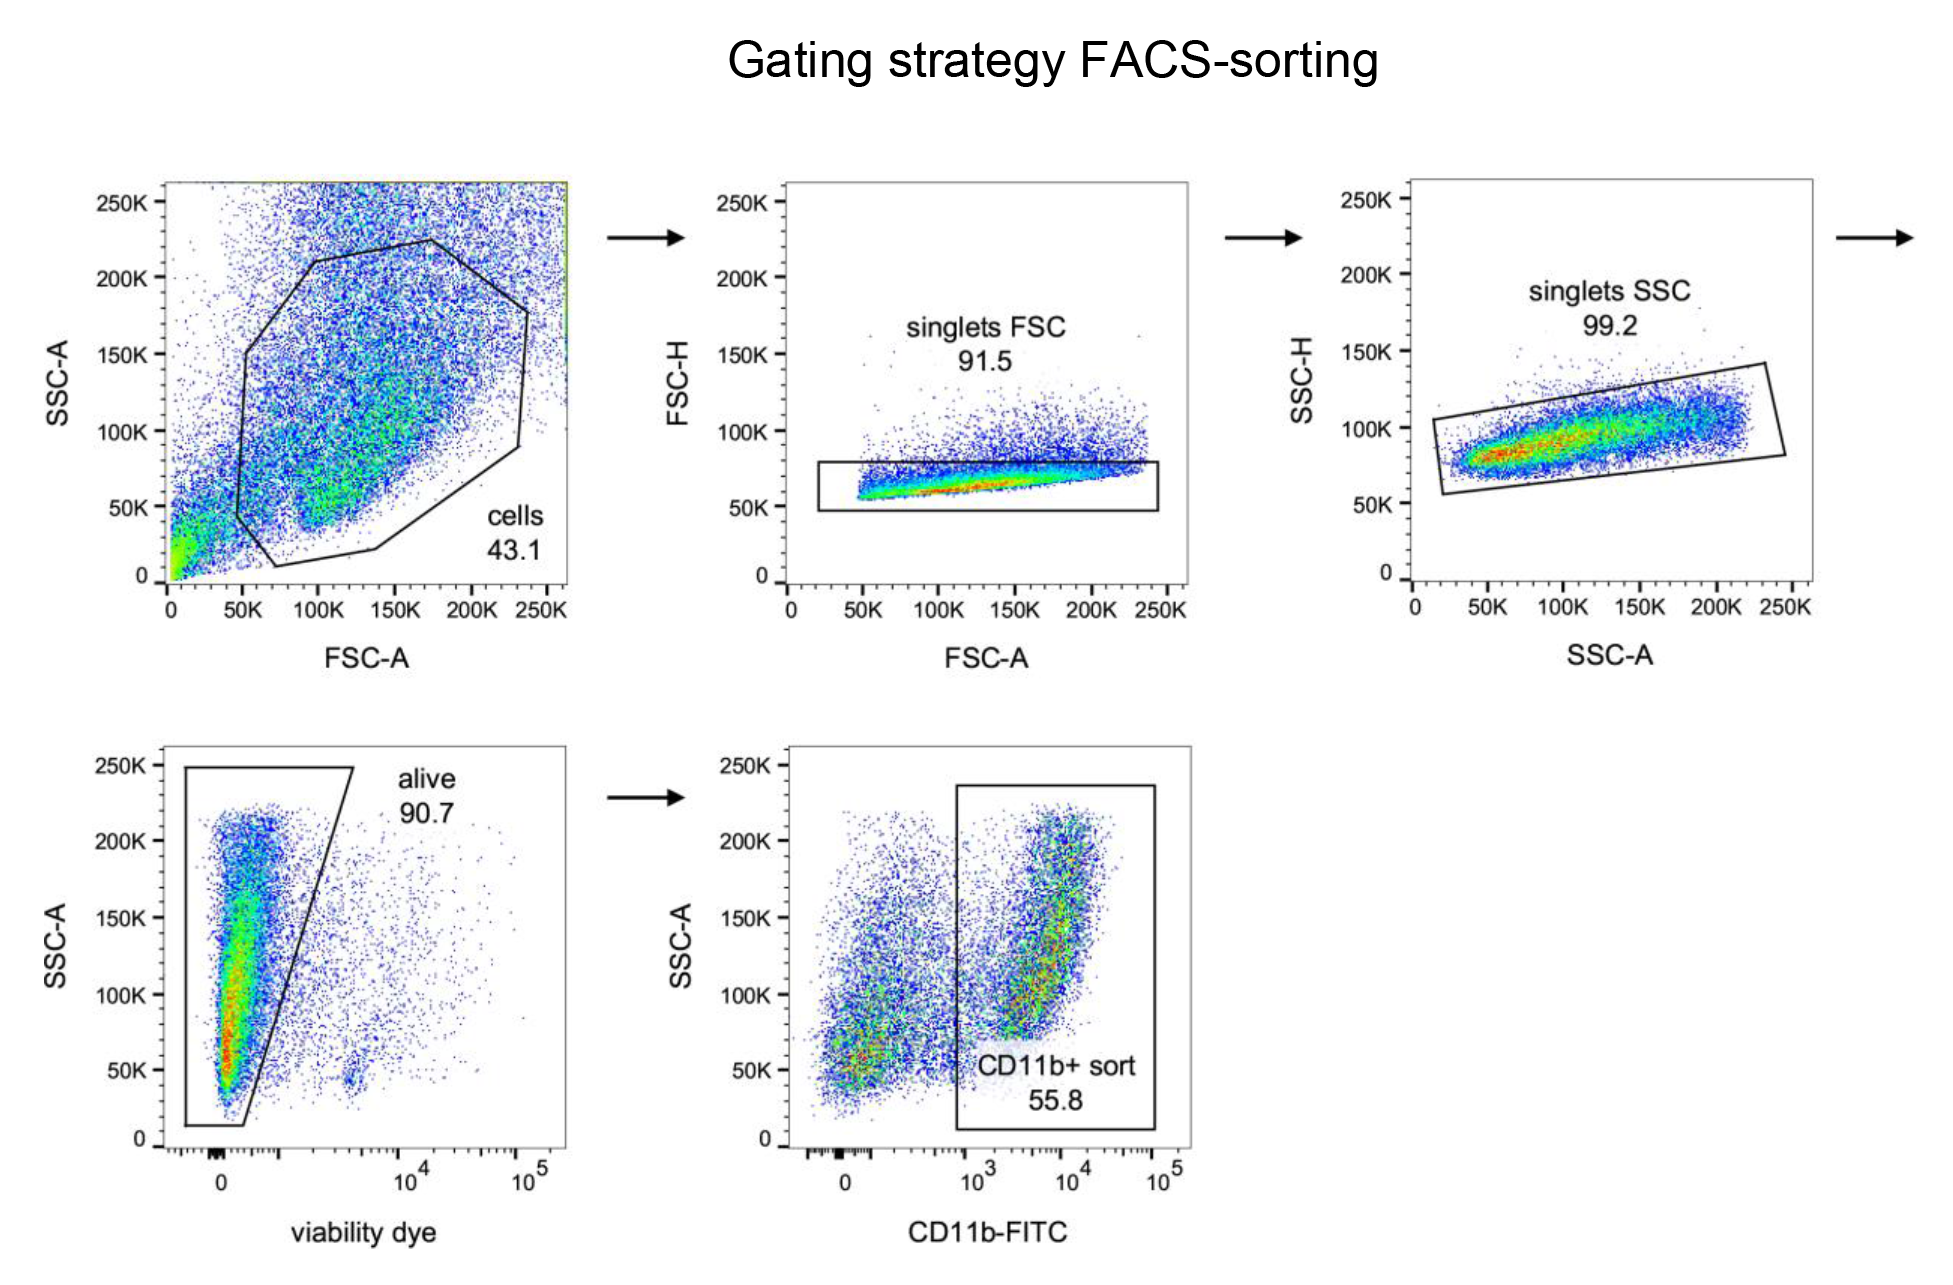

**Fig. S10. Gating strategy used for FACS-sorting.** Events corresponding to cells were gated on SSC-A vs FSC-A plots, then doublets were excluded. Events in singlets gate were further analyzed for the uptake of Fixable Viability Dye to exclude events corresponding to dead or damaged cells. CD11b^+^ cells were selected for sorting on SSC-A vs CD11b plots.

**Supplementary Fig. 11**

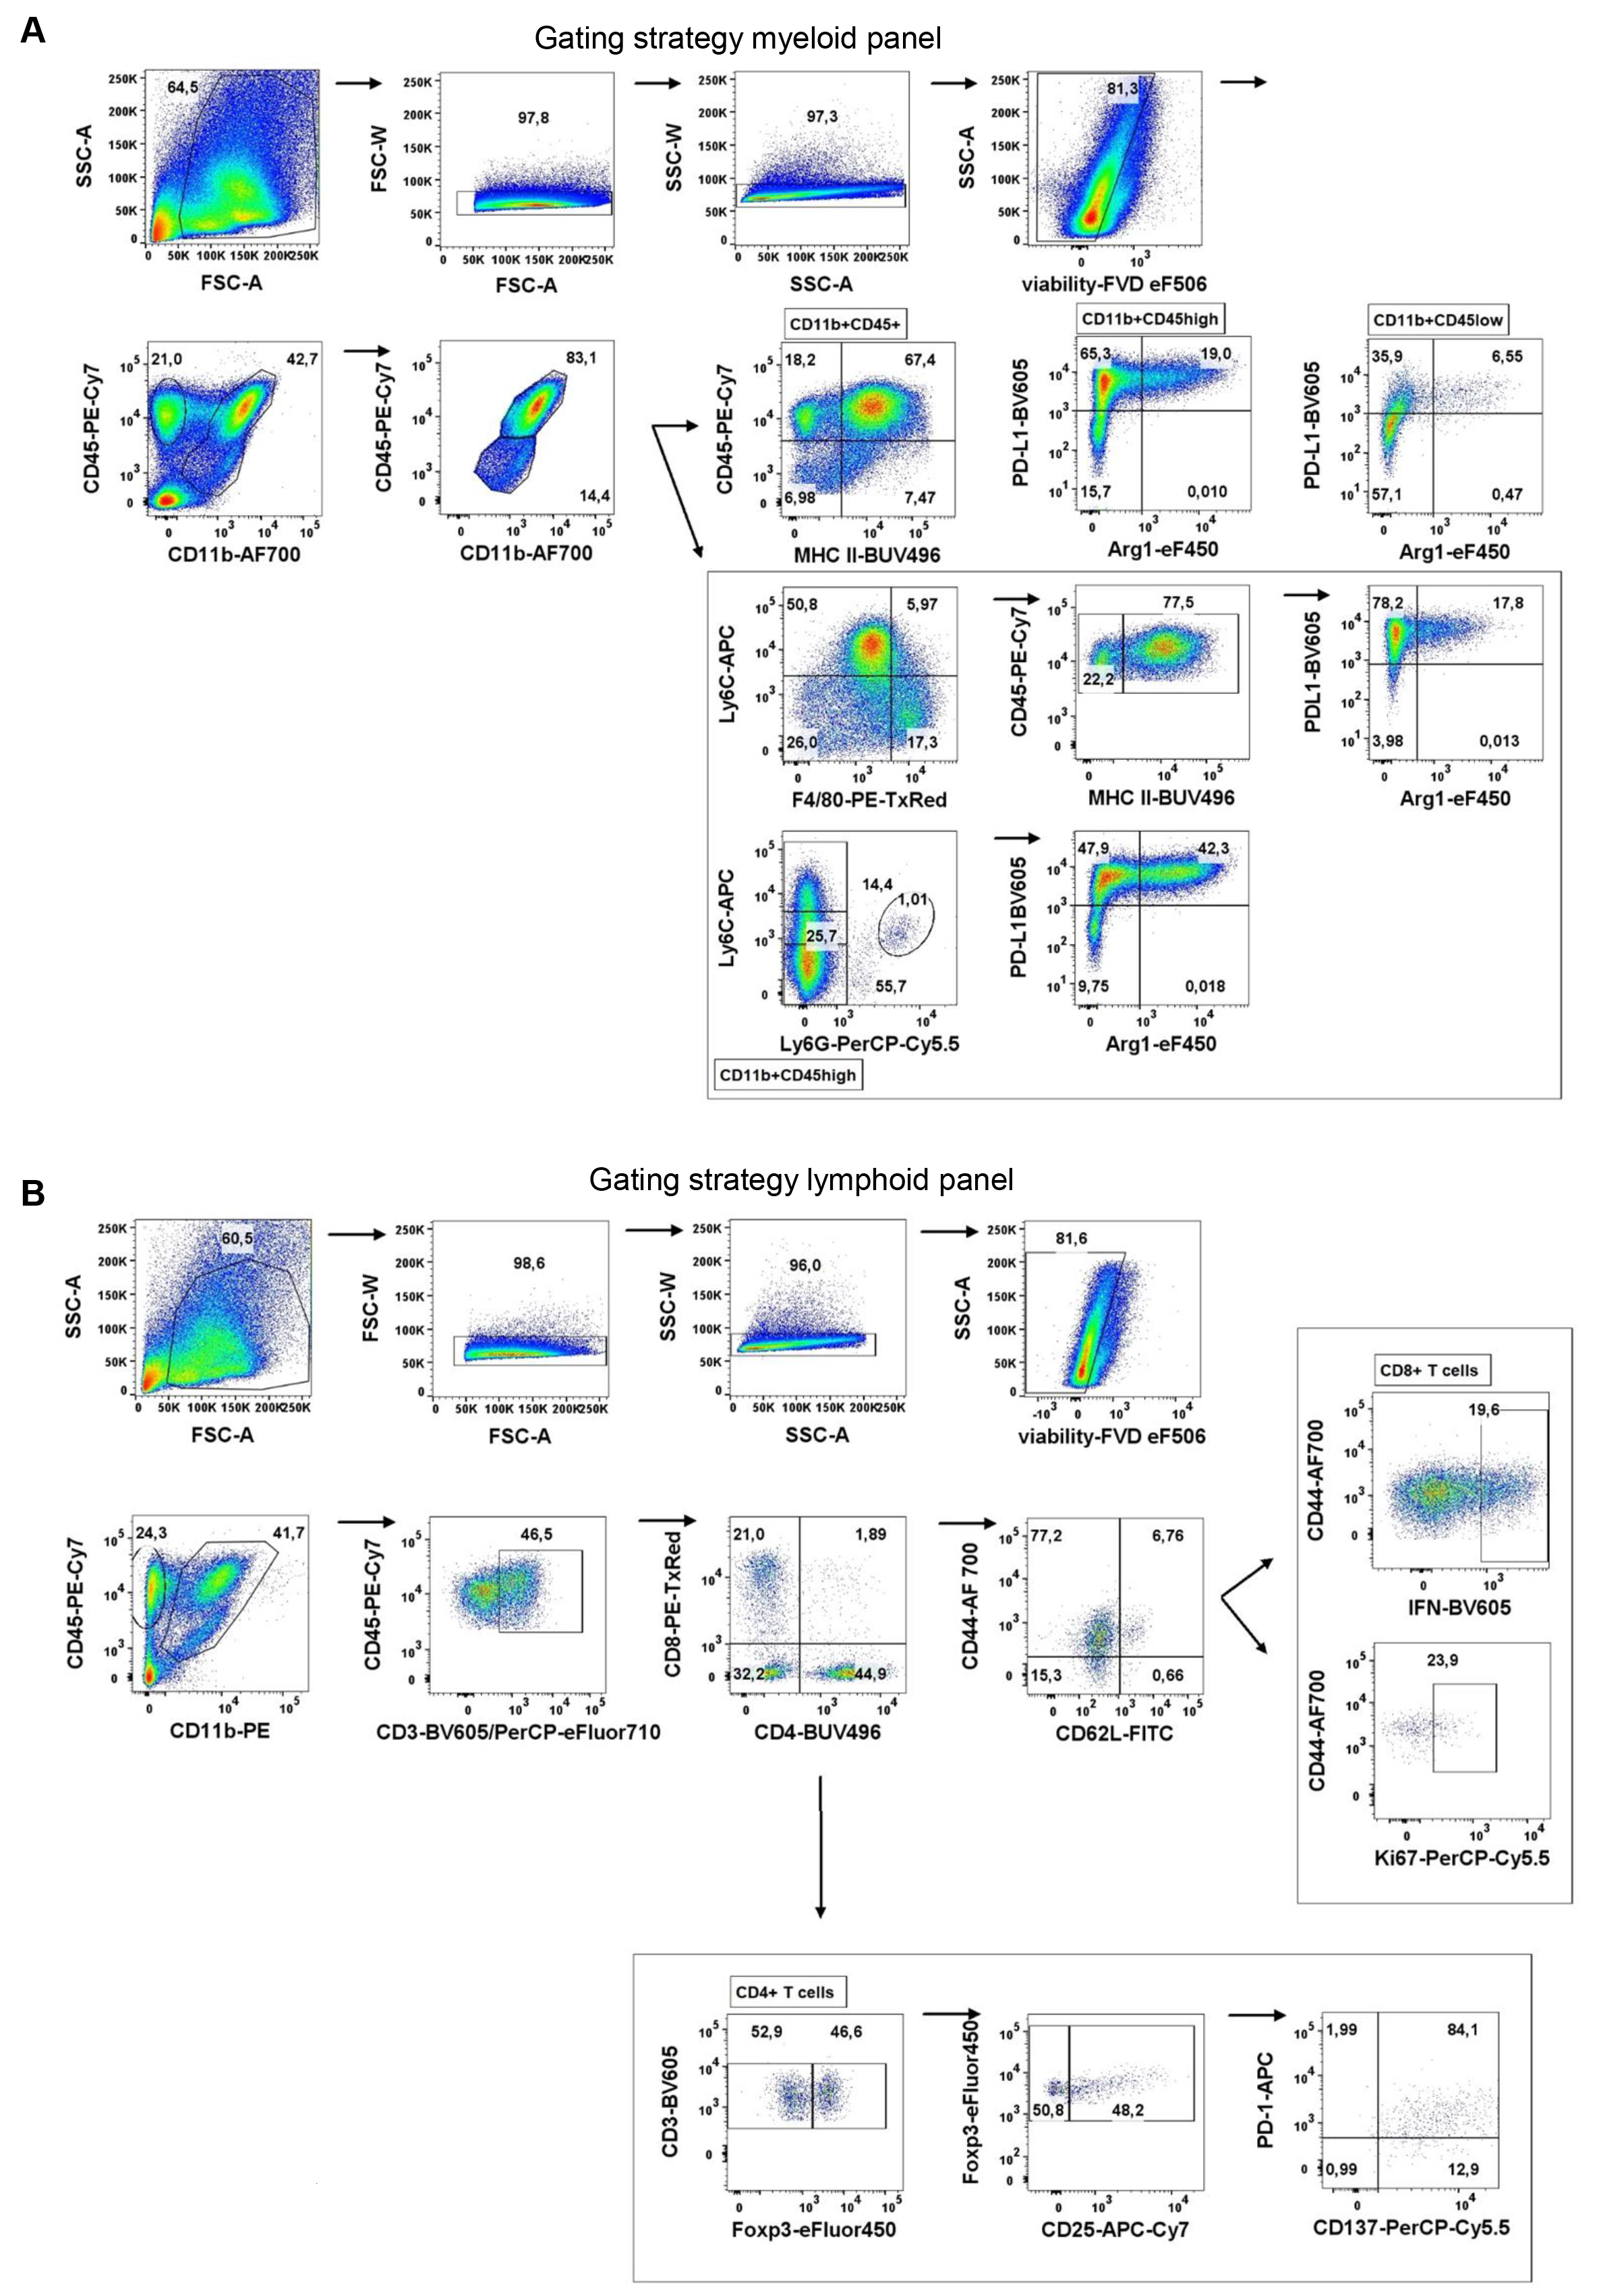

**Fig. S11. Gating strategy used for flow cytometry analysis.** (A) Representative gating strategy for analysis of (A) myeloid and (B) lymphoid cells. Events corresponding to cells were gated on SSC-A vs FSC-A plots, then doublets were excluded. Events in singlets gate were further analyzed for the uptake of Fixable Viability Dye to exclude events corresponding to dead or damaged cells. Quadrant gates were drawn on cell subpopulations based on differences in the surface expression of CD11b and CD45 antigens: microglia (CD11b^+^CD45^low^), blood-derived macrophages (CD11b^+^CD45^high^ in myeloid compartment and CD3^+^, CD4^+^ and CD8^+^ in lymphoid compartment. Expression of markers associated with immune evasion (PD-L1, Arg-1) were verified using FMO controls.

**Tables**

**Table S1. Antibodies**

| **Antibodies** | **Company** | **Cat no.** | **Dilution** |
| --- | --- | --- | --- |
| *Antibodies for flow cytometry* | | | |
| Arginase 1 Monoclonal Antibody (A1exF5) eFluor 450, | Life Technologies Corp. Carlsbad, CA, USA | 48-3697-82 | 1:100 |
| CD3e (145-2C11), Hamster Anti-Mouse, BV605 | BD | 563004 | 1:100 |
| CD8a Monoclonal Antibody (53-6.7) PE-eFluor 610 | Life Technologies Corp. Carlsbad, CA, USA | 61-0081-82 | 1:200 |
| CD4 Rat Anti-Mouse BUV496 | BD | 741051 | 1:200 |
| CD11b Rat Anti-Mouse (M1/70) FITC | BD | 553310 | 1:800 |
| CD11b Rat Anti-Mouse (M1/70) PE | BD | 553311 | 1:800 |
| CD11b Rat Anti-Mouse (M1/70) AF-700 | BD | 557960 | 1:800 |
| CD25 Monoclonal Antibody (PC61.5) APC-eFluor 780 | Life Technologies Corp. Carlsbad, CA, USA | 47-0251-82 | 1:50 |
| CD44 Monoclonal Antibody (IM7) Alexa Fluor 700 | Life Technologies Corp. Carlsbad,CA,USA | 56-0441-80 | 1:100 |
| CD45,Rat Anti-Mouse (30-F11)  PE-Cy7 | BD | 561868 | 1:800 |
| CD49d Rat Anti-Mouse, FITC | Biolegend | 103606 | 1:400 |
| CD62L (L-Selectin) Monoclonal Antibody (MEL-14) FITC | Life Technologies Corp. Carlsbad, CA, USA | 11-0621-82 | 1:400 |
| CD137 Monoclonal Antibody (17B5) PerCP-eFluor 710 | Life Technologies Corp. Carlsbad, CA ,USA | 46-1371-82 | 1:100 |
| CD274 (PD-L1, B7-H1) Monoclonal Antibody (MIH5), Super Bright 600 | Life Technologies Corp. Carlsbad, CA, USA | 63-5982-82 | 1:100 |
| CD279 Hamster Anti-Mouse (J43) APC | BD | 562671 | 1:100 |
| F4/80 Monoclonal Antibody (BM8) PE-eFluor 610 | Life Technologies Corp. Carlsbad, CA, USA | 61-4801-82 | 1:100 |
| FOXP3 Monoclonal Antibody (FJK-16s) eFluor 450 | Life Technologies Corp. Carlsbad, CA,USA | 48-5773-82 | 1:100 |
| Ly6C Rat Anti-Mouse (AL-21) APC | BD | 560595 | 1:200 |
| Ly6G Rat Anti-Mouse (1A8) PerCP-Cy5.5 | BD | 560602 | 1:200 |
| MHC Class II (I-A/I-E) Rat Anti-Mouse (M5/114.15.2) BUV496 | BD | 750281 | 1:200 |
| Ki67 Mouse | Biolegend | 561284 | 1:200 |
| IFNγ, Rat Anti-Mouse (XMG1.2) BV605 | Biolegend | 505840 | 1:50 |
| *Antibodies for immunohistochemistry* | | | |
| anti-Arginase pAb | Novus Biologicals | NB100-59740 | 1:100 |
| anti-Iba1 | Wako | 019-19741 | 1:1000 |
| Anti-Galectin 3 | Abcam | ab53082 | 1:100 |
| Anti-Tmem119 | Synaptic systems | 400002 | 1:200 |
| anti-rabbit Alexa Fluor 647 | Life Technologies Corp. Carlsbad, CA, USA | A31573 | 1:1000 |
| anti-goat Alexa Fluor 488 | Life Technologies Corp. Carlsbad, CA, USA | A11055 | 1:1000 |

How the deposited data were processed for this re-analysis (not part of the article)

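RNA of CD11b+ cells was analysed from 3 experiments: GL261 gliomas in C57BL/6 mice at 21 DPI (vehicle, 7aaRGD, 7aaRAE and naïve mice, 3 samples each, 2 animals per sample), GL261 gliomas at 28 DPI (4 vehicle, 4 7aaRGD, 3 anti-PD-1 and 3 combination samples, 1 animal per sample) and U87-MG gliomas in nude mice at 21 DPI (vehicle, 7aaRGD and 7aaRAE, 3 samples each). Samples numbered 4 of the anti-PD-1 and combination groups and the naïve nude mice have no column in the deposited tables and are not analysed here. The deposited labels give nude mice for the 28 DPI samples while the paper gives C57BL/6 mice; they were assigned by treatment to the GL261 experiment.

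According to the paper's methods, the authors trimmed reads with Trimmomatic, aligned them to mm10 with STAR, marked duplicates with Picard, counted with HTSeq-count and tested with NOISeq. The deposited values were RPKM plus a constant of 2, made by the authors before deposit. The unit was read from the values: genes without signal hold exactly 2 in every sample, and the rest multiplied by exonic length has nearly the same sum in every sample. The plan had assumed normalized counts, or values that sum to the same total per sample, and the same log transformation was kept. Between 12.6% and 14.0% of values were under the constant, so the values had been altered after normalization. In the GL261 tables the differences between replicates lack 1 dimension (7 of 8 and 9 of 10), while in the U87-MG table they have all 6. The paper's text describes neither the normalization nor such a step. Read counts cannot be recovered from these values, so count tests (edgeR, DESeq2) were not used, and the depth per sample is unknown.

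Gene symbols were matched to the annotation (98.8% of 54513 rows), and 21893 protein-coding genes were kept as in the paper. Positions are on mm10. Values were analysed as log2(RPKM + 1) with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with a trend), over genes with a mean of at least 1 RPKM in the samples fitted, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. All tumor-bearing groups of an experiment were fitted together, and naïve mice were fitted with vehicle alone. An interaction term tested whether the combination went beyond the sum of the single treatments. Replicate numbers did not pair the samples: correlations of residuals were over 0.1 in 1 of 9 pairs at 21 DPI and in 3 of 19 at 28 DPI.

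Lists of genes were tested with camera (inter-gene correlation of 0.01) and fry, for lists with at least 3 genes. They were genes labelled in the paper's figures, gene families, and markers of cell types. The genes named are those the paper names or shows, and in each comparison the 5 genes with the largest rise and the 5 with the largest fall past the threshold whose groups did not overlap. The tests, lists, alternatives and this rule were set before the data were examined, except for the unit of the values, the step on gene length and GC content, the fit with 1 residual degree of freedom less, the strain check, the lists named as later in the closing section and the tests named there as chosen later. The noise test compares group differences with those between replicates, after the principle of NOISeq, at a probability over 0.8; NOISeq itself was not run.

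The tests were tried on simulated data, 10 times for each experiment. With 200 genes changed by 1 on the log2 scale, limma recovered a median of 198 genes at the size of the 21 DPI GL261 experiment, 196 at 28 DPI and 186.5 for U87-MG, with 11.5, 10.5 and 7 false calls. There the changed genes were drawn from better expressed ones and genes varied independently, so recovery in the real data can be lower. With no gene changed, the median number of calls was 0 for limma, and 186.5, 115.5 and 220 for the noise test. With no gene changed and 1 component of the replicates taken out, limma made 2.5, 0 and 1 calls (at most 30, 0 and 371), and the noise test 388, 194.5 and 330.

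Alternatives were a pseudocount of 0.1 or 5, no filter or a mean of at least 5 RPKM, TMM and median-of-ratios factors computed on RPKM, all genes with a name, only the groups compared, naïve mice added, the replicate number as a block, each sample left out, a log2 fold change of at least 1, an adjusted p-value under 0.1 and the noise test. The deconvolution and the single-cell data were not analysed here. Values of some single genes are not reported here, while counts and medians over lists include them.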

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

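The tests on glucocorticoid targets, hypoxia, clock genes, neural tumor genes, NK cells, the RGD motif and dendritic cells were chosen after the results were seen, as was the scaling test of the 28 DPI glucocorticoid genes.

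Single samples far from the others of their group of 4 were found in 2 of 68 groups tested, where 3.4 would be found by chance. These were Fkbp5 in 7aaRGD sample 1 at 28 DPI, at 93.5 RPKM against 50.2 to 55.5 in the others, and Il1b in vehicle sample 1 at 28 DPI, at 226 RPKM against 104 to 119.2. Neither a technical nor a biological explanation was tested for them.

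In a test of the interaction at 28 DPI, the 10 MHC class II genes were all above the sum of the 7aaRGD and anti-PD-1 effects in the combination group, with a median interaction of 0.72 (camera adjusted p = 1.41e-12, fry adjusted p = 0.076). No single gene passed the threshold for the interaction, with 794 genes at an unadjusted p under 0.05. Scaling between samples is argued against by a median of 0.79, and gene length and GC content by 0.75 after their trends were taken out. More dendritic cells among the sorted cells cannot be told apart from a change within cells: the 4 dendritic markers outside this list had a median interaction of 0.43, too few genes to decide. Chance stays open, since fry did not call the list.

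A list of 10 glucocorticoid-responsive genes, written after they were seen among the largest falls at 28 DPI, was lower in every gene with anti-PD-1 (median -1.65) and with the combination (median -1.94) at 28 DPI. Scaling (median nearest 0 of -1.64) and gene length and GC content (median nearest 0 of -1.65) do not account for it, and hypoxia targets rose in the combination by a median of 0.47, against less hypoxia. Lower glucocorticoid signalling cannot be told apart from other causes: 25 other targets had a median of -0.11 with anti-PD-1 (-0.17 without vehicle sample 1), with 9 of them higher. Time of day of collection stays open too, with clock genes at a median of -0.16 with anti-PD-1 and 11 of 12 lower. In the combination, where the fall was larger, their median was -0.060 with 5 of 12 higher, which goes against it but with genes moving both ways does not exclude it. The collection times are not in the labels.

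The same 10 genes were all higher in the U87-MG mice with 7aaRGD (median 0.81) and 7aaRAE (median 1.42), with 0 of them past the threshold, and 2 and 10 at an unadjusted p under 0.05. Without the 7aaRGD sample in position 2, the median with 7aaRGD was 0.49. The median of 7aaRGD against 7aaRAE was -0.55 (-0.88 without the 7aaRGD sample in position 2 and -0.26 without the 7aaRAE sample in position 2), which argues against the RGD motif, and a median nearest 0 of 0.81 under other factors argues against scaling. Glucocorticoid signalling is a candidate explanation: 22 of 27 other targets were higher with 7aaRGD, with a median of 0.18 (camera adjusted p = 0.000156, fry adjusted p = 0.436) that was 0.095 without the 7aaRGD sample in position 3 and 0.29 without that in position 1.

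Genes of neural cells rose with 7aaRGD at 21 DPI, with a median of 0.55 over 8 neural tumor genes outside the oligodendrocyte lists, 7 of them higher and 1 past the threshold. The 4 oligodendrocyte precursor markers rose with them, with a median of 0.89, and of 0.87 under the scaling factor that brought it nearest 0, which argues against scaling. RNA from tumor cells is a candidate explanation (0.55); the list of neural tumor genes was written after the data were seen. Resident oligodendrocytes cannot be told apart from it. The planned test, the median of the mature genes, was 0.0054, but it rested on 3 genes (Mbp, Mag and Cnp) that passed the filter, and 8 of 8 mature genes under the filter were higher with 7aaRGD. The reading of this test was weakened, from excluding this source to leaving it open, after these values were seen. Mbp went from 7.88 to 8.55 RPKM.

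NK cell markers other than Il2rb, Gzma and Gzmb were higher with 7aaRGD at 21 DPI, with a median of 0.47 over 4 genes, 4 higher and 0 past the threshold, 1 with an unadjusted p under 0.05. NK cells among the sorted cells are a candidate explanation for the rise in Il2rb, Gzma and Gzmb; the median of these 3 was 1.00 (0.63 without vehicle sample 1), and 0.98 under the scaling factor that brought it nearest 0, against scaling. With 4 genes this is weak evidence.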

How the results depend on the processing

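The fit with 1 residual degree of freedom less was chosen after the data were seen. Counts are genes at an adjusted p-value under 0.05, and where a count moved, the cause was not tested unless stated. The unknown depth limits all counts alike.

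At 21 DPI in GL261, 14 genes were called for 7aaRGD against vehicle. The count was 0 with a pseudocount of 0.1, with a mean of at least 5 RPKM, with median-of-ratios factors, with all genes with a name, with the replicate block and with 1 residual degree of freedom less, with 715 to 1335 genes at an unadjusted p under 0.05 in these fits. It was 1 with only the groups compared, 9 with TMM factors, 37 with no filter, 74 with naïve mice added, 27 at an adjusted p-value under 0.1, 1 at a log2 fold change of at least 1 and 493 with the noise test. Fits that each left out 1 sample gave from 0 to 120 genes; the 120, without vehicle sample 3, held the 14. For 7aaRAE, 0 genes were called (600 at an unadjusted p under 0.05), 356 with the noise test and from 0 to 2 with 1 sample left out (2 without vehicle sample 3). For 7aaRGD against 7aaRAE, 0 genes were called (520 at an unadjusted p under 0.05), 7 with no filter, 1 with all genes with a name, 6 with only the groups compared, 3 with naïve mice added, 216 with the noise test and from 0 to 1 with 1 sample left out (1 without 7aaRAE sample 3). With vehicle against naïve, 8059 genes became 5288 with a mean of at least 5 RPKM, where fewer genes were tested, and 2749 at a log2 fold change of at least 1.

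At 28 DPI, 63 genes were called for 7aaRGD: 34 with no filter, 0 with TMM factors, 18 with median-of-ratios factors, 0 with only the groups compared, 0 with the replicate block, 0 with 1 residual degree of freedom less, 2 at a log2 fold change of at least 1, 144 at an adjusted p-value under 0.1, 350 with the noise test and from 0 to 1 with 1 sample left out. The fits with 0 had 957 to 1437 genes at an unadjusted p under 0.05. For anti-PD-1, 2246 became 132 at a log2 fold change of at least 1 and 1447 with the noise test, and with 1 sample left out the counts were from 1358 (without anti-PD-1 sample 2) to 2254. The combination had 4214, 379 at a log2 fold change of at least 1 and 2369 with the noise test. For the combination against anti-PD-1, 4 genes became 14 with a pseudocount of 5, 20 with no filter, 13 with a mean of at least 5 RPKM, 2 with all genes with a name, 0 with only the groups compared, 0 with the replicate block, 1 with 1 residual degree of freedom less, 1 at a log2 fold change of at least 1, 183 at an adjusted p-value under 0.1, 589 with the noise test and from 0 to 26 with 1 sample left out (26 without combination sample 2). The fits with 0 had 1013 to 1460 genes at an unadjusted p under 0.05. The interaction had 0 genes (794 at an unadjusted p under 0.05), and from 0 to 3 with 1 sample left out (3 without combination sample 2).

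In U87-MG, 7aaRGD had 0 genes (365 at an unadjusted p under 0.05), 337 with the noise test and from 0 to 2 with 1 sample left out (2 without the 7aaRGD sample in position 2). 7aaRAE had 1, 0 with a mean of at least 5 RPKM (500 at an unadjusted p under 0.05), 32 with only the groups compared, 6 at an adjusted p-value under 0.1 and 522 with the noise test. 7aaRGD against 7aaRAE had 0 (326 at an unadjusted p under 0.05), 151 with the noise test and from 0 to 3 with 1 sample left out (3 without the 7aaRGD sample in position 2).

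With fry in place of camera, the planned lists called were 8 in place of 22 for 7aaRGD, 0 in place of 17 for 7aaRAE (5 at an unadjusted p under 0.05) and 0 in place of 21 for 7aaRGD against 7aaRAE (3) at 21 DPI. At 28 DPI they were 3 in place of 7 for 7aaRGD, 6 in place of 23 for the combination against anti-PD-1 and 0 in place of 20 for the interaction (4), and in U87-MG they were 2 in place of 19 for 7aaRGD, 0 in place of 20 for 7aaRAE (4) and 0 in place of 12 for 7aaRGD against 7aaRAE (0). Without 7aaRGD sample 3, camera called 11 lists for 7aaRGD at 28 DPI.

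Shared genes of 7aaRGD and 7aaRAE at 21 DPI were 248 with the noise test and up to 2 without vehicle sample 3. Those of 7aaRGD and the combination were 236 with the noise test and 2 at a log2 fold change of at least 1; those of 7aaRGD and anti-PD-1 were 210 and 2, and the overlap of aPD-1 and RGD+aPD-1 responses, GL261 28 DPI, was 1336 with the empirical noise test and 130 at a log2 fold change of at least 1. The Pearson r of the 7aaRGD changes between 21 and 28 DPI in GL261 ranged over the leave-one-out fits from 0.106 to 0.237 (0.110 without vehicle sample 4 at 28 DPI), and that between GL261 at 21 DPI and U87-MG from -0.130 to 0.119. The agreement of the RGD response between GL261 28 DPI and U87-MG 21 DPI ranged from -0.179 to 0.0155, and was -0.0575 without 7aaRGD sample 2 at 28 DPI. The 2 correlations with U87-MG changed sign without its 7aaRGD sample in position 2.

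Of 94 named genes and comparisons, 991 values under other settings were 910 on the same side of the threshold, 76 newly past it, 5 no longer past it and 0 in the opposite direction. With 1 sample left out, 556 were on the same side, 13 newly past it, 13 no longer past it and 2 in the opposite direction: Arg1 with anti-PD-1, from -0.045 without anti-PD-1 sample 3 to 1.32 without sample 1, and Il1b in U87-MG with 7aaRGD, from -0.038 without the 7aaRGD sample in position 3 to 0.55 without that in position 1.

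No paired analysis was possible because the U87-MG columns carry no number. Vehicle against naïve and naïve mice added were not run for U87-MG, whose naïve mice are not analysed here. The noise test was not run for the interaction, only the groups compared changes nothing for the interaction or for vehicle against naïve, and count tests were not run.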

Differences from the paper's values

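At 21 DPI in GL261 the paper gives 563 genes higher with 7aaRGD, against 13 here. No alternative set before the data were examined closed this gap. The paper shows about 37 genes lower with 7aaRGD (Fig. 2D, read by eye), against 1 here; without vehicle sample 3 the count was 51. With 7aaRAE the paper shows about 7 genes higher and about 30 lower (Fig. 2D, read by eye), against 0 and 0 here, with 600 genes at an unadjusted p under 0.05. The paper gives 7 genes higher with both peptides, against 0 here, and shows about 15 lower with both (Fig. 2D, read by eye), against 0. No alternative closed the gaps for 7aaRAE or for the genes shared. The paper's counts come from NOISeq and those here from limma. The noise test went past the paper's counts, with 187 higher and 169 lower with 7aaRAE, and 133 and 115 shared. With 7aaRGD it gave 198 lower, past the paper's count, and 295 higher, short of it. A gap is called closed where a count came near the paper's, not only where it was equal.

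At 28 DPI the paper shows about 270 genes higher and about 90 lower with 7aaRGD (read by eye from Fig. 5A), against 12 and 51 here. For the lower genes, a pseudocount of 5 gave 65, a mean of at least 5 RPKM 65, all genes with a name 74 and an adjusted p-value under 0.1 gave 93; none closed the gap for the higher genes. With anti-PD-1 the paper shows about 2200 higher and about 2400 lower (Fig. 5A, read by eye), against 1055 and 1191; an adjusted p-value under 0.1 gave 1611 lower, and none closed the gap for the higher genes. The combination has about 2700 higher in the paper (Fig. 5A, read by eye), against 1706; no filter gave 1992, TMM factors 2175, median-of-ratios factors 2183 and an adjusted p-value under 0.1 gave 2031. Shared by anti-PD-1 and the combination, the paper shows about 1900 higher and about 2200 lower (Fig. 5A, read by eye), against 957 and 1143; an adjusted p-value under 0.1 gave 1280 and 1527.

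With 7aaRGD the paper names 10 genes as lower and 15 as higher at 21 DPI in GL261, and 13 as lower and 17 as higher in U87-MG. Each moved in the stated direction here, and 0 passed the threshold over all genes. At an unadjusted p under 0.05 there were 10 of the lower and 11 of the higher genes in GL261, and 7 and 10 in U87-MG. The noise test called 9 of the 10 genes named as lower and 14 of the 15 named as higher at 21 DPI, not Il4ra and Nedd4, and in U87-MG 11 of the 13 named as lower, not Mki67 and Lgals9, and 15 of the 17 named as higher. Without vehicle sample 3, Anpep, Pecam1, Arg1, Chil3, Mrc1, Pdcd1lg2 and Nedd4 passed the threshold at 21 DPI, and with naïve mice added Anpep, Pecam1, Nedd4, Cd9 and Fcrls did. Without the 7aaRGD sample in position 2, H2-Ob and H2-DMb1 passed it in U87-MG.

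Against vehicle at 28 DPI, the paper names Cxcl9 as higher with the combination, and Gpnmb and Mrc1 as lower with anti-PD-1; these did not pass the threshold here, and the noise test called them. Without vehicle sample 3, Cxcl9 and Gpnmb passed it, and Gpnmb also with a mean of at least 5 RPKM. Between the combination and anti-PD-1, 0 of the 8 genes named as lower and 1 of the 10 named as higher passed, with 3 and 10 at an unadjusted p under 0.05, and the noise test called 7 and 10. Without combination sample 2, Ecm1 and Upp1 passed, and Upp1 also with a pseudocount of 5.

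From the small overlap between the peptides the paper concludes that the response was specific to 7aaRGD. Here 0 genes differed between the peptides at an adjusted p-value under 0.05, with 520 at an unadjusted p under 0.05. The noise test called 216 genes between them. Of 45 planned lists camera called 21 and fry 0, with 3 at an unadjusted p under 0.05. Of 8 neural tumor genes outside the oligodendrocyte lists, chosen after the data were seen, 7 were higher with 7aaRGD than with 7aaRAE. Their median was 0.37, with 6 at an unadjusted p under 0.05 and 0 past the threshold. Together these values leave the specificity open.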

Other observations

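The counts over other splits, the tests of the missing component, the length and GC test of the ribosomal genes, the tests of the immediate-early genes and the strain check were chosen after the results were seen.

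Other splits of the samples into groups of the same sizes were counted, the real split included. At 21 DPI in GL261, 2 of the 10 splits gave as many genes for 7aaRGD as the real one, 3 as many lists and 2 as many genes in the noise test. For 7aaRAE these were 10, 4 and 3, for 7aaRGD against 7aaRAE 10, 1 and 5, and for vehicle against naïve 1, 1 and 1. With 3 samples against 3 the share is never under 0.1, so these counts alone cannot exclude chance. For vehicle against naïve the size of the difference argues against it, with 6160 genes in the noise test against at most 198 in any other split. At 28 DPI there were 35 splits. The counts were 1, 28 and 2 for 7aaRGD, 1, 5 and 1 for anti-PD-1 and 1, 7 and 1 for the combination. The component missing from these values lies within the real groups, which favors the real split. For anti-PD-1 and the combination a chance division is unlikely for the genes called at an adjusted p-value under 0.05 (1 of 35). With 1 residual degree of freedom less, 1852 and 3860 genes were still called for them. For 7aaRGD that fit called 0 genes, so 1 of 35 does not exclude chance there, nor does its noise test (2 of 35). The numbers of lists decide nothing about single lists, since camera called a median of 9, 15 and 18 lists over these splits; fry called 3, 15 and 29 of the 44 planned lists in the real ones. The combination against anti-PD-1 had 1, 2 and 1 of 10. The interaction had as many genes in 100 and as many lists in 27 of 100 draws, with a median of 14 lists. Where the real split called 0 genes, every split has as many, and the count says nothing (794 genes at an unadjusted p under 0.05 for the interaction). In U87-MG, 7aaRGD had 10, 1 and 5 of 10, 7aaRAE 1, 2 and 2, and 7aaRGD against 7aaRAE 10, 6 and 5.

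The component missing from the GL261 values may account for some calls. With 1 residual degree of freedom less, the genes called were 0 for 7aaRGD at 21 DPI and 0 at 28 DPI, 1 for the combination against anti-PD-1, 7694 for vehicle against naïve, 1852 for anti-PD-1 and 3860 for the combination. At an unadjusted p under 0.05, 945 genes were found for 7aaRGD at 21 DPI and 1208 at 28 DPI.

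Genes called lower with 7aaRGD at 28 DPI were short. After trends with length and GC content were taken out, 0 were called lower, with 1144 genes at an unadjusted p under 0.05 in both directions, so length or GC content may account for them. The loss is not specific to this step, since TMM factors also gave 0 genes, with 1437 at an unadjusted p under 0.05. Cytosolic ribosomal protein genes stayed lower with anti-PD-1 and the combination, with a median nearest 0 of -0.46 after that step and of -0.47 under other factors, which argues against both. With 7aaRGD the median of this list was -0.29, -0.23 after that step and -0.30 with TMM factors, so most of its shift stayed.

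Of 33 immediate-early genes tested in U87-MG, 33 were higher with 7aaRGD (median 0.39, and 0.21 without the 7aaRGD sample in position 3). With 7aaRAE 30 were higher (median 0.39), but the shared vehicle samples alone would move genes in the same direction. Between the peptides directly the median was 0.009 with 17 higher, so no effect of the RGD motif was seen. Stress during dissociation cannot be told apart as a cause, since 12 of the 18 heat shock genes were higher with 7aaRGD, with a median of 0.062 that was -0.034 without the vehicle sample in position 2 and 0.16 without the 7aaRGD sample in position 2.

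The deposited labels name nude mice for the 28 DPI samples. Of 8 genes on in the nude mice with U87-MG and off in the C57BL/6 mice at 21 DPI, 8 stayed under 1 RPKM in all 28 DPI samples, with 0.531 the highest value, and 2 of 2 genes with the opposite pattern were on. A wrong strain in the labels is a candidate explanation (8 of 8). The nude mice carried U87-MG and the C57BL/6 mice GL261 or no tumor. These genes can therefore reflect the tumor rather than the strain, and the check cannot separate them. The limits of 2, 0.3 and 1 RPKM were chosen after the data were seen, and other limits give other numbers of genes.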
